# Synergistic and Dose-Controlled Regulation of Cellulase Gene Expression in *Penicillium oxalicum*

**DOI:** 10.1371/journal.pgen.1005509

**Published:** 2015-09-11

**Authors:** Zhonghai Li, Guangshan Yao, Ruimei Wu, Liwei Gao, Qinbiao Kan, Meng Liu, Piao Yang, Guodong Liu, Yuqi Qin, Xin Song, Yaohua Zhong, Xu Fang, Yinbo Qu

## Abstract

Filamentous fungus *Penicillium oxalicum* produces diverse lignocellulolytic enzymes, which are regulated by the combinations of many transcription factors. Here, a single-gene disruptant library for 470 transcription factors was constructed and systematically screened for cellulase production. Twenty transcription factors (including ClrB, CreA, XlnR, Ace1, AmyR, and 15 unknown proteins) were identified to play putative roles in the activation or repression of cellulase synthesis. Most of these regulators have not been characterized in any fungi before. We identified the ClrB, CreA, XlnR, and AmyR transcription factors as critical dose-dependent regulators of cellulase expression, the core regulons of which were identified by analyzing several transcriptomes and/or secretomes. Synergistic and additive modes of combinatorial control of each cellulase gene by these regulatory factors were achieved, and cellulase expression was fine-tuned in a proper and controlled manner. With one of these targets, the expression of the major intracellular β-glucosidase Bgl2 was found to be dependent on ClrB. The Bgl2-deficient background resulted in a substantial gene activation by ClrB and proved to be closely correlated with the relief of repression mediated by CreA and AmyR during cellulase induction. Our results also signify that probing the synergistic and dose-controlled regulation mechanisms of cellulolytic regulators and using it for reconstruction of expression regulation network (RERN) may be a promising strategy for cellulolytic fungi to develop enzyme hyper-producers. Based on our data, ClrB was identified as focal point for the synergistic activation regulation of cellulase expression by integrating cellulolytic regulators and their target genes, which refined our understanding of transcriptional-regulatory network as a “seesaw model” in which the coordinated regulation of cellulolytic genes is established by counteracting activators and repressors.

## Author Summary

Cellulolytic fungi have evolved into sophisticated lignocellulolytic systems to adapt to their natural habitat. This trait is important for filamentous fungi, which are the main source of cellulases utilized to degrade lignocellulose to fermentable sugars. *Penicillium oxalicum*, which produces lignocellulolytic enzymes with more diverse components than *Trichoderma reesei*, has the capacity to secrete large amounts of cellulases. Meanwhile, cellulase expression is regulated by a complex network involved in many transcription factors in this organism. To better understand how cellulase genes are systematically regulated in *P*. *oxalicum*, we employed molecular genetics to uncover the cellulolytic transcription factors on a genome-wide scale. We discovered the synergistic and tunable regulation of cellulase expression by integrating cellulolytic regulators and their target genes, which refined our understanding of transcriptional-regulatory network as a “seesaw model” in which the coordinated regulation of cellulolytic genes is established by counteracting activators and repressors.

## Introduction

Cellulolytic fungi have an inherent characteristic of cellulose deconstruction and can be used for bioconversion of insoluble plant cell wall polysaccharides into fermentable sugars [1–3]. The highly efficient production of their extracellular hydrolytic enzymes and other synergistic proteins [2,4], such as swollenin [5], plays a key role in reducing the cost of the biorefinery process [4]. However, incomplete knowledge of transcriptional regulatory networks for cellulolytic fungi has hampered the systematic improvement of cellulase production. These cellulolytic system genes are coordinately but differentially regulated in various cellulase producers [2,6]. Further characterization and manipulation of the cellulase regulatory network’s components will allow the rational engineering of cellulolytic fungi for improved enzyme production.

Transcriptional regulation of cellulolytic gene expression is central in controlling the carbohydrate hydrolysis process [6], and several positive or negative transcriptional factors of these degradative pathways were identified, such as the regulators encoded by the *creA*/*cre1*/*cre-1* [7–9], *xyr1*/*xlnr*/*xlr-1* [10–12], *aceI* [13], *aceII* [14], *ace3* [15], *clrB*/*clr-2*/*manR* [16,17], and *bglR* [18] genes. The overexpression of these activators or deletion of some repressors is efficient in enhancing the cellulase and hemicellulase expressions [19,20]. However, the degree of cellulase induction differentially responds to these diverse regulator abundances. The transcription factor CreA, an ortholog of Migl from *Saccharomyces cerevisiae* [21], is a pivotal regulator mediating carbon catabolite repression (CCR) in filamentous fungi [7–9], and its deletion results in the obvious increase of cellulase expression and secretion. A transcriptional regulatory cascade that controls the xylanolytic genes between CreA and XlnR is also built in *Aspergillus niger* in response to preferred carbon sources [22]. In addition, the *cre1* deletion mutant shows a conidiation formation defect [23]. Two novel zinc binuclear cluster transcription factors (CLR-1 and CLR-2) required for growth and enzymatic activity on cellulose were identified in *Neurospora crassa* [17]. The constitutive expression of *clr-2* by the control of the promoter from *ccg-1* is sufficient to drive cellulase gene expression when cultures are subjected to starvation [20]. In addition, the β-glucosidase regulator BglR and cellulase expression activator AceII were identified in *Trichoderma reesei* [18], but their orthologous encoding genes were absent in the *Penicillium oxalicum* genome [24]. Currently, the abilities to tune the expression abundance of just one transcription factor, as noted above, have profound effects on cellulase expression in these cellulolytic fungi [18–20,25]. However, whether such a simple mechanism could operate in the context of cellulolytic regulator combinations, including these characterized and novel transcription factors, remains unclear.

The *P*. *oxalicum* wild-type strain 114–2 was isolated from the soil in China more than 30 years ago [26]. A partially derepressed mutant JU-A10, which shows cellulolytic activity that is more than three times higher than that of its parent strain 114–2, was obtained after many rounds of mutagenesis and screening [26]. The mutant JU-A10 was further mutated to a cellulase hyper-producer JU-A10-T [26] and has been utilized in industrial processes for years. The clear genetic background provided by genome sequencing facilitated the rational improvement of these strains to enhance the expression of cellulolytic enzymes [24]. Currently, several structural genes associated with cellulase expression have been studied. The deletion of gene *bgl2* (encoding the major intracellular β-glucosidase) [27] or PDE_01641 (the ortholog of *N*. *crassa* NCU05137) [28] results in the increase of cellulase production in *P*. *oxalicum*. In addition, three cellodextrin transporters (CdtC, CdtD, and CdtG) were identified, and their overexpression obviously increases the extracellular cellobiohydrolase activities [29]. However, evidence from diverse cellulolytic fungi showed that engineering cellulolytic transcription factors might have more efficacy in upregulating cellulase expression than merely manipulating the expression of structural genes for the major cellulases [1,19,20,30]. Subsequent studies to identify several specific regulators and their roles in regulating cellulase gene expression were conceptually appealing in cellulolytic fungi.

In this study, twenty transcription factors putatively involved in cellulase expression pathways were identified from a single-gene disruptant library. The single overexpression or deletion of these genes triggered cellulase expression to varying degrees, and synergistic and tunable cellulase expressions were observed in the combinations of the identified individual transcription factors. Furthermore, the responsiveness of the induction of cellulase expression by activator and relief from potential carbon catabolite repression to the internal signal cascades by the lack of the major intracellular β-glucosidase Bgl2 was also well-established. The suggested mechanisms of synergistic effects on cellulase expression might be general properties in cellulolytic fungi and broadly enable engineering strategies for the protein hyper-producers.

## Results

### Screening for novel transcription factors involved in *P*. *oxalicum* cellulose deconstruction

To decipher the transcriptional-regulatory network that governs cellulase expression in *P*. *oxalicum*, we first sought to identify the transcription factors (TF) that play roles in cellulolytic gene expression systematically. A total of 522 genes encoding sequence-specific regulators were predicted according to the protein sequence domain [24]. For the amplification of the flanking sequences of these TF-disrupting cassettes, primers were designed to meet the following criteria: GC-content 45%–60%, Tm: 50°C –60°C, and a length of 20 base pairs. The lengths of the 5’ and 3’ flanking regions ranged from 1.0 kb to 1.5 kb for each gene. The chimeric primers (S1 Table) for the amplification of upstream and downstream flanking fragments carried 25 bases of homologous sequence overlapping with the ends of *ptra* marker sequence [31]. A final fragment that contains target gene flanking sequences surrounding *ptra* was created by double-joint PCR [32] and transformed into the *P*. *oxalicum* Δ*pku70* mutant via protoplast transformation [33]. Pku70 and its homologs are involved in the non-homologous end joining (NHEJ) repair of double-strand breaks in diverse eukaryotes [32]. Considering the high homologous recombination frequency in the *pku70* mutant (NHEJ-deficient background) [33], we selected three colonies per gene from these resulting transformants. The conidia from these primary transformants were purified by repeating the mono-spore isolation twice on the pyrithiamine resistance plates to obtain homokaryotic knockout mutants. The transcription factor gene replacement with *ptra* was verified by PCR-based screening. We found that the use of unpurified final amplicon of deletion cassettes resulted in almost 90% success in deleting the targeting genes in the Δ*pku70* mutant. Finally, a transcription factor mutant set, which bears a single deletion for 470 transcription factor genes in *P*. *oxalicum*, was successfully constructed.

The transcription factor deletion strains were screened and initially characterized for cellulose deconstruction on cellulose plates. According to the halos produced by the transformants on cellulose plates, 20 transcription factors that displayed putative roles in cellulase production were identified (Table 1). Twelve deletion strains exhibited increased cellulase activities and eight deletion strains exhibited decreased cellulase activities. These transcription factors represented negative and positive regulators of cellulose deconstruction, respectively. None of these transcription factors has been well characterized at the molecular level in *P*. *oxalicum*.

**Table 1:** Transcription factor genes affecting cellulase and xylanase production.

*P*. *oxalicum* Gene ID	Pfam families	Function	*N*. *crassa* Gene ID	E value	*T*. *reesei* Gene ID	E value	Name	Cellulase activity
PDE_05999	Zn_clus; Fungal_trans	Cellulose degradation regulator-2	NCU08042	e-131	26163	e-116	ClrB	----
PDE_05883	Zn_clus; Fungal_trans	Cellulose degradation regulator-2	NCU08042	5.00E-96	26163	2.00E-96	ClrB-2	---
PDE_03168	zf-H2C2_2	Carbon catabolite regulation	NCU08807	e-111	120117	e-111	CreA	++++
PDE_01988	zf-H2C2	A repressor of cellulase and xylanase expression	NCU09333	4.00E-98	75418	1.00E-93	Ace1	++
PDE_07674	Zn_clus; Fungal_trans	Xylan degradation regulator-1	NCU06971	0	122208	0	XlnR	--
PDE_03964	Zn_clus; Fungal_trans	Starch degradation regulator	NCU07788	2.00E-38	55105	9.00E-95	AmyR	+++
PDE_00153	Copper-fist	Uncharacterized	ND	—	122767	3.00E-32	—	+
PDE_07199	Homeobox	Hypothetical protein	NCU03070	5.00E-19	121074	5.00E-15	—	++
PDE_02584	zf-H2C2_2	C2H2 type zinc finger domain-containing protein	NCU07952	e-116	36391	e-123	—	+
PDE_09881	Zn2Cys6	Short aerial hyphae-3	NCU07535	6.00E-44	123445	4.00E-49	—	+
PDE_01512	Bromodomain	Porin-binding domain protein-1	NCU02354	e-179	62493	0	—	+
PDE_07134	zf-C2H2_4	Conidial separation-1	NCU02713	6.00E-23	120597	1.00E-21	—	+
PDE_04095	KilA-N	Ascospore maturation-1	NCU01414	e-132	74531	e-124	StuA	++
PDE_09961	HSF_DNA-bind	Heat-shock transcription factor-1	NCU08512	e-109	78688	e-107	—	-
PDE_09023	bZIP_1	Uncharacterized	NCU04058	2.00E-29	65315	1.00E-30	—	--
PDE_01706	zf-C2H2_4	Uncharacterized	ND	—	ND	—	—	-
PDE_08372	zf-H2C2_2	Developmental regulation	NCU03043	3.00E-66	58011	1.00E-66	FlbC	-
PDE_08462	zf-H2C2_2	Uncharacterized	NCU03421	5.00E-46	38080	2.00E-40	—	--
PDE_00988	Bromodomain	Uncharacterized	NCU02078	7.00E-47	122628	6.00E-44	—	+
PDE_03268	Zn_clus; Fungal_trans	Uncharacterized	NCU01478	4.00E-49	59760	6.00E-81	—	+

"ND" means that no homolog was detected.

"+/-" means the value for cellulase activity up-regulated or downregulated standard deviation in a strain deleting the gene.

Among these transcription factor genes, PDE_05999, PDE_03168, PDE_07674 and PDE_03964 were previously known and encoded as ClrB, CreA, XlnR and AmyR regulators, respectively. The strongest effects on cellulose deconstruction observed in Δ*clrB*, Δ*creA*, Δ*xlnR* and Δ*amyR* mutants indicated that these three genes encode the major regulators of some lignocellulolytic enzymes (Fig 1A). To clarify the mechanisms of lignocellulose deconstruction in *P*. *oxalicum*, we initially focused on the characterization of these central lignocellulolytic regulators ClrB, CreA, XlnR, and AmyR, and then identified their target genes involved in plant cell wall deconstruction. Up to date, mating assays in *P*. *oxalicum* have not been performed to remove the *pku70* deletion through the crossing approach as *T*. *reesei* [34] and *N*. *crassa* [35] strains. We therefore constructed the corresponding mutants in the wild-type strain through the conventional transformation approach. Genomic DNA from putative transformants was analyzed by q-PCR (quantitative-PCR) and/or Southern blot (S1 Fig), and these transformants in which a single copy integration at the only a transcription factor gene locus were selected and further characterized.

**Fig 1:**
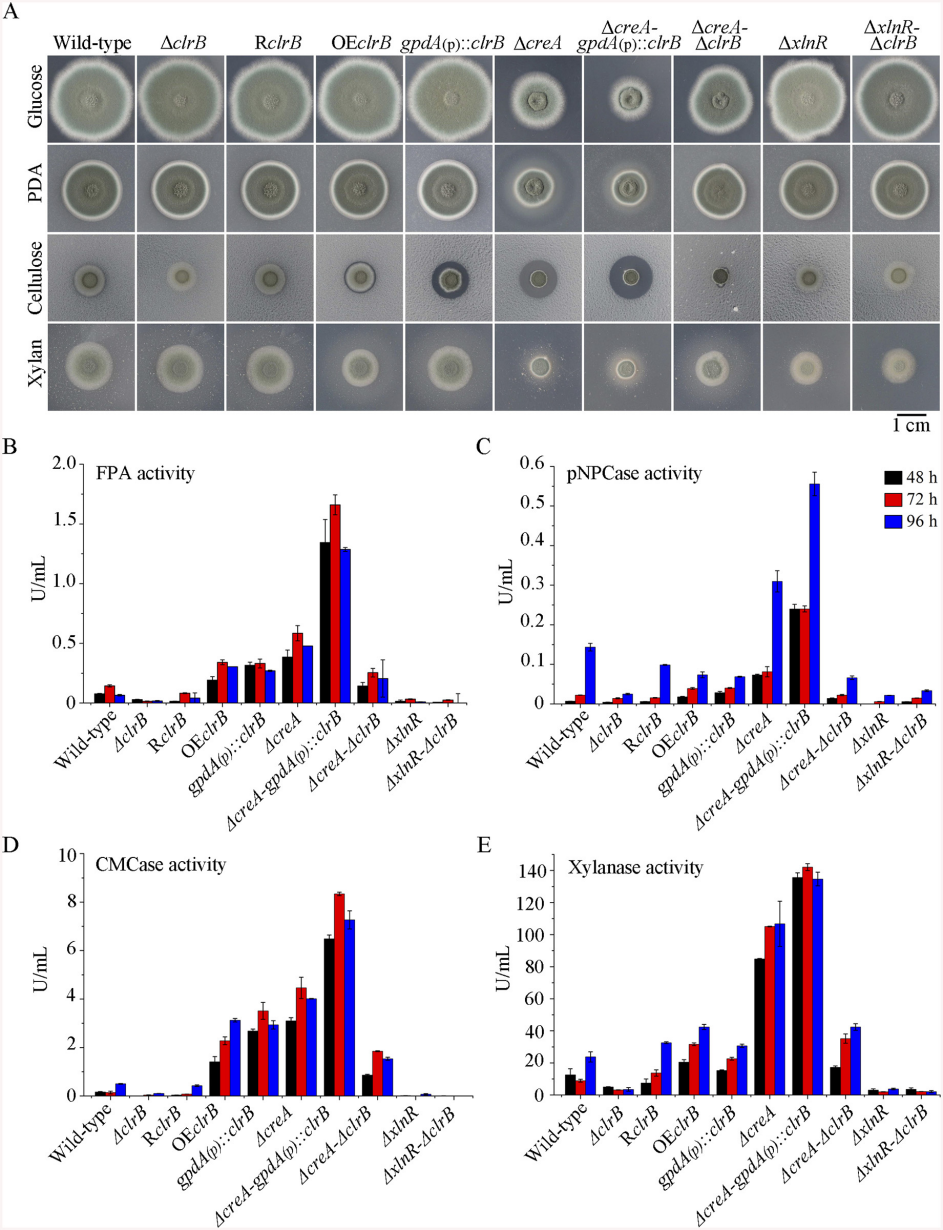
Phenotypes on different carbon sources and enzyme activities of culture supernatants from mutants containing *clrB*, *xlnR* and/or *creA* mutations. (A) The phenotypes for Δ*clrB*, R*clrB*, OE*clrB*, *gpdA*(p)::*clrB*, Δ*creA*, Δ*creA-gpdA*(p)::*clrB*, Δ*creA*-Δ*clrB*, Δ*xlnR*, and Δ*xlnR*-Δ*clrB* mutants versus wild-type strain grown on glucose, PDA, xylan or cellulose plates for 5 days. OE*clrB*: overexpression of ClrB by *clrB* native promoter; *gpdA*(p)::*clrB*: overexpression of ClrB by *A*. *nidulans gpdA* promoter. (B-E) Comparison of FPA, pNPCase activity, CMCase activity and xylanase activity from 48-h to 96-h old culture supernatants from Δ*clrB*, R*clrB*, OE*clrB*, *gpdA*(p)::*clrB*, Δ*creA*, Δ*creA-gpdA*(p)::*clrB*, Δ*creA*-Δ*clrB*, Δ*xlnR*, and Δ*xlnR*-Δ*clrB* mutants versus wild-type strain grown in 2% cellulose as a sole carbon source.

### Transcriptional regulation of cellulase genes by ClrB and the characterization of ClrB regulon

The function of *clrB* (PDE_05999) was identified independently in our lab. The regulator protein sequence has 39% (BioEdit, E Value = 1e-131) of identity to the homolog of *N*. *crassa* and 56% of identify (E Value = 0) to that of *A*. *nidulans* [17] (Table 1). The *P*. *oxalicum clrB* gene encodes a protein of 780 amino acid residues. Two introns of 76 and 64 nucleotides, which follow the characteristics of the *clrB* homolog in *N*. *crassa*, were identified [17]. The deduced transcription factor ClrB contains normal characteristics of Zn(II)_2_Cys_6_ binuclear cluster DNA binding motif near the N-terminus (residues 40–71) and the middle homology domain (residues 351–453) that is related to fungal specific transcription factors, including XlnR/XYR1 [10,11] and yeast regulatory protein GAL4 [36]. In this study, several putative cellulolytic transcription factors, such as PDE_03268, PDE_03964, and PDE_09881, also contain normal characteristics of these zinc binuclear cluster proteins (Table 1).

To investigate the influence of ClrB on cellulase expression, we constructed a Δ*clrB* strain from *P*. *oxalicum* wild-type strain 114–2 (CGMCC 5302). The Δ*clrB* strain displayed significantly reduced growth on cellulose plate, but identical phenotype on glucose, xylan, or potato dextrose agar (PDA) plates relative to wild-type strain (Fig 1A). The Δ*clrB* mutant exhibited dramatically reduced cellulase activities when compared with the wild-type strain (Fig 1B–1D), similar to the recent findings with *clr-2*/*clrB* in *N*. *crassa*/*A*. *nidulans* [17]. Northern blot analysis was used to study the cellulolytic gene *cbh1* (PDE_07945), *eg2* (PDE_09226), and *xyn1* (PDE_08094) expressions in the wild-type and Δ*clrB* strains grown on cellulose. Fig 2A shows that the mRNA levels of *cbh1* and *eg2* in the Δ*clrB* mutant significantly decreased and could hardly be detected. As a result, a slight decrease in the *xyn1* transcription level was observed in the Δ*clrB* strain compared with that in the wild-type control, while a low transient increase expression of *xyn1* was observed at the fourth hour following the shift (Fig 2A). The introduction of a wild-type copy of *clrB* at the *clrB* locus (strain R*clrB*) completely restored the growth defects of the Δ*clrB* mutant in cellulose, as well as the cellulolytic enzyme activities of culture supernatants (Fig 1B–1D). These results demonstrated that ClrB might be in the central part of the transcriptional-regulatory network of cellulase expression by controlling the transcription of cellulolytic genes.

**Fig 2:**
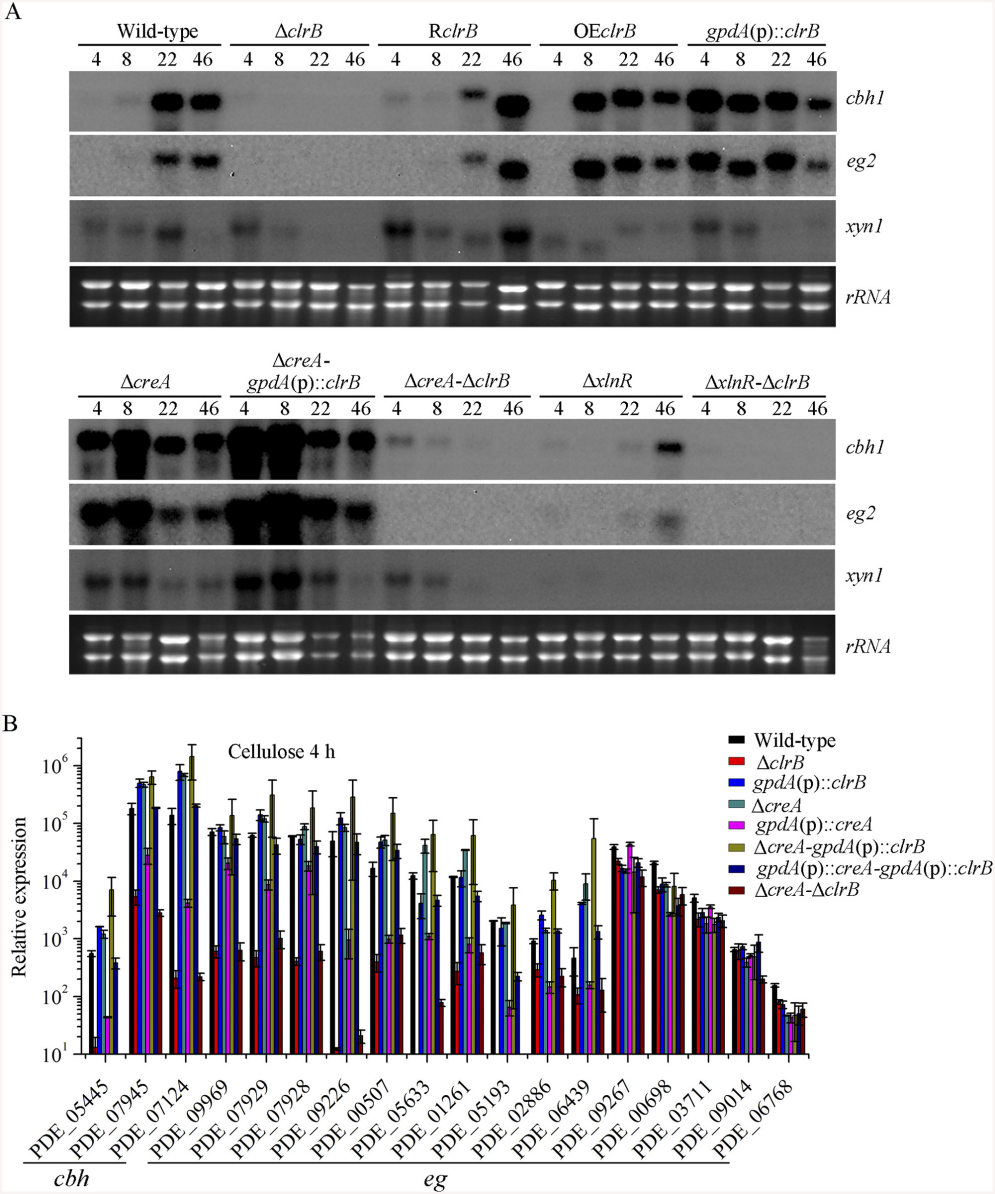
Regulation of cellulolytic gene expression by ClrB, XlnR and CreA. (A) Northern blot analysis of the transcription of cellulolytic genes in the mutants versus wild-type strain. The strains were pre-cultured on glucose for 22 hours and then were shifted to Vogel’s medium without carbon source for starvation cultivation for 2 hours, and then transferred to the same medium containing 2% (w/v) cellulose. 2 μg of total RNA was electrophoresed and blotted onto Hybond N+ nylon membrane. *cbh1*, *eg2* or *xyn1* mRNA was probed at different time points after shift to cellulose. (B) Under the same culture condition, gene expression levels of 3 cellobiohydrolase and 15 endoglucanase genes were determined in the mutants versus wild-type strain by q-PCR. All values were normalized using the actin gene value/10000. Values reported were means of three biological replicates of each strain. Error bars represent the standard deviation of 3 biological replicates.

The *P*. *oxalicum* genome contains approximately 10,000 genes and is predicted to encode 18 cellulases, 51 hemicellulases, and other cellulolytic enzymes involved in plant biomass degradation [24]. Therefore, to build a comprehensive picture by which *P*. *oxalicum* responds to cellulose, we adopted RNA-Seq to measure genome-wide mRNA abundances in the *P*. *oxalicum* wild-type strain and Δ*clrB* mutant when exposed to Vogel’s minimal medium containing 2% cellulose for 4 hours. 

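RNA was sequenced from 24 cultures, 3 for each of 8 combinations of strain and medium, and the *clrB* comparison used the 3 wild-type and the 3 Δ*clrB* cultures on cellulose. Each culture had grown on glucose for 22 hours and stood without carbon source for 2 hours before its 4 hours on 2% cellulose. The authors mapped the Illumina reads with SOAP2 to the predicted transcripts of the sequenced *P*. *oxalicum* strain. Their deposited table gives the number of uniquely mapped reads and the RPKM (reads per kilobase of transcript, scaled to the total mapped reads) of every predicted gene in each library. The wild-type libraries held a mean of 7649998 reads on genes, with an SD of 111613. The Δ*clrB* libraries held a mean of 7515861 reads, with an SD of 506755. The read counts were scaled by edgeR's TMM method, which sets the scale of a library from the bulk of its genes and not from its total. All 24 libraries then entered 1 quasi-likelihood fit with a mean for each of the 8 groups, over the 9176 genes with an RPKM of at least 1 in at least 3 libraries. A library counts as lower or higher beside a gene's p when it lies below or above all 3 libraries of the other strain, which all 3 do by chance in 10% of splits. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was above 1. The dispersion common to all genes was 0.0395, which corresponds to a coefficient of variation of 19.9% between replicates. The deleted gene was examined first. *clrB* (PDE_05999) had 1954, 1930 and 2009 reads in the 3 wild-type libraries and 3, 1 and 1 in the 3 Δ*clrB* libraries. Because every Δ*clrB* library was at or under a floor of 3 reads, its change is given as a lower bound, at least 524-fold lower than in the wild-type strain.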

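Between pairs of replicates, the Pearson correlation of log2(RPKM + 1) lay between 0.990 and 0.993 for the wild-type strain on cellulose. For the Δ*clrB* mutant it lay between 0.980 and 0.982. These are correlations across genes, which are not independent replicates. Without the logarithm, the lowest correlation of RPKM between replicates was 0.949 in the wild-type strain and 0.871 in the Δ*clrB* mutant. The counts of 2 replicates differed by more than sampling noise in every pair, with a chi-square per degree of freedom of at least 11.5 in the wild-type strain and 68.1 in the mutant.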

The three biological replicates of each strains showed a high Pearson correlation (S2 Fig). A total of 224 genes were differentially expressed between the Δ*clrB* and the wild-type strains on cellulose (S2 and S3 Tables). Of these genes, 103 genes showed lower transcription levels in the Δ*clrB* mutant than in the wild-type strain (S2 Table). These genes of decreased expression in *clrB* regulon were subjected to gene ontology enrichment analysis. 

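From the read counts, 259 genes were called between the Δ*clrB* mutant and the wild-type strain on cellulose, of which 103 were lower and 156 higher in the mutant. The balance between the 2 directions depended on the scaling. With libraries scaled to their total reads, as in RPKM, 165 genes were called lower and 113 higher, because this scaling moved the median log2 fold change of all genes to -0.18. Among the other settings tried, limma on log2(RPKM + 0.1) moved the number of lower genes most, to 181.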

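Of the 103 genes in S2 Table, 68 were among the genes called lower from the read counts, so the 2 sets of equal size were not the same genes. The number called lower fell to 63 when the third Δ*clrB* replicate was left out, and was 151 without the second. After *clrB* itself, the largest decrease by fitted value among the genes called was that of PDE_03928, which encodes a hypothetical protein. Its log2 fold change was -6.62 (standard error 0.35, 3 of 3 libraries lower, adjusted p = 7.7e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its RPKM was 56.4 ± 3.55 in the wild-type strain and 0.500 ± 0.360 in the Δ*clrB* mutant (mean ± SD, n = 3). PDE_00607 stood at -6.60 (standard error 0.26), so the order of these genes is within the standard errors.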

Percentages of the genes distributed within each functional category are shown in Fig 3. Among these downregulated genes, 24 genes encoding transporters were enriched, including PDE_00607 (p = 7.99e-173), encoding cellodextrin transporter CdtC [29], and PDE_06576 (p = 2.96e-58), encoding putative maltose permease, which suggests that ClrB might also be involved in the cellodextrin and maltose metabolisms. 

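*cdtC* (PDE_00607), the cellodextrin transporter gene, had an RPKM of 1896 ± 112 in the wild-type strain and 17.1 ± 2.50 in the Δ*clrB* mutant (mean ± SD, n = 3). Its log2 fold change was -6.60 (standard error 0.26, 3 of 3 libraries lower, adjusted p = 5.3e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For PDE_06576 the change was -3.29 (standard error 0.26, 3 of 3 libraries lower, adjusted p = 3.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Δ*clrB* libraries lay below all 3 wild-type libraries for either gene, and with single libraries left out the log2 fold change of PDE_06576 stayed between -3.40 and -3.14.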

In total, 32 genes encoding carbohydrate-active enzymes (CAZymes) were included, including 9 main cellulase genes and two of 11 β-glucosidases PDE_00579 (p = 1.98e-109) and PDE_04251 (p = 2.39e-42) (S2 Table), which demonstrates that the genes involved in plant cell wall deconstruction were significantly enriched. 

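The 9 cellulase genes PDE_00507, PDE_09969, PDE_07929, PDE_07928, PDE_05633, PDE_09226 (*eg2*), PDE_07124, PDE_07945 (*cbh1*) and PDE_01261 were all called lower in the Δ*clrB* mutant, with log2 fold changes from -5.91 for PDE_05633 to -1.99 for *cbh1*. Their median log2 fold change was -3.99, and their adjusted p lay between 9.3e-10 and 0.0014 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the whole list of 18 predicted cellulase genes, 10 were called lower over all genes tested, and 10 when adjusted over the list alone. The tenth was PDE_05445, at -1.81 (standard error 0.40), whose call was lost without the third Δ*clrB* replicate, at -1.76. PDE_06439, at -0.90 (standard error 0.32), was called lower only with log2(RPKM + 0.1), under library-size scaling and without the second Δ*clrB* replicate, at -1.24, and PDE_06768, at -0.37 (standard error 0.25), was not called. PDE_05193 had at most 2 reads in any Δ*clrB* library and was at least 1.69-fold lower by the mean of the wild-type libraries. It was not called (adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so a decrease was not established. Of the β-glucosidase genes, PDE_00579 (*bgl2*) changed by -4.92 (standard error 0.22) and PDE_04251 by -2.71 (standard error 0.25) on the log2 scale, both called lower.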

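Among the hemicellulase genes, PDE_01302 (putative acetyl xylan esterase) had a log2 fold change of -1.62 (standard error 0.26) in the Δ*clrB* mutant and PDE_09710 (putative β-xylosidase) of -1.27 (standard error 0.25). The decrease was larger for PDE_05998 (putative β-mannosidase), at -2.53 (standard error 0.29), and for PDE_06023 (putative β-1,4-mannanase), at -3.10 (standard error 0.22). These 4 genes were called lower in every fit that left out 1 library. The putative xylanase gene PDE_02101 fell by 0.92 on the log2 scale and was not called, although its adjusted p was 0.016 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with limma, by the paper's criterion, with libraries scaled to their total reads (-1.10), without the third wild-type replicate (-1.08) and without the second Δ*clrB* replicate (-1.23). The putative feruloyl esterase gene PDE_06649, at -0.92 (standard error 0.34), was likewise not called, and was called by the paper's criterion and with limma, at -1.22 on log2(RPKM + 1).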

Only 6 of the 51 hemicellulase genes showed obvious reduction in transcription levels in the absence of ClrB, including PDE_02101 (p = 0.0033), PDE_06649 (p = 0.00046), PDE_01302 (p = 5.63e-12), PDE_09710 (p = 3.09e-09), PDE_05998 (p = 1.36e-37), and PDE_06023 (p = 1.87e-41) (S2 Table). These data demonstrated that ClrB might play a significant role in activating cellulase gene expression but has differential regulatory effects on cellulolytic and xylanolytic genes in the early inducing phase on cellulose (4 hours post-transfer).

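On cellulose, *cbh1* had an RPKM of 1002 ± 298 in the wild-type strain and 219 ± 60.6 in the Δ*clrB* mutant, and *eg2* of 249 ± 65.2 and 9.78 ± 2.17 (mean ± SD, n = 3). The putative xylanase gene PDE_04478 moved the other way, from 10515 ± 1503 to 20634 ± 3705. Its log2 fold change was 1.16 (standard error 0.24, 3 of 3 libraries higher, adjusted p = 0.0071 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of PDE_04478 was lost without the third wild-type replicate, at 1.04, and with libraries scaled to their total reads, at 0.97. Its mean RPKM values also give a change under the threshold of 1 that the paper's criterion uses. The difference in response between cellulase and xylanase genes was not itself tested. From the cellulase genes that fell and the small share of hemicellulase genes among them, the paper proposes that ClrB activates cellulase genes and acts differently on cellulolytic and xylanolytic genes early in induction.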

**Fig 3:**
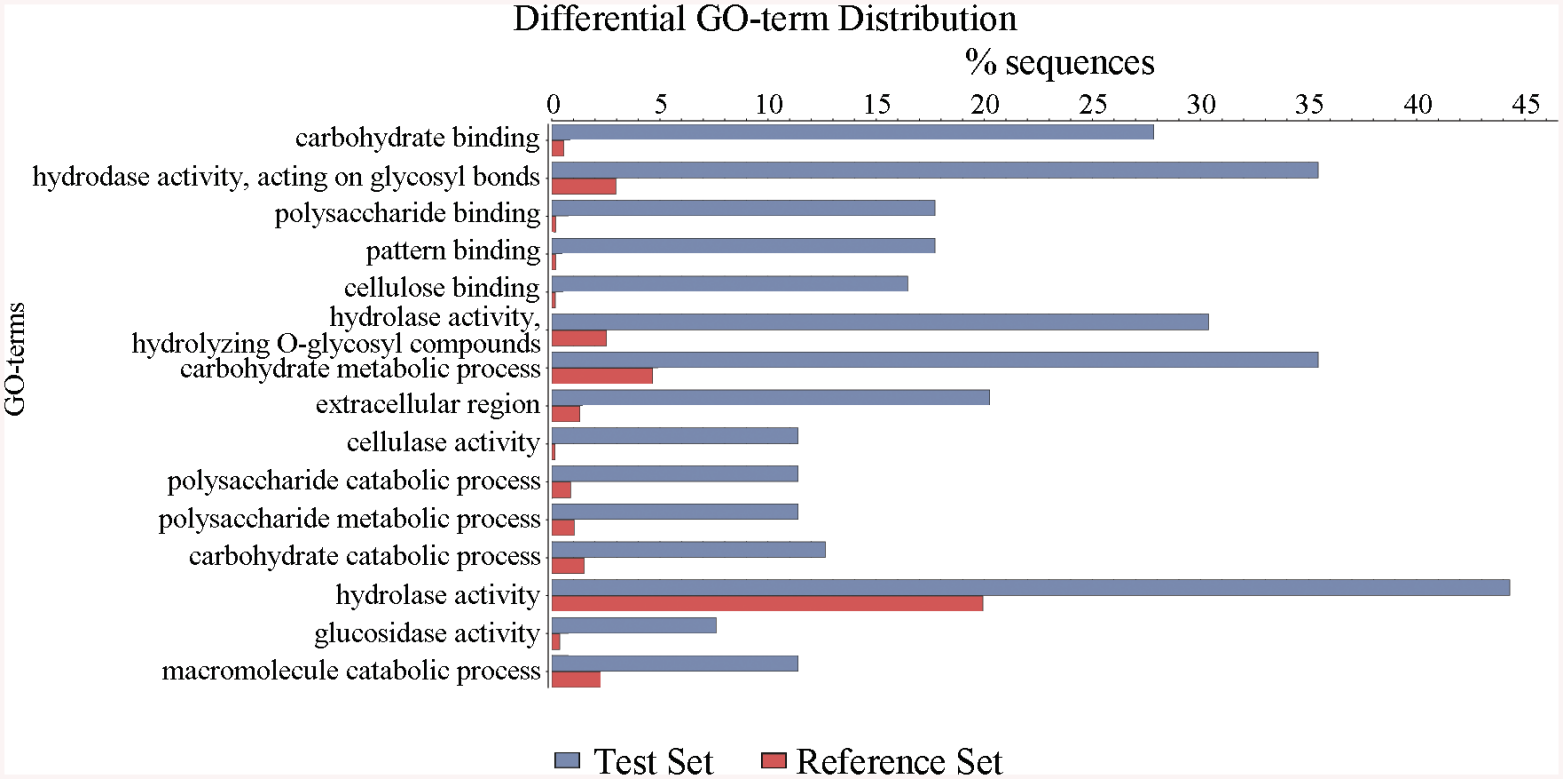
Defining the categories of genes potentially regulated by ClrB. The Δ*clrB* mutant and wild-type strains were pre-cultured on glucose for 22 hours and then shifted to Vogel’s media with no carbon source for 2 hours, and then transferred to Vogel’s medium containing 2% (w/v) cellulose for 4 hours. These differential expression genes were subjected to gene ontology enrichment analysis and percentages of genes varying significantly for ClrB regulon distributed within each functional category. The x-axis represents the percentage of genes in the corresponding GO class.

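Of the 121 genes of S3 Table, 83 were called higher in the Δ*clrB* mutant from the read counts. The number of genes called higher depended on single libraries. It was 77 without the second wild-type replicate, 72 without the third and also 72 without the third Δ*clrB* replicate. By fitted value, the largest increases were those of 3 genes for hypothetical proteins. PDE_06055 had a log2 fold change of 5.22 (standard error 0.79), and PDE_03282 one of 4.41 (standard error 0.60). The call of PDE_06055 was lost when only the wild-type and Δ*clrB* libraries were fitted. PDE_02117 had at most 3 reads in any wild-type library, so its place among these genes was not measured. By the mean of the Δ*clrB* libraries it was at least 15.0-fold higher in the mutant. That bound rests on unequal libraries, since the lowest Δ*clrB* library held 5 reads.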

In total, 121 genes showed higher transcription levels in the Δ*clrB* mutant than in the wild-type strain (S3 Table). Among these upregulated genes, only 7 genes encoding CAZy proteins, including two predicted hemicellulase genes PDE_07585 (p = 0.02) and PDE_08238 (p = 0.013), showed altered expressions. 

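PDE_07585, a putative α-L-arabinofuranosidase gene, had a log2 fold change of 1.92 (standard error 0.31, 3 of 3 libraries higher, adjusted p = 6.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PDE_08238, a putative feruloyl esterase gene, changed by 1.69 (standard error 0.31). Both were called higher in each fit that left out 1 library, with ranges from 1.35 to 2.26 and from 1.26 to 2.04. Neither was called when the 6 libraries of the comparison were fitted on their own.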

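Of the 18 predicted cellulase genes, 0 were called higher in the Δ*clrB* mutant, and 1 was higher at an unadjusted p under 0.05. The β-glucosidase gene *bgl1* (PDE_02736) had a log2 fold change of 0.49 (standard error 0.28) and was not called. The putative xylanase gene PDE_08094 stood at 0.03 (standard error 0.26), and its sign changed under library-size scaling, to -0.16, and in 3 of the fits that left out 1 library. A putative acetyl xylan esterase gene, PDE_04182, was called higher, at 1.07 (standard error 0.22). That call was lost without the second Δ*clrB* replicate, at 0.79, and under library-size scaling, at 0.89.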

No cellulase, β-glucosidase, and xylanase genes were included. Genes in this set were enriched in oxidoreductase activity (p = 8.1e-6).

### Overexpression of *clrB* increased cellulase expression

To assess whether the overexpression of *clrB* enhanced the cellulase expression, two *clrB* overexpression recombinants were constructed under the control of its native promoter (strain OE*clrB*) and the *A*. *nidulans gpdA* promoter (strain *gpdA*(p)::*clrB*) in *P*. *oxalicum* wild-type strain [37], respectively. Both the OE*clrB* and *gpdA*(p)::*clrB* strains showed varied halos on 1% cellulose plates (Fig 1A) and showed almost 2.5- and 4.1-fold increases in filter paper enzyme activity (FPA), 2.5- and 4.0-fold increases in cellobiohydrolase (pNPCase) activity, and 8.7- and 16.5-fold increases in endoglucanase (CMCase) activity when grown on cellulose for 48 hours, respectively (Fig 1B–1E). Northern blot analyses also showed that the mRNA levels of *cbh1* and *eg2* in the *gpdA*(p)::*clrB* mutant were much higher than those in the wild-type strain on cellulose (Fig 2A).

To further test whether cellulase production was tightly responsive to *clrB* transcriptional abundance, we reconstructed the *PDE_02864*(p)::*clrB* expression cassette in which the *clrB* open reading frames and 3’ untranslated region were under the control of the novel promoter from the *PDE_02864* encoding 40S ribosomal protein S8. The *gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB* strain was constructed and showed even higher cellulase expression than those in the single *gpdA*(p)::*clrB* and *PDE_02864*(p)::*clrB* mutants on cellulose (S3 Fig). These results demonstrated that dose effect of *clrB* transcriptional abundance is important for the high expression for cellulases, and tunable cellulase expression may be controlled by the ClrB concentration under cellulose conditions.

### ClrB and XlnR additively regulated cellulolytic gene expression

In addition to ClrB, *P*. *oxalicum* XlnR is another cellulolytic activator in the Zn_2_Cys_6_ binuclear cluster motif superfamily that was identified previously along with the homologous *N*. *crassa* XLR-1 [12] and *T*. *reesei* XYR1 [10]. To demonstrate whether XlnR showed a differential role in cellulolytic gene expression regulation, the Δ*xlnR* and *gpdA*(p)::*xlnR* mutants with constitutive expression for *xlnR* under the control of the *A*. *nidulans gpdA* promoter in the wild-type strain were constructed. The Δ*xlnR* mutant showed a slightly decreased growth on both cellulose and xylan media, but not on glucose or PDA plates (Fig 1A). Northern blot results also showed that weak expressions for *cbh1* and *eg2* transcripts and invisible *xyn1* were observed in the Δ*xlnR* strain compared with that in the wild-type strain in the cellulose-containing medium (Fig 2A). These data indicated that *P*. *oxalicum* XlnR is a general transcription factor that regulates cellulase and xylanase expressions but not like *T*. *reesei* XYR1, which is the essential regulator that governed both cellulolytic and xylanolytic gene expressions [10].

To further analyze whether synergistic or additive effects for these two major cellulolytic activators ClrB and XlnR existed, the *clrB* was also overexpressed in the *gpdA*(p)::*xlnR* mutant, and the *gpdA*(p)::*clrB*-*gpdA*(p)::*xlnR* mutant that contains simultaneously overexpressed ClrB and XlnR was obtained. The *gpdA*(p)::*clrB*-*gpdA*(p)::*xlnR* strain showed 1.3-, 1.7- and 2.1-fold increased expressions in FPA, xylanase, and pNPCase activities compared with that in the *gpdA*(p)::*clrB* strain after shift to cellulose for 96 hours (Fig 4A–4C), but decreased production in the pNPGase activity (Fig 4D). Conversely, lack of both ClrB and XlnR (Δ*clrB-*Δ*xlnR*) led to a greater abrogation of cellulase and xylanase expression than each absence mutation under cellulose growth conditions (Figs 1B and 2A). These data revealed that ClrB and XlnR had additive effects on positively regulating the cellulase and hemicellulase gene expressions, and the high-abundance transcripts of ClrB and XlnR could facilitate the induction of cellulase expression under cellulose growth conditions.

**Fig 4:**
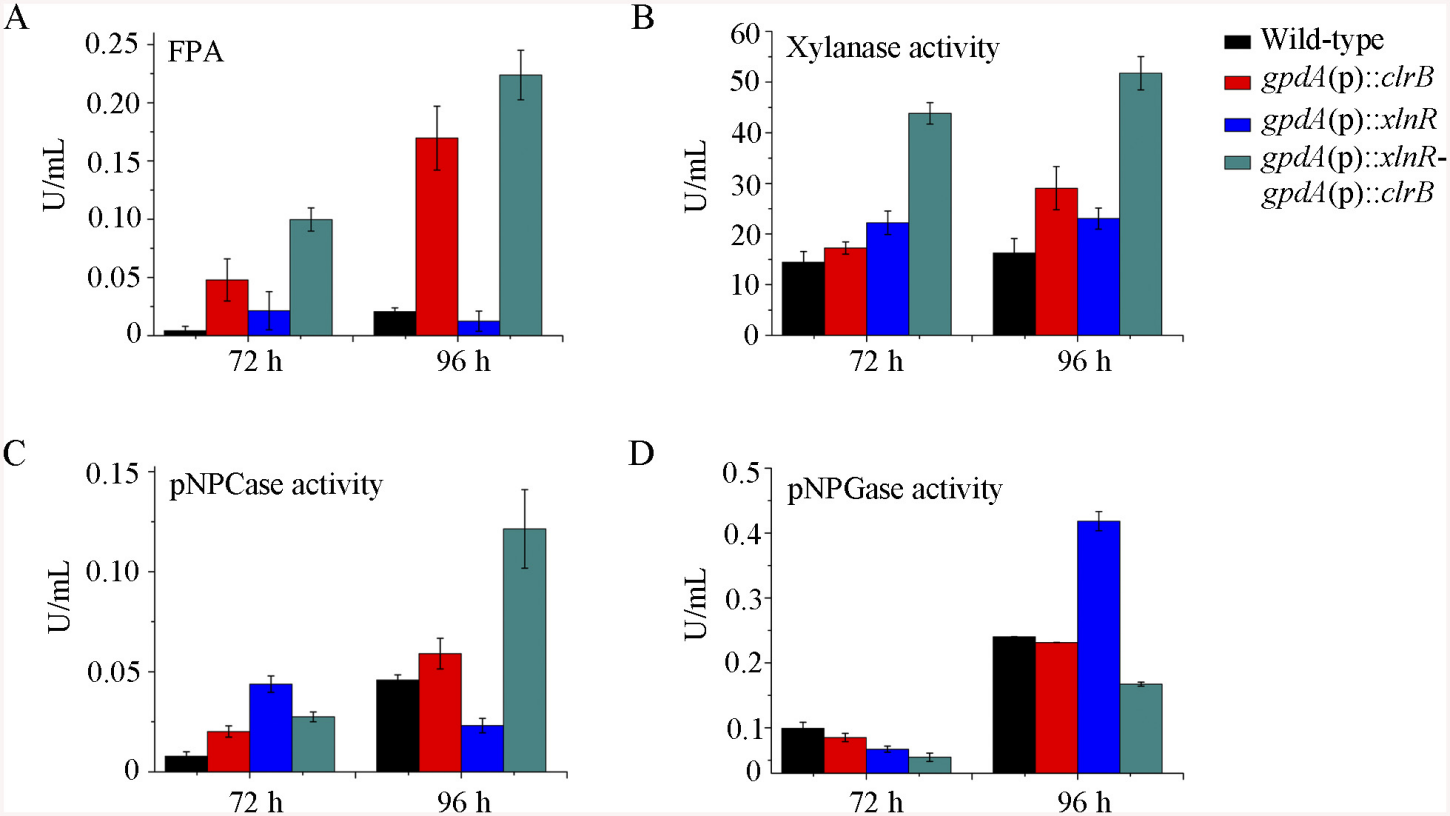
Enzyme activities of culture supernatants from mutants containing overexpression of *clrB* and/or *xlnR* on cellulose. (A-D) FPA, xylanase activity, pNPCase activity, and pNPGase activity in the culture supernatants from wild-type strain. The mutants grown on cellulose as a sole carbon source for 72 and 96 hours, respectively. Error bars represent the standard deviation of 3 biological replicates.

### CreA repressed the expression of cellulolytic genes and had a severe effect on morphology

PDE_03168 (CreA), as a homolog of the major carbon catabolite repressors in phylogenetically diverse fungi [7–9], played a negative role in the degradation of plant cell wall polymers. In this study, the Δ*creA* mutant of *P*. *oxalicum* consumed cellulose faster than the wild-type strain (Fig 1A), similar to the findings in *T*. *reesei cre1* [23] or *N*. *crassa cre-1* deletion strains [38]. The Δ*creA* strain grown on cellulose exhibited significantly increased cellulase activities compared with its parent strain, and showed almost 7.2-, 2.2-, 8.0-, and 4.4-fold increases in FPA, pNPCase, CMCase, and xylanase activities after shifting to cellulose for 96 hours, respectively (Fig 1B–1E). The Δ*creA* mutant exhibited higher steady state amounts of *cbh1* and *eg2* mRNA than that in the wild-type strain by Northern blot analysis (Fig 2A) and q-PCR experiments (Fig 2B) under cellulose growth conditions. However, the *gpdA*(p)::*creA* mutant that contains an overexpression of *creA* showed significantly lower cellulase gene expression than that in the wild-type strain when grown on cellulose (Fig 2B), which indicates that cellulolytic gene expression under CCR mediated by the CreA in *P*. *oxalicum* was responsive to the *creA* transcript abundances.

Although the Δ*creA* mutant produced higher cellulase expression than its parental strain *P*. *oxalicum* 114–2, we could not entirely exclude the possibilities that the increase of cellulolytic enzyme in Δ*creA* mutant might be the partial cause of the enhancement of cellulolytic activators for ClrB and XlnR. To test these hypotheses, q-PCR was performed and the expression levels for *clrB* and *xlnR* in the Δ*creA* mutant showed near to that in the wild-type strain on cellulose but obvious increase under glucose-repressing conditions (Fig 5A). These data indicated that CreA repressing the expression of *clrB* and *xlnR* was associated with the carbon source used in the medium, and CreA and ClrB, as well as CreA and XlnR might form a transcriptional cascade that regulates the cellulolytic gene expression in *P*. *oxalicum*.

**Fig 5:**
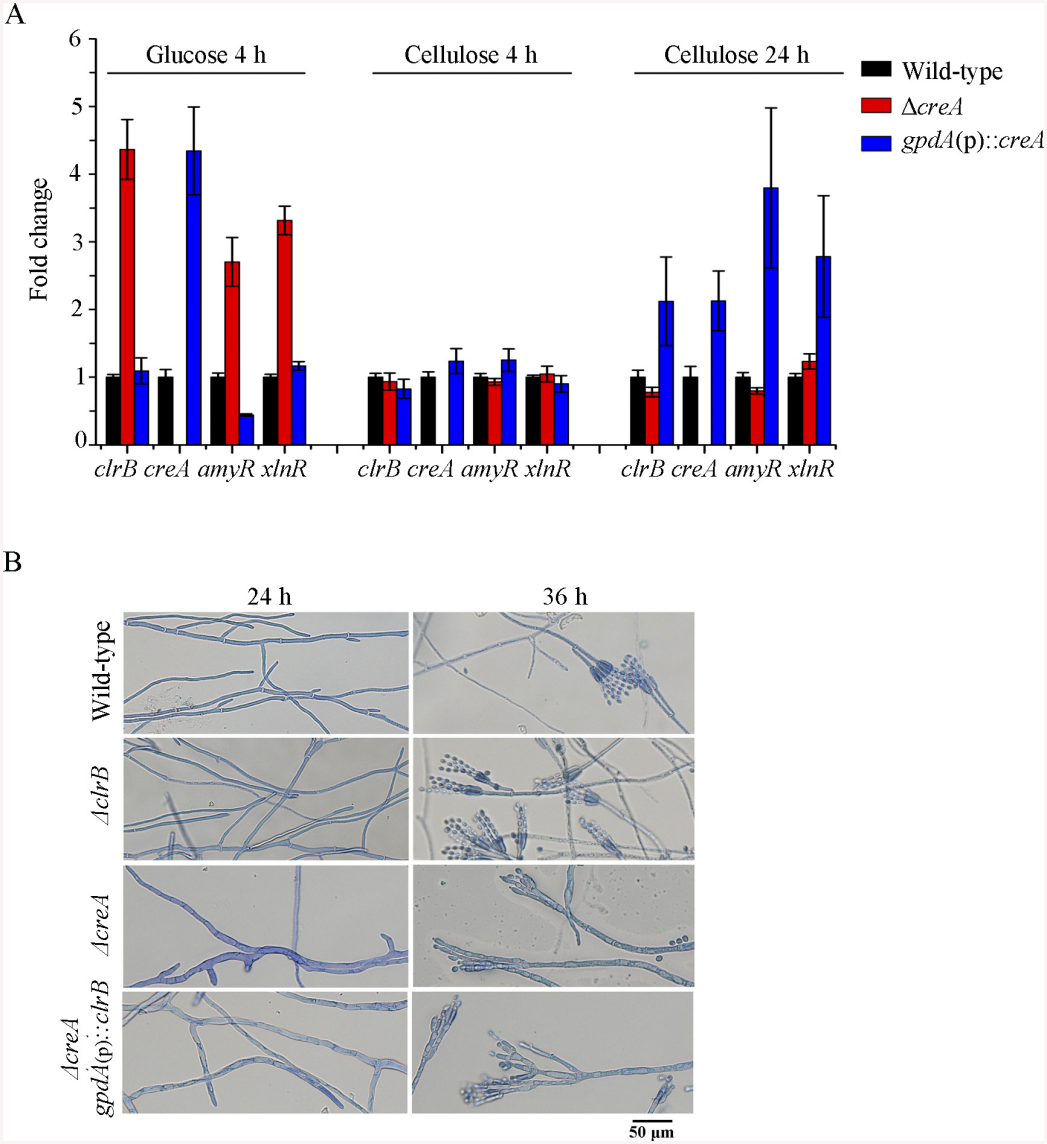
CreA regulated *clrB*, *clrB-2*, *xlnR*, and *amyR* expression and caused defects in microscopic phenotypes. (A) Transcription expression determination for the mutants versus wild-type after a shift to 2% glucose for 4 hours or 2% cellulose for 4 and 24 hours by q-PCR. (B) Microscopic phenotypes of wild-type, Δ*clrB*, Δ*creA*, and Δ*creA-gpdA*(p)::*clrB* strains. The pictures were taken corresponding to hyphae growing onto the cover glass on glucose. Hyphae were stained by lactophenol cotton blue. Scale bar = 50 μm in panel.

Previously, we reported that a cellulase hyper-producer *P*. *oxalicum* mutant JU-A10, which bears a shift mutation at *creA* locus, has an extremely severe effect on morphology, including short and thicker hyphae [1]. The *creA* deletion in *P*. *oxalicum* wild-type strain 114–2 showed smaller colonies and reduced hyphae growth (Fig 1A). Under the microscope, the Δ*creA* mutant on glucose plates exhibited considerably robust hyphae (Fig 5B). Thus, some hyphae morphology mutation in *P*. *oxalicum* mutant JU-A10 [1] might be specific results caused by the shift mutation at the *creA* location in the JU-A10 mutant by chemical mutagenesis. Similarly, the *T*. *reesei* Δ*cre1* mutant also displayed shorter and more robust hyphae than its parental strain [23]. We hypothesized that the morphology mutation caused by *creA* homologs may be general in filamentous fungi. However, whether hyphae morphology mutation was related to the increase in protein production and cellulase expression in these mutants containing deletion of *creA* needs to be further investigated in the future.

### Simultaneous overexpression of ClrB and lack of CreA caused strong synergistic effects on cellulase expression

Cellulase genes were responsive to both major opposing regulators ClrB and CreA. First, whether the low cellulase expression exhibited by the Δ*clrB* mutant could be recovered when knocking out the CreA encoding gene remains unknown. To bypass this problem, we deleted the *creA* in the Δ*clrB* strain and obtained the Δ*creA*-Δ*clrB* mutant. Northern blot, presented in Fig 2A, shows that Δ*creA*-Δ*clrB* mutant exhibited a slightly higher amount of *cbh1* mRNA than that in the Δ*clrB* strain. The Δ*creA*-Δ*clrB* mutant also showed 3.1-, 0.5-, 3.1-, and 1.8-fold increases in FPA, pNPCase, CMCase, and xylanase activities relative to wild-type strain after shifting to cellulose for 96 hours, respectively (Fig 1B). In contrast to the Δ*clrB* mutant, the Δ*creA*-Δ*clrB* strain produced visible halo in the cellulose medium plate when cultured for 9 days (S4 Fig). These data indicated that the lack of CreA partially rescued the cellulase expression defect in the *ΔclrB* mutant. Conversely, the *gpdA*(p)::*creA*-*gpdA*(p)::*clrB* strain that contains simultaneous overexpressions of CreA and ClrB also showed increases in the transcription expression levels for most of the cellulase genes compared with that in the *gpdA*(p)::*creA* mutant (Fig 2B).

The strong cellulase production observed in the Δ*creA* and *gpdA*(p)::*clrB* mutants indicated that these two genes encoded the major transcription factors that oppositely regulate cellulolytic gene expression. Although, the triple-mutant RE-10 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*) was recently obtained [39], it is still not known why high cellulase expression in which occurs. Therefore, we deleted *creA* in the *gpdA*(p)::*clrB* strain to determine whether their functions in cellulase production were synergistic. To our knowledge, no reports have been described to perform this to determine their synergistic effects on cellulase induction expression in other cellulolytic fungi. Interestingly, the strain with the combination of *creA* deletion and overexpression of *clrB* displayed a much larger halo around its colony than that of the Δ*creA* and *gpdA*(p)::*clrB* mutants on cellulose plate (Fig 1A). The differences in the FPA, pNPCase, CMCase, and xylanase activities were even more pronounced (11.6-, 11.6-, 58.6-, and 15.9-fold higher, respectively) between the Δ*creA*-*gpdA*(p)::*clrB* and wild-type strains (Fig 1B). The Δ*creA-gpdA*(p)::*clrB* mutant exhibited higher steady-state amounts of *cbh1*, *eg2*, and *xyn1* mRNA than that of the Δ*creA* and *gpdA*(p)::*clrB* strains under cellulose growth conditions by Northern blot analysis (Fig 2A). Q-PCR results also indicated that all three cellobiohydrolase and 10 endoglucanase genes showed strong synergistic increases in transcription levels with the exception of five endoglucanase genes for PDE_009267, PDE_00698, PDE_03711, PDE_09014, and PDE_06768 when grown on cellulose (Fig 2B). In addition, three of the 11 β-glucosidase genes (PDE_00579, PDE_04251, and PDE_04859) showed similar induction patterns as the above thirteen cellulase genes in the Δ*creA-gpdA*(p)::*clrB* mutant on cellulose (S5 Fig). These data showed that the simultaneous overexpression of ClrB and lack of CreA have synergistic effects on cellulolytic and xylanolytic gene expressions.

### Transcriptome analysis of the combinatorial control by ClrB and CreA

To build a comprehensive picture by which *P*. *oxalicum* responds to cellulose, the genome-wide mRNA abundance in *P*. *oxalicum* wild-type strain was first measured on Vogel’s medium with no carbon or 2% glucose for 4 hours as an alternative reference. 

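The wild-type strain was sequenced in 3 cultures without carbon source and 3 on 2% glucose, beside the 3 on cellulose. The methods of the paper place 2 hours without carbon source between the glucose preculture and the final 4 hours, whereas the sample labels of the cultures without carbon source describe no such separate step, that is 0 hours. The libraries without carbon source held a mean of 7815662 reads on genes (SD 379474), and those on glucose a mean of 7981871 (SD 292195). The RPKM of *clrB* was 69.5 ± 1.49 without carbon source, 10.8 ± 0.971 on glucose and 109.6 ± 3.75 on cellulose (mean ± SD, n = 3). From glucose to cellulose its log2 fold change was 3.33 (standard error 0.19), and from no carbon source to cellulose 0.84 (standard error 0.18). Between pairs of replicates the Pearson correlation of log2(RPKM + 1) across genes lay between 0.983 and 0.990 without carbon source and between 0.993 and 0.994 on glucose. The chi-square per degree of freedom of the counts of 2 replicates was at least 14.7 and 6.65, respectively, so the replicates differed by more than sampling noise.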

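In the wild-type strain, 756 genes were called between cellulose and no carbon source, 479 of them lower and 277 higher on cellulose. With libraries scaled to their total reads the split was 741 lower and 200 higher, and the median log2 fold change of all genes was -0.18. Between cellulose and glucose, 1989 genes were called lower and 2077 higher on cellulose. The largest increases over no carbon source were those of hemicellulase genes. The putative xylanase gene PDE_08094 rose by 8.80 (standard error 0.37) on the log2 scale and PDE_04478 by 8.10 (standard error 0.33). PDE_08038, a putative exo-α-L-1,5-arabinanase gene, rose by 7.61 (standard error 0.30). By fitted value, the 3 largest decreases were those of PDE_04601, PDE_04272 and PDE_06841, each with at most 1 read in any cellulose library, so that this ranking was not measured and only bounds can be given. They were at least 3.22-fold, 9.76-fold and 1.71-fold lower on cellulose.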

A total of 581 genes were differentially expressed between Avicel and no carbon cultures at the fourth hour (|log2(fold change)| > 1 and probability ≥ 0.8), 155 and 117 of which showed greater and lower expression levels on cellulose than that under either glucose growth or no carbon conditions, respectively (S4 and S5 Tables). We refer to this gene set, including 272 genes, as a “cellulose regulon” for *P*. *oxalicum*. 

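From the read counts, 225 genes were called higher on cellulose than in either other medium and 179 were called lower. With libraries scaled to their total reads these numbers were 173 and 261. Of the 155 genes of S4 Table, 150 were among those called higher, and of the 117 genes of S5 Table, 67 were among those called lower.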

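Among the 18 predicted cellulase genes, 10 were called higher on cellulose than both on glucose and without carbon source. They were PDE_09267, whose log2 fold change over no carbon source was 4.01 (standard error 0.18), and the genes PDE_00507, PDE_09969, PDE_07929, PDE_07928, PDE_05633, *eg2*, PDE_07124, *cbh1* and PDE_01261, with log2 fold changes from 2.70 to 5.60. PDE_05633 had at most 1 read in any library on glucose and was at least 73.5-fold higher on cellulose than on glucose. Over no carbon source, the β-glucosidase gene *bgl1* had a log2 fold change of 1.41 (standard error 0.29, 3 of 3 libraries higher, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The corresponding change was 4.50 (standard error 0.22) for *bgl2* and 2.91 (standard error 0.26) for PDE_04251. Over glucose, it was 6.38 (standard error 0.36) for *bgl1*, 4.78 (standard error 0.22) for *bgl2* and 4.18 (standard error 0.27) for PDE_04251.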

The cellulose regulon encompassed 10 of 18 predicted cellulase genes, 30 of 51 predicted hemicellulase genes, and 3 of 11 predicted β-glucosidase genes PDE_02736 (p = 1.65e-07), PDE_00579 (p = 9.24e-174), and PDE_04251 (p = 1.02e-80) (S4 and S5 Tables). To further elucidate the regulation mechanisms for the opposing regulators CreA and ClrB in the gene expression of *P*. *oxalicum* under cellulose growth conditions, three biological replicates of Δ*creA*, Δ*creA*-Δ*clrB*, and Δ*creA-gpdA*(p)::*clrB* mutants were also subjected to transcriptional profiling at the same condition. 

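The Δ*creA* mutant, the Δ*creA*-Δ*clrB* double mutant and the Δ*creA-gpdA*(p)::*clrB* strain, which lacks *creA* and carries *clrB* under the constitutive *gpdA* promoter, were each sequenced in 3 cultures on 2% cellulose for 4 hours. The Δ*creA* libraries held a mean of 8098353 reads on genes (SD 371556), the Δ*creA*-Δ*clrB* libraries of 7842738 (SD 126687), and the Δ*creA-gpdA*(p)::*clrB* libraries of 8452897 (SD 170331). *creA* (PDE_03168) had 3601, 3016 and 2894 reads in the wild-type libraries on cellulose, 1, 1 and 1 in the Δ*creA* libraries, 2, 1 and 0 in the Δ*creA*-Δ*clrB* libraries and 0, 0 and 0 in the Δ*creA-gpdA*(p)::*clrB* libraries. It was therefore at least 809-fold lower in the Δ*creA* mutant. *clrB* had 1980, 2049 and 1898 reads in the Δ*creA* libraries, 3, 3 and 1 in the Δ*creA*-Δ*clrB* libraries and 7498, 10982 and 6920 in the Δ*creA-gpdA*(p)::*clrB* libraries. Between the last strain and the Δ*creA* mutant its log2 fold change was 2.33 (standard error 0.18, 3 of 3 libraries higher, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 20 genes with the most reads took 24.8% of the reads in the Δ*creA* mutant, 19.1% in the double mutant and 29.6% in the Δ*creA-gpdA*(p)::*clrB* strain, against 10.5% in the wild-type strain on cellulose. Scaling libraries to their total reads in place of TMM moved the median log2 fold change of all genes to -0.45 between the Δ*creA* mutant and the wild-type strain, to -0.43 for the double mutant and to -0.74 for the Δ*creA-gpdA*(p)::*clrB* strain, and to -0.27 between the last strain and the Δ*creA* mutant. Changes under TMM are therefore relative to the bulk of the genes. Against the wild-type strain, 501 genes were called lower and 590 higher in the Δ*creA* mutant, and 1385 lower and 331 higher with libraries scaled to their totals. Between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant, 378 genes were called lower and 300 higher in the former, and 778 lower and 155 higher under the other scaling. Between the double mutant and the Δ*creA* mutant the numbers were 705 lower and 867 higher. Apart from *creA*, the largest decreases by fitted value in the Δ*creA* mutant were those of PDE_09192, at -9.77 (standard error 1.15), and PDE_09199, which had at most 3 reads there and was at least 184-fold lower. Among the increases in the Δ*creA* mutant, PDE_07091 rose by 7.65 (standard error 0.67) and PDE_02418 by 7.21 (standard error 0.29). PDE_00014, first by fitted value, had 0 reads in the wild-type libraries and was at least 10.9-fold higher, so its rank was not measured. The largest increases of the Δ*creA-gpdA*(p)::*clrB* strain over the Δ*creA* mutant were those of PDE_02680, at 5.53 (standard error 0.47), PDE_02681, at 5.41 (standard error 0.34), and PDE_03841, at 4.03 (standard error 0.64). The first 3 decreases by fitted value, of PDE_05311, PDE_03413 and PDE_01233, rest on at most 3 reads in every Δ*creA-gpdA*(p)::*clrB* library, and no fold is given for them. *xlnR* (PDE_07674) changed by 0.72 (standard error 0.22) in the Δ*creA* mutant, without a call, and was called higher in the Δ*creA-gpdA*(p)::*clrB* strain than in that mutant, at 1.12 (standard error 0.22). The latter call was lost under library-size scaling, with limma and without the first or the second Δ*creA-gpdA*(p)::*clrB* replicate, at 0.998 and 0.94.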

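Across genes, replicates of the Δ*creA* mutant correlated with a Pearson r of 0.989 to 0.994 on log2(RPKM + 1). The range was 0.958 to 0.977 for the Δ*creA*-Δ*clrB* mutant and 0.965 to 0.977 for the Δ*creA-gpdA*(p)::*clrB* strain. The chi-square per degree of freedom between the counts of 2 replicates was at least 4.46, 60.6 and 54.4 in these strains, so all replicates differed by more than sampling noise.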

The three biological replicates of each mutant showed a high Pearson correlation (S6 Fig) and demonstrated the reliability of RNA-Seq. The gene ontology enrichment analyses for these 117 decreased genes of cellulose regulon showed no statistically significant results with the threshold (FDR < 0.05).

The hierarchical clustering of expression patterns for the 155 increased genes of cellulose regulon in the wild-type strain and the Δ*clrB*, Δ*creA*, Δ*creA*-Δ*clrB*, and Δ*creA-gpdA*(p)::*clrB* mutants displayed four classes of genes with similar expression patterns. A heat map that depicts the relative expression levels of selected genes from groups 1 to 4 is shown in Fig 6A.

**Fig 6:**
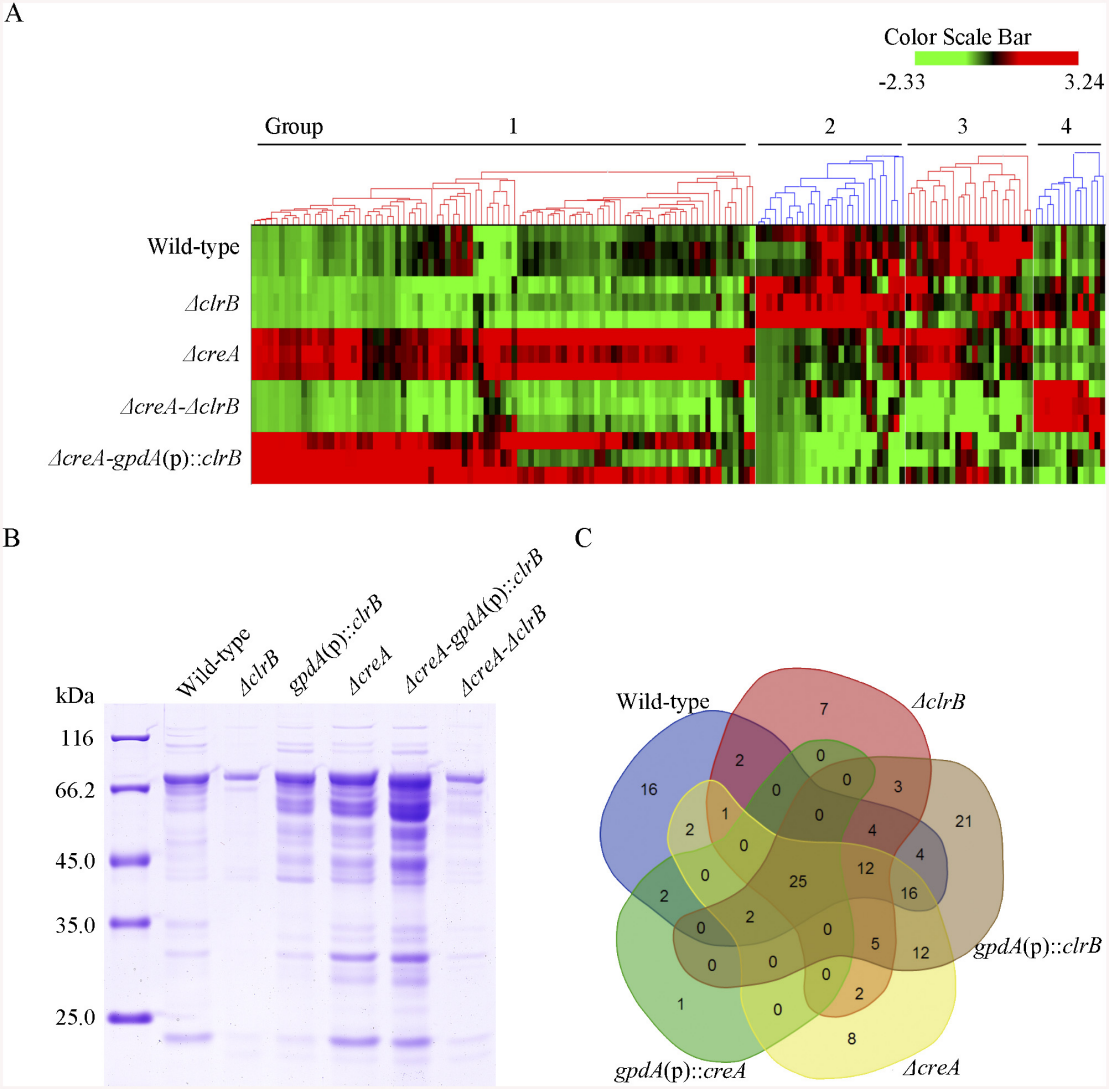
Heatmap of cellulose regulons and protein profiles of culture supernatants from *P*. *oxalicum* strains containing mutations of *clrB* or/and *creA* genes. (A) The hierarchical clustering of expression patterns for the 155 increased genes of cellulose regulon in the mutants versus wild-type strain. Hierarchical clustering analysis was performed using software HCE3.5. Heat maps showing log (RPKM) from minimum (bright green) to maximum (red) revealed four gene sets. (B) SDS-PAGE of proteins from unconcentrated culture supernatants of wild-type strain and *clrB* or/and *creA* mutants when cultured on glucose for 22 hours then shifted to cellulose for 96 hours. (C) Venn diagram from analysis of secretomes of culture supernatants from *P*. *oxalicum* mutants. The loading samples were normalized to same concentration with buffer.

Group 1 consisted of 91 genes (S4 Table). Most of the genes in this set exhibited strong synergistic induction effects on transcriptional expression in the Δ*creA*-*gpdA*(p)::*clrB* mutant (Fig 6A). In this cluster, we detected a significant enrichment of genes involved in hydrolase activities (p = 1.5e-30). This group included 9 of 18 cellulase genes (PDE_00507, PDE_09969, PDE_07929, PDE_07928, PDE_05633, PDE_09226, PDE_07124, PDE_07945, and PDE_01261), two β-glucosidase genes (PDE_00579 and PDE_04251), and three sugar transporter genes for cellodextrin transport-1 (PDE_00607), major facilitator superfamily (MFS) maltose transporter (PDE_06576) and monosaccharide transporter (PDE_04857), all of which showed significantly low levels in the Δ*creA*-Δ*clrB* strain versus Δ*creA* mutant, but similar transcription activities between the Δ*creA*-Δ*clrB* and Δ*clrB* mutants, which indicates that the expression levels for these enriched cellulolytic genes were repressed by CreA but ClrB dependent under inducing conditions. 

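The 91 genes of group 1 had a median log2 fold change of 1.76 in the Δ*creA* mutant against the wild-type strain, and 82 of them were called higher. The Δ*creA-gpdA*(p)::*clrB* strain had a median of 1.92, with 76 genes called higher. In the Δ*clrB* mutant it was -0.70, with 2 genes called higher and 31 lower, and in the Δ*creA*-Δ*clrB* mutant it was -0.41, with 9 higher and 25 lower. Without the second Δ*creA*-Δ*clrB* replicate this last median was -0.27. The groups were defined by clustering these same libraries, so their medians describe the groups and are no independent test. Directly between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant, the median was 0.15, and it became -0.13 with libraries scaled to their total reads, 0.29 without the second Δ*creA-gpdA*(p)::*clrB* replicate and -0.02 without the third. In this comparison 12 of the 91 genes were called higher and 3 lower. No strain with *clrB* under the *gpdA* promoter in a *creA*-positive background was analysed here, so the synergy of the 2 changes was not tested as an interaction.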

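Between the Δ*creA*-Δ*clrB* and the Δ*creA* mutants, the 9 cellulase genes were all called lower in the double mutant, with log2 fold changes from -10.78 for PDE_07124 to -5.16 for PDE_00507. The β-glucosidase genes PDE_00579 (*bgl2*) and PDE_04251 fell by 7.71 and 5.53 on the log2 scale, and the transporter genes PDE_00607, PDE_06576 and PDE_04857 by 7.31, 4.13 and 3.15. All 14 genes were called, with an adjusted p of at most 9.9e-09 for the transporter genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the Δ*creA*-Δ*clrB* and Δ*clrB* mutants, 4 of the 9 cellulase genes were called higher in the double mutant, and their log2 fold changes ran from -0.19 to 3.73. In that comparison 0 β-glucosidase genes were called higher and 0 lower, with 1 lower at an unadjusted p under 0.05, and under library-size scaling 1 was called lower. Of the 3 transporter genes 0 were called higher and 0 lower, with 1 higher and 1 lower at an unadjusted p under 0.05. Against the wild-type strain, all 9 cellulase genes were called higher in the Δ*creA* mutant, with log2 fold changes from 3.05 to 6.79. The change was 2.67 (standard error 0.20) for *bgl2*, 2.08 (standard error 0.25) for PDE_04251 and 1.59 (standard error 0.21) for PDE_00607, all called higher. PDE_06576, at 0.70 (standard error 0.23), and PDE_04857, at 0.29 (standard error 0.22), were not called, and the sign of PDE_04857 changed under library-size scaling, to -0.18. For PDE_06576 the adjusted p was 0.030 from the same test, so that only the threshold of 1 was missed. PDE_04857 was called lower in the Δ*clrB* mutant, at -2.14 (standard error 0.24).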

Cellodextrin transport-2 genes (PDE_007257 and PDE_00753) were also CreA repressed and ClrB induced but not ClrB dependent. 

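PDE_00753, the gene of cellodextrin transporter CdtD, had a log2 fold change of -0.79 (standard error 0.18, 3 of 3 libraries lower, adjusted p = 0.010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the Δ*clrB* mutant. It changed by 0.61 (standard error 0.18) in the Δ*creA* mutant against the wild-type strain. Neither change exceeded 1 on the log2 scale, and PDE_00753 was called in neither comparison under any of the settings tried. It changed by -0.83 (standard error 0.18) between the Δ*creA*-Δ*clrB* and Δ*creA* mutants, also without a call. The other transporter gene was not analysed here, because its identifier as printed matches no gene of the table.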

A total of 16 out of the 51 hemicellulase genes (PDE_06649, PDE_02101, PDE_00016, PDE_04478, PDE_01302, PDE_09278, PDE_06023, PDE_04182, PDE_08094, PDE_02514, PDE_00752, PDE_09710, PDE_06067, PDE_05998, PDE_02418, and PDE_07897) were enriched in this subset, and most of which were significantly repressed by CreA, but only four genes (PDE_05998, PDE_06023, PDE_01302, and PDE_09710) were ClrB induced. 

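All 16 hemicellulase genes were called higher in the Δ*creA* mutant than in the wild-type strain, with log2 fold changes from 1.14 for PDE_00752 to 7.21 for PDE_02418. Under library-size scaling 14 of them were called higher. PDE_02418, a putative xylanase gene, had an RPKM of 46.4 ± 4.12 in the wild-type strain and 4969 ± 513 in the Δ*creA* mutant (mean ± SD, n = 3). The Δ*clrB* mutant had 4 of the 16 called lower, namely PDE_05998, PDE_06023, PDE_01302 and PDE_09710, and 2 were called higher. Under library-size scaling 5 were called lower and 0 higher in that mutant. Between the Δ*creA*-Δ*clrB* and Δ*creA* mutants 12 of the 16 were called lower, and 16 were lower at an unadjusted p under 0.05. Between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant 4 were called higher.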

Noticeably, the expression levels for PDE_05998 (beta-mannosidase) and PDE_06023 (beta-1, 4-mannanase) were ClrB dependent. 

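PDE_05998 had an RPKM of 222 ± 15.2 in the wild-type strain, 34.0 ± 4.55 in the Δ*clrB* mutant, 381 ± 10.0 in the Δ*creA* mutant and 23.8 ± 11.5 in the Δ*creA*-Δ*clrB* mutant (mean ± SD, n = 3). For PDE_06023 these values were 314 ± 37.8, 32.1 ± 0.987, 2699.8 ± 38.7 and 31.0 ± 1.95. Between the Δ*creA*-Δ*clrB* and Δ*creA* mutants the log2 fold change of PDE_05998 was -4.00 (standard error 0.31, 3 of 3 libraries lower, adjusted p = 6.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of PDE_06023 was -6.46 (standard error 0.25). The increase of PDE_05998 in the Δ*creA* mutant was 1.25 (standard error 0.28), and it was no longer called under library-size scaling, at 0.78.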

Interestingly, three genes involved in starch degradation, encoding starch binding domain-containing protein (PDE_01354), glucoamylase (PDE_05527), and α-amylase (PDE_01201) were also downregulated in the Δ*clrB* mutant and upregulated in the Δ*creA* mutant, which suggests that the expression for these amylase genes were tightly co-regulated with the cellulase genes under cellulose growth conditions. 

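In the Δ*clrB* mutant PDE_01354 had a log2 fold change of -2.51 (standard error 0.33) and PDE_05527 of -1.49 (standard error 0.20), and both were called lower. PDE_01201 changed by -1.13 (standard error 0.39, 3 of 3 libraries lower, adjusted p = 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called. It was called with limma, with the replicate number as a block, by the paper's criterion, without the second Δ*clrB* replicate, at -1.45, and under library-size scaling, at -1.29. All 3 genes were called higher in the Δ*creA* mutant, at 2.62 (standard error 0.33) for PDE_01354, 1.57 (standard error 0.20) for PDE_05527 and 2.67 (standard error 0.40) for PDE_01201.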

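PDE_09832, PDE_04496 and PDE_09715 were all called higher in the Δ*creA* mutant than in the wild-type strain, with log2 fold changes of 1.63 (standard error 0.36), 1.62 (standard error 0.35) and 1.59 (standard error 0.29). They were called higher in the Δ*creA-gpdA*(p)::*clrB* strain as well, from 1.32 to 1.59, but 0 of the 3 was called under library-size scaling. Between that strain and the Δ*creA* mutant 0 were called higher and 0 lower, and 0 were higher or lower at an unadjusted p under 0.05. Only PDE_04496 was called lower in the Δ*clrB* mutant, at -1.26 (standard error 0.35), and that call was lost in each fit that left out 1 library apart from the one without the second Δ*clrB* replicate, with values from -1.42 to -1.01. PDE_09715, at -0.64 (standard error 0.29), was called lower without that replicate, at -1.04.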

A significant enrichment of genes (PDE_09832, PDE_04496, and PDE_09715) involved in the sporulation process (p = 8.2e-5) was also detected. In addition, 21 genes that encode hypothetical proteins were within this dataset (23%). The above data suggested that this cluster might represent the most central components associated with cellulose deconstruction, which indicates that this large synergistic activation by engineering CreA and ClrB might be specific to these cellulolytic target genes.

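Between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant, 1 of the 9 cellulase genes, *eg2*, was called higher, and 5 were higher at an unadjusted p under 0.05. Their median log2 fold change was 0.66, and 0 were called with libraries scaled to their total reads. The change of *eg2* was 1.05 (standard error 0.24, 3 of 3 libraries higher, adjusted p = 0.0046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of *eg2* held in 3 of the 6 fits that each left out 1 library. Its change fell under the threshold of 1 without the second Δ*creA-gpdA*(p)::*clrB* replicate, at 0.97, and without the third, at 0.91. PDE_00507, at 0.96 (standard error 0.32), was called only without the first Δ*creA-gpdA*(p)::*clrB* replicate, at 1.09. In RPKM, *cbh1* rose from 20100.1 ± 344 in the Δ*creA* mutant to 26126 ± 1124 in the Δ*creA-gpdA*(p)::*clrB* strain, and *eg2* from 6739 ± 326 to 11429 ± 2589 (mean ± SD, n = 3). Against the wild-type strain, the 9 cellulase genes had a median log2 fold change of 5.45 in the Δ*creA-gpdA*(p)::*clrB* strain and 4.79 in the Δ*creA* mutant. From its data on this cluster, the paper proposes that it might hold the most central components of cellulose deconstruction. It adds that the large synergistic activation might be specific to these genes.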

Group 2 consisted of 27 genes (S4 Table). The expression levels of this set were partially induced in the Δ*clrB* mutant and repressed in the Δ*creA* mutant, but were significantly downregulated in the Δ*creA-gpdA*(p)::*clrB* strain compared with that in the wild-type strain (Fig 6A). 

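The 27 genes of group 2 had a median log2 fold change of 0.79 in the Δ*clrB* mutant, where 7 were called higher and 0 lower, and 18 were higher and 0 lower at an unadjusted p under 0.05. The median in the Δ*creA* mutant was 0.07, and its sign changed under library-size scaling, to -0.40, and without the second wild-type replicate, to -0.13, or the second Δ*creA* replicate, to -0.25. There 1 gene was called higher and 4 lower. The median in the Δ*creA-gpdA*(p)::*clrB* strain was -1.28 against the wild-type strain, or -2.003 under library-size scaling, with 17 genes called lower and 0 higher, and 2 were higher at an unadjusted p under 0.05.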

Although GO-term analyses revealed that no statistically significant results with the threshold (FDR < 0.05), genes that encode β-glucosidase (Bgl1, PDE_02736), endo-β-1, 4-glucanase (PDE_09267), and two β-xylosidases (PDE_07334 and PDE_08037) were included in this dataset.

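*bgl1* changed by 0.49 (standard error 0.28) in the Δ*creA* mutant against the wild-type strain, without a call, and was called lower in the Δ*creA-gpdA*(p)::*clrB* strain than in the Δ*creA* mutant, at -1.99 (standard error 0.29, 3 of 3 libraries lower, adjusted p = 9.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its RPKM was 254 ± 38.7 in the wild-type strain, 257 ± 16.3 in the Δ*creA* mutant and 53.7 ± 18.2 in the Δ*creA-gpdA*(p)::*clrB* strain (mean ± SD, n = 3). PDE_09267 changed by 0.21 (standard error 0.16) in the Δ*creA* mutant, and by -0.26 under library-size scaling. Between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant it changed by -0.60 (standard error 0.16), PDE_07334 by -0.67 (standard error 0.31) and PDE_08037 by 0.24 (standard error 0.28), and none of the 3 was called. PDE_07334 was called lower with limma, at -1.13 on log2(RPKM + 1), and without the third Δ*creA-gpdA*(p)::*clrB* replicate, at -1.38, and the sign of PDE_08037 changed without that replicate, to -0.08, and under library-size scaling, to -0.04.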

Group 3 consisted of 23 genes (S4 Table), and the expression levels of which were partially repressed in the Δ*creA* and Δ*clrB* mutants, and were cumulatively repressed in the Δ*creA-*Δ*clrB* mutant, but were partially recovered in the Δ*creA*-*gpdA*(p)::*clrB* mutant (Fig 6A). 

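The median log2 fold change of the 23 genes of group 3 was -0.19 in the Δ*clrB* mutant, with 1 gene called lower, and 0.26 in the Δ*creA* mutant, with 2 called higher. The sign of the latter median changed under library-size scaling, to -0.21, and the former was -0.03 without the second wild-type replicate. The Δ*creA*-Δ*clrB* mutant had a median of -0.85, with 6 genes called lower and 15 lower at an unadjusted p under 0.05. The median in the Δ*creA-gpdA*(p)::*clrB* strain was 0.18, and it was -0.57 under library-size scaling and -0.0065 without the third Δ*creA-gpdA*(p)::*clrB* replicate.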

The GO-term analyses of the dataset of 23 genes showed a significant enrichment in the carbohydrate metabolic process (p = 3.6e-7). Five hemicellulase genes that encode PDE_06306, PDE_03572, PDE_07080, PDE_03573, and PDE_08036 and one α-glucosidase (PDE_00400) were also within this group.

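In the Δ*creA*-Δ*clrB* mutant against the wild-type strain, PDE_03572 changed by -1.39 (standard error 0.16, 3 of 3 libraries lower, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called lower. PDE_07080 changed by -1.002 (standard error 0.19) and was called lower, but not without the second wild-type replicate, at -0.90, or the third Δ*creA*-Δ*clrB* replicate, at -0.78. PDE_06306 was called only under settings that scale libraries to their total reads, at -1.16 against -0.71 under TMM. PDE_08036, at -0.27 (standard error 0.27), and PDE_03573, at 0.07 (standard error 0.17), were not called, and the sign of PDE_03573 changed under library-size scaling, to -0.37. Of these 5 genes 0 were called lower in the Δ*clrB* mutant or the Δ*creA* mutant, and 0 were lower at an unadjusted p under 0.05. The α-glucosidase gene PDE_00400 was called lower in the Δ*clrB* mutant, at -1.28 (standard error 0.25), and changed by -0.88 (standard error 0.25) in the Δ*creA*-Δ*clrB* mutant, where it was called only without the first Δ*creA*-Δ*clrB* replicate, at -1.13, or under settings that scale libraries to their totals.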

Group 4 consisted of 13 genes (S4 Table). 

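The median log2 fold change of these 13 genes against the wild-type strain was 1.12 in the Δ*clrB* mutant, with 2 genes called higher and 8 higher at an unadjusted p under 0.05. It was 0.70 without the third Δ*clrB* replicate. Deletion of *creA* alone gave a median of 0.26, with 2 called higher, and its sign changed under library-size scaling, to -0.21, while it was 0.02 without the second Δ*creA* replicate. The median in the Δ*creA*-Δ*clrB* mutant was 1.83, with 12 called higher.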

The group genes were slightly induced in the Δ*clrB* mutant and showed no induction in the Δ*creA* mutant, but were significantly induced in the Δ*creA-*Δ*clrB* mutant compared with that in the wild-type strain (Fig 6A). One gene that encodes β-xylosidase (PDE_00049) was within this dataset, and eight genes encoded hypothetical proteins.

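PDE_00049 changed by 1.19 (standard error 0.31, 3 of 3 libraries higher, adjusted p = 0.0048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the Δ*creA*-Δ*clrB* mutant against the wild-type strain and was called higher. The call was lost without the third Δ*creA*-Δ*clrB* replicate, at 0.87, and under library-size scaling, at 0.76. It changed by 0.80 (standard error 0.31) in the Δ*clrB* mutant and in the Δ*creA* mutant by 0.83 (standard error 0.31), with a call in neither.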

### Secretome analysis of the combinatorial control by ClrB and CreA on cellulose

Secreted proteins are expected to play a crucial role in cellulose degradation because of the nature of cellulolytic system for the deconstruction of plant cell walls. However, whether the cellulolytic protein concentration in secretome potentially correlates with their relative mRNA levels, and how this induction stimulus under cellulose conditions causes *P*. *oxalicum* to manipulate its secretome to facilitate cellulose degradation remain unclear. Thus, extensive secretome surveys using label-free LC-MS/MS were conducted to analyze the secretomes under cellulose conditions systematically. Herein, a supernatant from 4-day old wild-type culture grown on cellulose was digested with trypsin and analyzed by LC-MS-MS. For this purpose, 157 nonredundant proteins (P-value < 0.01) were identified based on a single or several peptide entries from the *P*. *oxalicum* protein database, the pI of which was concentrated in a pH range of 4–7, and 86 proteins were predicted to be secreted based on SignalP computational analysis (SignalP 4.1 Server, http://www.cbs.dtu.dk/services/SignalP/) (S6 Table). Proteins with predicted activities on carbohydrates in the *P*. *oxalicum* wild-type secretome dataset existed, including 10 of 18 predicted cellulases, one β-glucosidase Bgl1, and 10 of 51 predicted hemicellulases (S6 Table).

Subsequently, a question was posted with regard to the extent to which ClrB can be attributed to the regulation of extracellular protein abundances in the cellulolytic system. The total protein in the Δ*clrB* mutant culture supernatant was only 30% of that in the wild-type strain (Fig 6B). To characterize the secretome changes in response to the crucial regulator ClrB further, a total of 104 predicted secreted proteins in the *gpdA*(p)::*clrB* strain (S6 Table) and 61 predicted secreted proteins in the Δ*clrB* mutant (S6 Table) were identified after the shift to 2% cellulose for 4 days, respectively. These observations demonstrate that ClrB significantly increased the number of extracellular proteins on cellulose. The Δ*clrB* secretome dataset under cellulose growth condtions included only 5 of 18 predicted cellulases and 5 of 51 predicted hemicellulases in *P*. *oxalicum* genome. The *gpdA*(p)::*clrB* secretome dataset included 13 of 18 predicted cellulases and 10 of 51 predicted hemicellulases. A comparison between the secretomes of Δ*clrB* and those of *gpdA*(p)::*clrB* grown on cellulose showed that only 49 proteins overlapped (S6 Table), including 5 of 18 cellulases and 4 of 51 hemicellulases. These data indicate that ClrB enhanced various cellulolytic enzymes, including their secretion strength. More importantly, the observed changes of cellulolytic proteins in Δ*clrB* and *gpdA*(p)::*clrB* strains highly correlated with their corresponding mRNA abundances and broadly mirrored the ClrB-specific positive roles for the transcript expression of cellulolytic genes (S6 Table).

Concurrently, to evaluate the CreA-influenced extracellular proteins, we first used sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) to analyze the secretomes of Δ*creA* and *gpdA*(p)::*creA* cultures under cellulose growth conditions (Fig 6B). The protein pattern of Δ*creA* mutant showed more bands than that of *gpdA*(p)::*creA* mutant on SDS-PAGE (Fig 6B). The total protein concentration in Δ*creA* mutant culture supernatant was 2.6-fold higher than that in the wild-type strain (Fig 6B). We further investigated the extracellular proteins influenced by CreA by adopting the label-free LC-MS/MS analysis to identify and quantify the proteins. A total of 85 and 30 predicted secretion proteins in Δ*creA* and *gpdA*(p)::*creA* mutants were identified when grown on cellulose (S6 Table), respectively. The SDS-PAGE and LC-MS/MS analysis results for culture secretomes revealed that protein secretion, including protein abundance and distribution, was dramatically repressed by CreA under cellulose growth conditions.

The secretome of Δ*creA*-*gpdA*(p)::*clrB* mutant was investigated under cellulose conditions to further identify the regulon with ClrB and CreA synergistic effects at the secretome levels. The total amount of the secreted protein in Δ*creA-gpdA*(p)::*clrB* culture supernatant displayed a 7.5-fold increase compared with that in the wild-type strain (Fig 6B). Label-free LC-MS/MS analysis was used, and 97 predicted secretion proteins were identified in Δ*creA-gpdA*(p)::*clrB* mutant (S6 Table). These proteins included 10 of 18 cellulases, and 15 of 51 hemicellulases. No β-glucosidase was detected in Δ*creA-gpdA*(p)::*clrB* mutant.

To assess differences more accurately in protein distribution, the secretomes from Δ*clrB*, *gpdA*(p)::*clrB*, Δ*creA*, *gpdA*(p)::*creA*, and Δ*creA-gpdA*(p)::*clrB* mutants were combined to locate targets that were the basal components in *P*. *oxalicum* secretomes under cellulose growth conditions (Fig 6C and S6 Table). In these datasets, we identified that 25 proteins overlapped (S6 Table), including two cellobiohydrolases (i.e., PDE_07945 and PDE_07124), three endoglucanases (i.e., PDE_09969, PDE_07929, and PDE_09226), four hemicellulases (i.e., PDE_02101, PDE_06023, PDE_04182, and PDE_08094), two extracellular membrane proteins (i.e., PDE_08075 and PDE_02536) that contain common in fungal extracellular membranes domain, three amylases (i.e., PDE_01201 (alpha-amylase Amy13A), PDE_01354 (protein with starch binding domain), and PDE_09417 (glucoamylase GluA/Amy15A)), and five hypothetical proteins (i.e., PDE_03934, PDE_06089, PDE_07106, PDE_09289, and PDE_00667). All these proteins existed in the wild-type strain secretome under the same culture condition (S6 Table). After a 4-h shift from no carbon source, the transcription expression levels of 14 of these proteins increased in cellulose versus those in glucose (S6 Table).

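The list of 25 was used as 23 genes of the copy of S6 Table at hand and 2 more that the text names. In the wild-type strain 15 of the 25 genes were called higher on cellulose than on glucose over all genes tested, and 15 when adjusted over the list alone. PDE_01796, PDE_03255, PDE_06089 and PDE_09289 were called lower on cellulose. Among the cellulases of the list, *cbh1* changed by 6.85 (standard error 0.44) on the log2 scale, *eg2* by 6.00 (standard error 0.31) and PDE_07124 by 4.85 (standard error 0.39). The change of PDE_09969 was 6.36 (standard error 0.37), and that of PDE_07929 was 6.87 (standard error 0.28, 3 of 3 libraries higher, adjusted p = 8.2e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).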

### Bgl2 expression level was ClrB-dependent and deletion of *bgl2* facilitates the synergistic induction expression of cellulase genes in *P*. *oxalicum*

The above data imply that β-glucosidase gene *bgl2* (PDE_00579) was the major object regulated by ClrB and CreA at the level of transcription (S5 Fig). However, lack of CreA in the Δ*clrB* mutant could not recapitulate *bgl2* expression level (S5 Fig), suggesting that *bgl2* expression level was strictly ClrB-dependent under induction conditions. Considering the upregulation of cellulolytic genes in Δ*bgl2* mutant [27], we speculated that the expression levels for cellulolytic genes were further enhanced via the overexpression of *clrB* or deletion of *creA* in a *bgl2* deletion background. In support of this hypothesis, we first constructed Δ*bgl2*-*gpdA*(p)::*clrB* and Δ*bgl2*-Δ*creA* mutants. The cellulase gene transcription levels and cellulase activities, which were greater than those in each single mutation strain on cellulose (Fig 7A and 7B, and S7A and S7B Fig), as well as the Δ*bgl2*-Δ*creA* strains exhibited even more cellulase productions than Δ*bgl2*-*gpdA*(p)::*clrB* mutant on cellulose (Fig 7A and 7B, and S7A and S7B Fig). These results suggest that the decrease of intracellular β-glucosidase activity may facilitate the transcriptional induction of cellulolytic genes.

**Fig 7:**
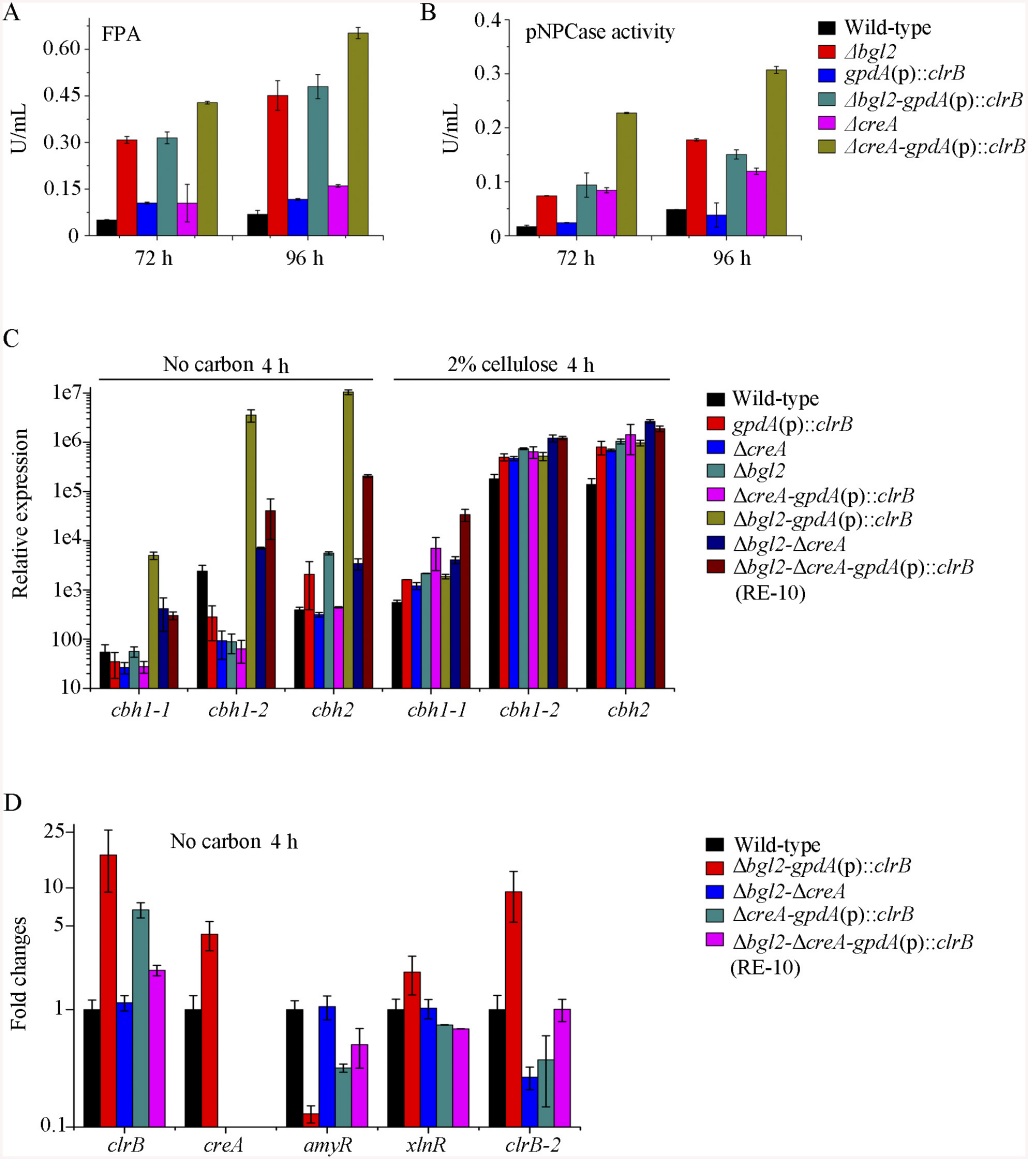
Lack of Bgl2 and overexpression of ClrB or lack of CreA additively induced cellulase expression. (A, B) Lack of Bgl2 in *gpdA*(p)::*clrB* or Δ*creA* mutant additively enhanced FPA and pNPCase activity under cellulose growth conditions. (C) q-PCR measurements of three *cbh* gene expression in mutants versus wild-type and each single mutation strains shifted to media lacking carbon source versus on cellulose for 4 hours. Gene expression levels were normalized to actin gene as a control. (D) The transcription levels for *clrB*, *clrB-2*, *creA*, *xlnR* and *amyR* in the mutants versus wild-type strain under no carbon conditions by q-PCR. Expression levels were normalized to the wild-type.

Cellulase gene expression depends on the presence of the inducers and on the positive regulation of activators in cellulolytic fungi [2]. Recent studies indicated that the constitutive expressions of *N*. *crassa clr-2* [20] and *T*. *reesei xyr1* [40] could recapitulate the response to cellulose when incubated without carbon. To assess whether the constitutive expression of *clrB*, deletions of *bgl2* or *creA*, or combination of these genetic manipulations was sufficient for the induction of cellulase genes independent of inducers, the cellulase expression levels in Δ*bgl2*, *gpdA*(p)::*clrB*, Δ*creA*, Δ*bgl2*-*gpdA*(p)::*clrB*, Δ*bgl2*-Δ*creA*, and Δ*bgl2*-*gpdA*(p)::*clrB*-Δ*creA* mutants were evaluated as opposed to the wild-type strain when cultures were shifted from a glucose medium to a carbon-free medium for 4 hours. The findings revealed that Δ*bgl2*-*gpdA*(p)::*clrB* mutant exhibited even more transcriptional abundances on carbon-free medium than on cellulose (Fig 7C and S7C Fig), whereas the “starvation response” for cellulase expression also occurred in *Δbgl2*-*ΔcreA* and RE-10 mutants (Fig 7C and S7C Fig). However, such a response was significantly low compared with that in Δ*bgl2*-*gpdA*(p)::*clrB* mutant (Fig 7C and S7C Fig). Consistent with these results, the pNPCase and CMCase activities were more than 10-fold higher in Δ*bgl2*-*gpdA*(p)::*clrB* strain than those in each single mutant and wild-type strain under carbon-free conditions (S8A and S8B Fig). The *creA*, *amyR* and *xlnR* transcription abundances in Δ*bgl2*-*gpdA*(p)::*clrB*, Δ*bgl2*-Δ*creA*, Δ*bgl2*-*gpdA*(p)::*clrB*-Δ*creA* and wild-type strains were assayed to test whether CreA, AmyR and XlnR mediated the synergistic induction in Δ*bgl2*-*gpdA*(p)::*clrB* strain when subjected to starvation. The findings indicated that *amyR* had a 7.7-fold decrease, whereas *creA* had a 4.3-fold increase and *clrB* had a 17.5-fold increase in Δ*bgl2*-*gpdA*(p)::*clrB* mutant versus that in the wild-type strain (Fig 7D). These data signify that AmyR may share a key role in the “starvation response” for cellulolytic genes and provide a novel insight into the cellulase gene regulatory mechanisms during energy abstinence.

### Improvement of *P*. *oxalicum* cellulase production via reconstruction of expression regulation network (RERN)

Given the dose-controlled or additive regulation of cellulase genes by ClrB and XlnR presented in *gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB*, *gpdA*(p)::*xlnR*, and *gpdA*(p)::*clrB*-*gpdA*(p)::*xlnR* mutants (Fig 4A–4D and S3 Fig), and the synergistic transcriptional induction of cellulolytic genes in Bgl2-deficient background (Fig 7A and 7B, and S7A and S7B Fig), we assessed whether the dose effects of ClrB and XlnR transcriptional abundance were feasible in further enhancing the cellulase expression in triple-mutant RE-10 [39]. We examined this hypothesis by reconstructing two overexpression cassettes (i.e., *PDE_02864*(p)::*clrB-sur* and *PDE_02864*(p)::*xlnR-sur*), in which the *sur* cassette (conferring resistance to sulfonylurea) was used as a resistance marker. These overexpression cassettes for *clrB* and *xlnR* were separately transformed into RE-10 [39]. The quadruple mutants RE-27 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB*) and RE-29 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*-*PDE_02864*(p)::*xlnR*) were obtained, and their cellulase expression abilities were separately evaluated on cellulose and wheat bran media. Although all these experiments were performed in flasks, both RE-27 and RE-29 mutants showed more cellulolytic and xylanolytic enzyme activities and secretion abilities than RE-10 (Fig 8A–8C and 8E, and S9A–S9F Fig). When grown on a medium with 2% of cellulose as a sole carbon source for 120 h, RE-27 mutant displayed 62.3%, 34.8%, 288.5% and 28.0% greater FPA, pNPCase activity, xylanase activity and total secreted protein level, but 26.3% lower pNPGase activity, respectively, than RE-10 (S9A–S9E Fig). Similarly, the RE-29 mutant showed 55.3%, 44.1%, 255.2% and 20.6% greater FPA, pNPCase activity, xylanase activity and total secreted protein level, but 39.8% lower pNPGase activity, respectively (S9A–S9E Fig). We also observed a significant decrease in *amyR* expression level for both RE-27 and RE-29 mutants as compared to the wild-type strain on cellulose by q-PCR (Fig 8F). The findings further signify that AmyR may share a key role in the regulatory network for cellulolytic genes. When grown on a wheat bran medium, RE-27 mutant exhibited FPA (8.85±0.66 U/mL), CMCase activity (31.25±0.77 U/mL), xylanase activity (1341.97±172.94 U/mL), amylase activity (125.07±1.32 U/mL) and total secreted protein concentration (16.40±1.08 g/L), and RE-29 mutant also displayed FPA activity (7.58±0.34 U/mL), CMCase activity (31.03±0.29 U/mL), xylanase activity (1285.93±11.12 U/mL), amylase activity (148.82±3.19 U/mL) and total secreted protein concentration (16.16±0.72 g/L), respectively (Fig 8A–8E). These data signify that the dose-controlled regulation mechanisms of the cellulolytic regulators are a promising strategy for cellulolytic fungi to develop enzyme hyper-producers via the RERN technology.

**Fig 8:**
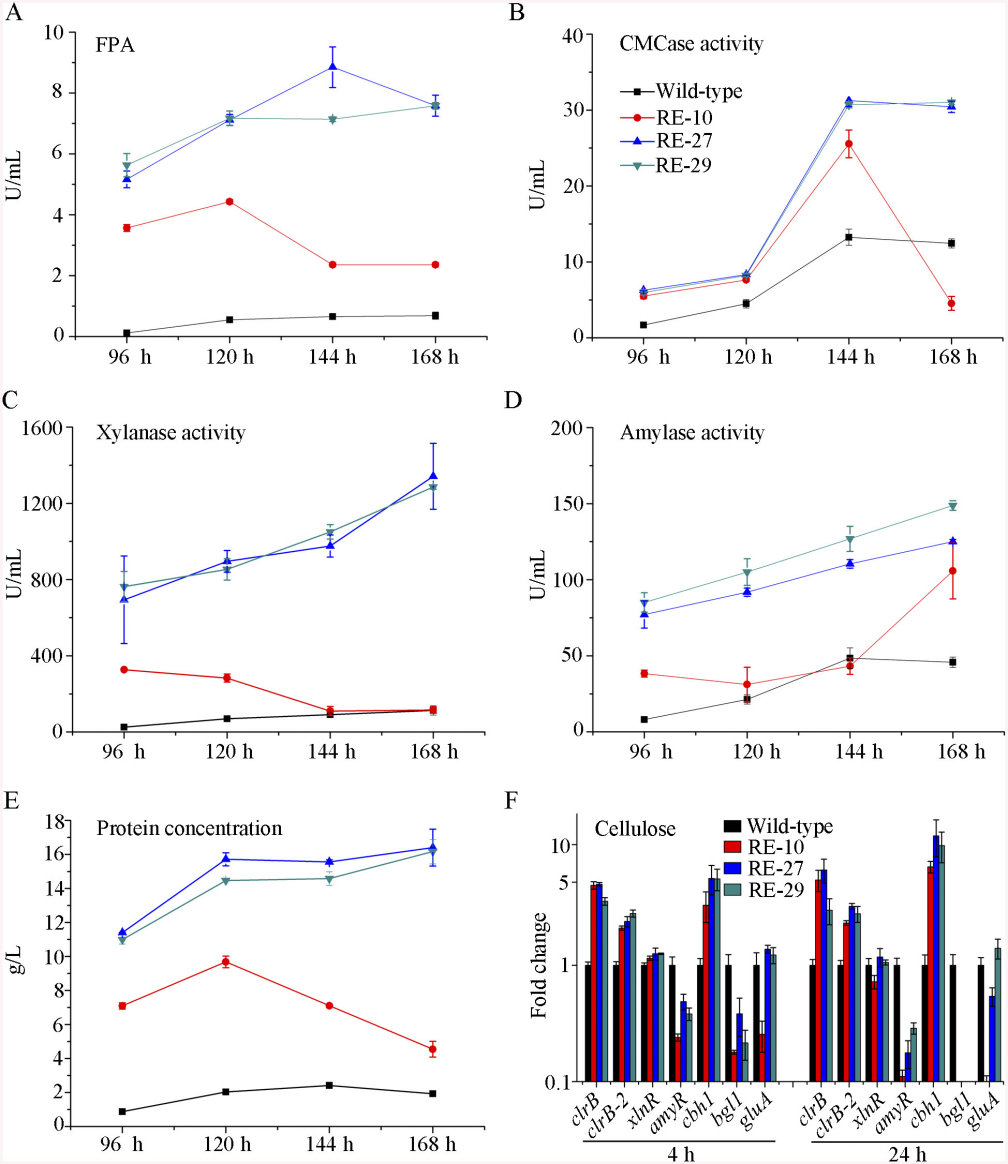
Overexpression of *clrB* or *xlnR* in triple-mutant RE-10 enhanced hydrolase expression under inducer-inducing conditions. (A-E) The FPA, pNPCase activity, xylanase activity, amylase activity and total secreted protein concentration of culture supernatants from RE-27 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB*) and RE-29 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*-*PDE_02864*(p)::*xlnR*) mutants versus the wild-type and triple-mutant RE-10 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*) were separately evaluated when grown on wheat bran medium in flasks. (F) q-PCR measurements of *clrB*, *clrB-2*, *xlnR*, *amyR*, *cbh1*, *bgl1* and *gluA* expression in RE-27 and RE-29 mutants versus the wild-type and RE-10 strains on cellulose. Expression levels were normalized to the wild-type.

### AmyR repressed cellulolytic gene expression and *amyR* expression was regulated by ClrB

In the above *P*. *oxalicum* cellulose regulon and basal secretome components, some enzymes involved in starch degradation were tightly associated with the cellulolytic protein expression on cellulose. The “starvation response” in Δ*bgl2*-*gpdA*(p)::*clrB* mutant also dramatically decreased at the *amyR* expression level under carbon-free conditions. Therefore, *P*. *oxalicum amyR* (PDE_03964), an *Aspergillus oryzae amyR* homolog [41], was considered tightly associated with cellulolytic enzyme production. The strain with the deletion of *amyR* exhibited visible varying halos on cellulose and starch plates, as well as an identical phenotype on glucose relative to its parental strain (Fig 9A). As such, this strain demonstrated its differential roles in amylase and cellulase expressions. Moreover, this condition suggests that Δ*amyR* mutant has no defects in glucose uptake, sensing, or metabolism. The FPA in an *amyR* knockout mutant was about 1.6-fold higher than that in the wild-type strain of *P*. *oxalicum* (Fig 9B), while the *amyR* deletion reduced amylase under cellulose growth conditions (Fig 9C). Δ*amyR* mutant also displayed higher amounts of *cbh1* and *eg2* mRNA than that in the wild-type strain according to the results of northern blot (Fig 9D). Nonetheless, such mutant was deficient for transcribing the major glucoamylase gene *gluA* (PDE_09417) when grown on cellulose. This observation implies that AmyR was the main activator for amylase expression, and it repressed cellulase expression in response to the utilization of cellulose sources.

**Fig 9:**
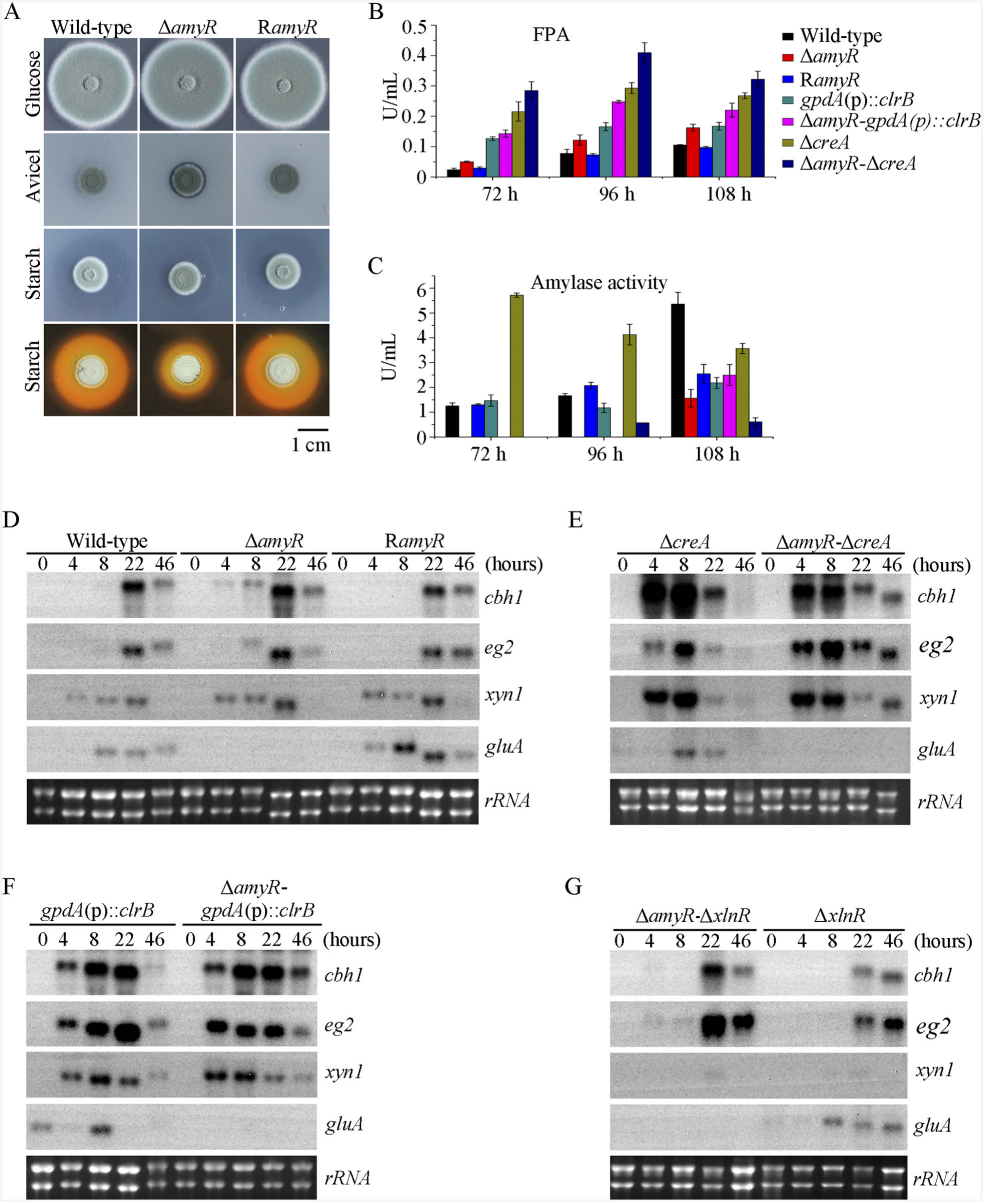
Lack of AmyR decreased amylase activity and increased cellulase expression on cellulose. (A) Deletion of *amyR* resulted in visible halo on 1% cellulose plate and decreased starch-degrading halo on starch plate, respectively. (B, C) Lack of AmyR and overexpression of ClrB or lack of CreA additively induced cellulase expression and decreased amylase expression on cellulose. (D-G) Northern blot analysis of the transcription of *cbh1*, *eg2*, *xyn1* and *gluA* genes in Δ*amyR*-Δ*creA*, Δ*amyR*-*gpdA*(p)::*clrB* and Δ*amyR*-Δ*xlnR* mutants versus each single mutation strains on cellulose. The mutants were pre-cultured on glucose for 22 hours and then shifted to Vogel’s media with no carbon source for 2 hours, and then transferred to Vogel’s medium containing 2% (w/v) cellulose for 4, 8, 22 or 46 hours. 2 μg of total RNA was electrophoresed. *cbh1*, *eg2*, *xyn1* or *gluA* mRNA was probed at different time points after shift to cellulose.

We constructed Δ*amyR-gpdA*(p)::*clrB* and Δ*amyR*-Δ*creA* mutants to investigate whether AmyR plays a negative role in the synergistic/additive transcriptional activation of cellulolytic genes. As predicted, both Δ*amyR-gpdA*(p)::*clrB* and Δ*amyR*-Δ*creA* mutants produced more cellulase activities than the strains that contain each individual mutation (Fig 9B) and showed higher transcription levels for cellulase genes under cellulose growth conditions (Fig 9E and 9F). The additive regulation for cellulase gene expression also existed in Δ*amyR*-Δ*xlnR* and Δ*amyR*-Δ*bgl2* mutants on cellulose (Fig 9G and S10A Fig). Therefore, the deletion of *amyR* in triple-mutant RE-10 (Δ*bgl2-*Δ*creA*-*gpdA*(p)::*clrB*) might further enhance cellulase expression under cellulose conditions. This premise also holds true in RE-27 and RE-29 mutants. Correspondingly, we constructed Δ*amyR*-Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB* quadruple mutant (strain RE-30). However, the resulting strain RE-30 did not obtain greater cellulase expression than its parental triple-mutant RE-10 (S10B and S10C Fig), but AmyR still contributed to the functions of activating amylase expression in RE-10 on cellulose (S10D Fig). These results demonstrate that the deletions of *amyR* in RE-10 mutants were less effective for inducing cellulase expression than those in wild-type, *gpdA*(p)::*clrB*, Δ*creA*, and Δ*bgl2* strains on cellulose.

The fact that RE-30 mutant produced cellulolytic enzymes near RE-10 implies that AmyR played a significantly different regulation activity for cellulase expression in RE-10 mutant than the wild-type strain under cellulose growth conditions. Considering the low expression of *amyR* in Δ*bgl2*-*gpdA*(p)::*clrB* mutant under carbon-free conditions (Fig 7D), we hypothesized that the transcriptional abundance for *amyR* was also downregulated in RE-10 on cellulose. As predicted, we first observed a significant decrease in Δ*creA-gpdA*(p)::*clrB* strain in RNA-seq data (RPKM: 124.5±5.8 in Δ*creA*, 20.0±3.1 in Δ*creA-gpdA*(p)::*clrB* for *amyR versus* 211.1±2.3 in the wild-type). 

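From the deposited values, *amyR* (PDE_03964) had an RPKM of 211 ± 2.26 in the wild-type strain, 124 ± 5.76 in the Δ*creA* mutant and 20.0 ± 3.15 in the Δ*creA-gpdA*(p)::*clrB* strain (mean ± SD, n = 3). It was 148 ± 30.5 in the Δ*clrB* mutant and 117 ± 34.6 in the Δ*creA*-Δ*clrB* mutant. Between the Δ*clrB* mutant and the wild-type strain the log2 fold change of *amyR* was -0.34 (standard error 0.19, 3 of 3 libraries lower, adjusted p = 0.37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), without a call. From the read counts, the log2 fold change between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant was -2.37 (standard error 0.20, 3 of 3 libraries lower, adjusted p = 2.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 libraries of the former below all 3 of the latter. With single libraries left out it stayed between -2.43 and -2.28. The Δ*creA* mutant differed from the wild-type strain by -0.29 (standard error 0.19) under TMM and was called lower under none of the settings tried.

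**Figure D1:**
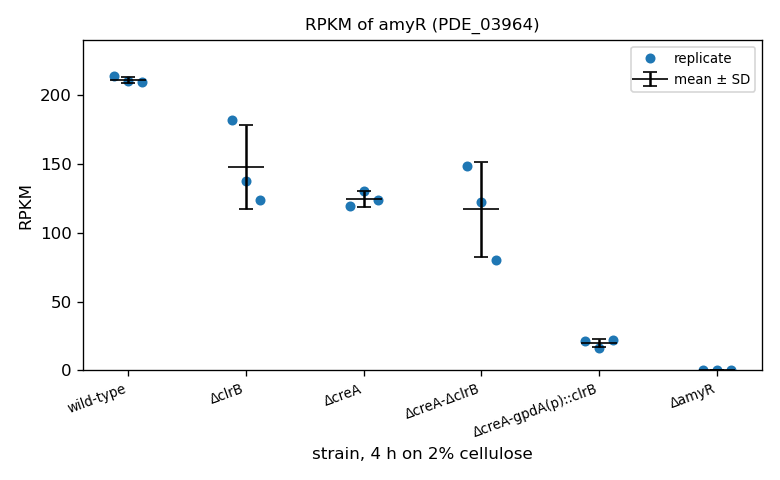
RPKM of *amyR* (PDE_03964) on the vertical axis in 6 strains after 4 hours on 2% cellulose. Each point is 1 replicate, and each bar and whisker give the mean and SD of 3 replicates. The Δ*creA-gpdA*(p)::*clrB* libraries lie below those of the wild-type strain, the Δ*clrB*, Δ*creA* and Δ*creA*-Δ*clrB* mutants, and the Δ*amyR* libraries, in which the gene is deleted, lie at 0 or near it.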

The q-PCR experiments also revealed that the *amyR* expression was synergistically downregulated in the RE-10 mutant (Figs 7D and 10A). These data suggest that ClrB and CreA were supposed to participate in the control of the transcriptional response of *amyR* gene upon exposure to cellulose because the expression of *amyR* was decreased in *gpdA*(p)::*clrB* and Δ*creA* mutants, and increased in Δ*clrB* and *gpdA*(p)::*creA* mutants (Fig 10A). The deletion of *bgl2* also resulted in the decreased expression of *amyR*, which may also facilitate the decreased expression of *amyR* in Δ*creA-gpdA*(p)::*clrB* (Fig 10A). In other words, no differential expression for cellulase expression between RE-30 and RE-10 mutants may be tightly related to the dramatic deregulation of *amyR* in RE-10 (Figs 7D and 10A). By contrast, the synergistic increase of cellulase induction in Δ*creA-gpdA*(p)::*clrB* and RE-10 mutants may be partially a consequence of the decreased expression of *amyR*. The extent to which and how AmyR is involved in cellulase expression regulated by ClrB and CreA is still uncertain.

**Fig 10:**
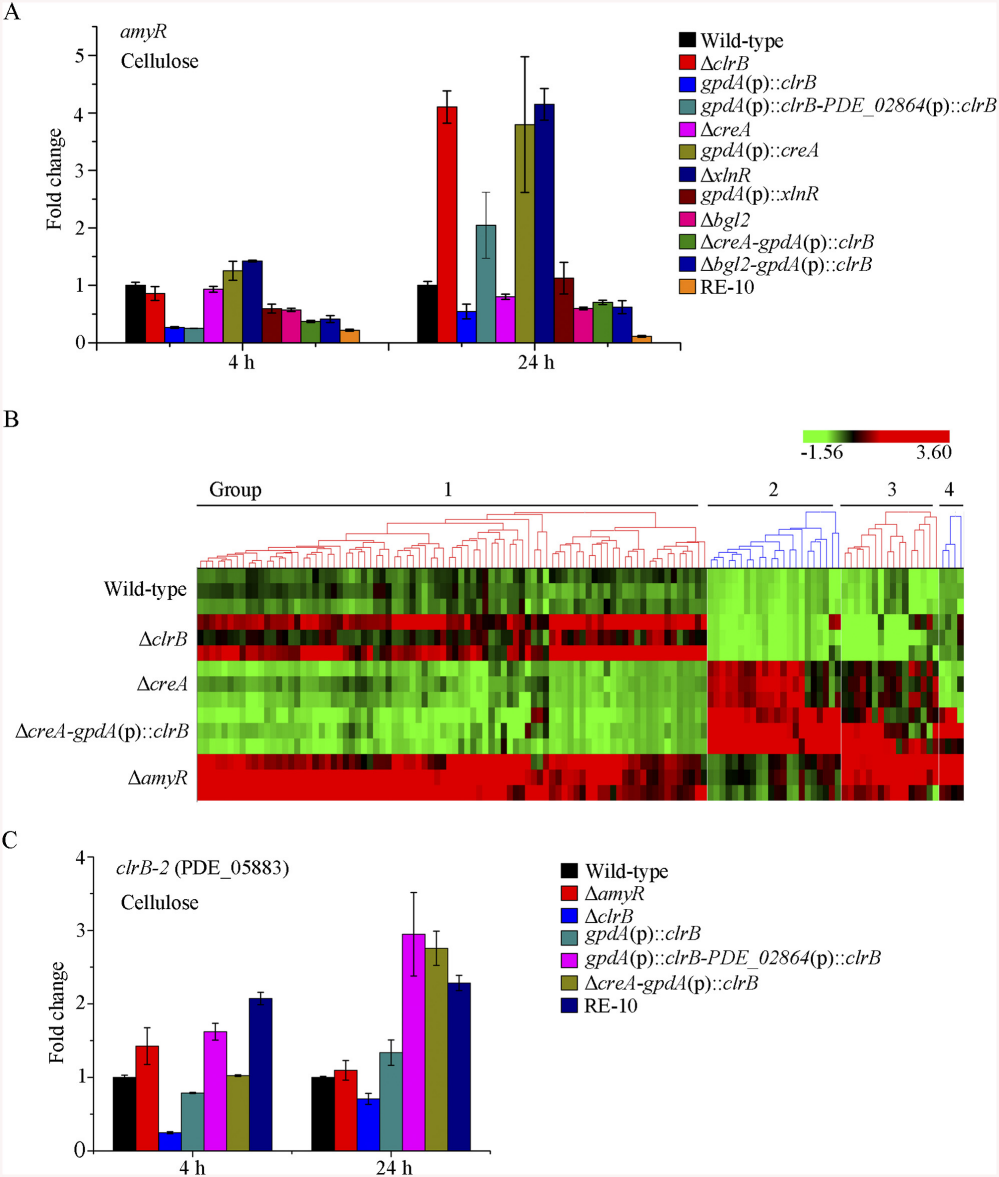
Expression of *amyR* was regulated by ClrB and CreA, and hierarchical clustering of RPKM for *amyR* regulon genes on cellulose. (A) The transcription levels for *amyR* in wild-type strain and mutants containing *bgl2*, *creA*, *clrB* or *xlnR* deletion were determined on cellulose by q-PCR. (B) Comparative analysis of RNA-seq data from Δ*amyR* and wild-type strains. Hierarchical clustering of RPKM for 131 AmyR-regulon genes was performed in Δ*amyR* mutant versus that in wild-type, Δ*clrB*, Δ*creA* and Δ*creA-gpdA*(p)::*clrB* mutants. (C) q-PCR measurements of PDE_05883 (*clrB-2*) in wild-type and the mutants after shift to cellulose for 4 and 24 hours. Expression levels were normalized to the wild-type.

To gain insight into the molecular mechanism that underlies the AmyR-regulated cellulolytic gene expression on cellulose, we evaluated the global changes in Δ*amyR* mutants with three biological replicates by RNA-Seq. Consequently, 71% of the reads were mapped to the *P*. *oxalicum* 114–2 reference genome. 

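The Δ*amyR* mutant was sequenced in 3 cultures on 2% cellulose, grown and processed as the other strains, and was compared with the 3 wild-type libraries on cellulose. Its libraries held a mean of 8045161 reads on genes, with an SD of 541695. These are reads placed uniquely on transcripts, whereas the paper's 71% is a share of all reads mapped to the genome. *amyR* had 3045, 2978 and 2900 reads in the wild-type libraries and 1, 0 and 0 in the Δ*amyR* libraries, at least 724-fold lower. The 20 genes with the most reads took 17.6% of the reads in the mutant. The median log2 fold change of all genes moved to -0.43 when libraries were scaled to their total reads in place of TMM.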

The biological replicates of each Δ*amyR* mutant showed a high Pearson correlation (S6D Fig) and demonstrated the reliability of RNA-Seq. 

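For the Δ*amyR* mutant the Pearson correlation of log2(RPKM + 1) between replicates lay between 0.983 and 0.992 across genes, and that of RPKM was at least 0.961. The counts of 2 replicates had a chi-square per degree of freedom of at least 14.1 and so differed by more than sampling noise.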

Given a |log2(fold change)|>1 and probability≥0.8 as the threshold, we determined that 131 genes (S7 Table) were upregulated and 579 genes (S8 Table) were downregulated in response to the deletion of *amyR* compared with the wild-type, respectively.

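From the read counts, 692 genes were called in the Δ*amyR* mutant, 384 lower and 308 higher than in the wild-type strain. With libraries scaled to their total reads, 1062 were called lower and 150 higher. Of the 131 genes of S7 Table, 131 were called higher, and of the 579 genes of S8 Table, 241 were called lower under TMM and 563 under library-size scaling. Apart from *amyR*, the largest decreases were those of the α-amylase gene PDE_01201 and of PDE_03966, a putative α-glucosidase gene with a log2 fold change of -5.75 (standard error 0.30, 3 of 3 libraries lower, adjusted p = 1.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By fitted value, the largest increases included those of PDE_05193, a putative endoglucanase gene, and of PDE_03282, which encodes a hypothetical protein, at 4.59 (standard error 0.61). PDE_09450, between them by fitted value, had 0 reads in the wild-type libraries and was at least 1.11-fold higher by the mean of the Δ*amyR* libraries. Its lowest Δ*amyR* library held 2 reads, so its rank was not measured and the bound is weak.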

We then compared the RNA-Seq data for the 579 upregulated genes with that from the wild-type strain and Δ*amyR*, Δ*clrB*, Δ*creA*, and Δ*creA-gpdA*(p)::*clrB* mutants. The hierarchical clustering of these genes revealed nine groups of genes with similar expression patterns (S11 Fig). The expression levels for groups 1 and 2 increased in Δ*creA* and Δ*creA-gpdA*(p)::*clrB* mutants. 

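The 195 genes of group 1 had a median log2 fold change of 1.15 in the Δ*creA* mutant, with 110 called higher, and of 0.85 in the Δ*creA-gpdA*(p)::*clrB* strain, with 75 called higher. The corresponding medians under library-size scaling were 0.69 and 0.11. For the 122 genes of group 2 the medians were 1.37 and 2.56, with 88 and 117 genes called higher, and under library-size scaling 0.90 and 1.81. In the Δ*amyR* mutant group 1 had a median of -1.02, or -1.43 under library-size scaling, with 100 genes called lower.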

Group 1 consisted of 195 genes. Within this subset, the proteins with dolichyl-diphosphooligosaccharide-protein glycotransferase activity (p = 3.0e-8) were enriched. Similarly, five genes in this group involved in starch degradation (i.e., PDE_04151, PDE_09417, PDE_05527, PDE_01201, and PDE_01354) were enriched. This case demonstrates that AmyR is the main activator for amylase gene expression. 

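All 5 genes were called lower in the Δ*amyR* mutant. The α-amylase gene PDE_01201 had a log2 fold change of -7.06 (standard error 0.52, 3 of 3 libraries lower, adjusted p = 1.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its RPKM was 291 ± 41.4 in the wild-type strain and 1.62 ± 0.669 in the mutant (mean ± SD of 3 libraries). The change was -5.58 (standard error 0.38) for PDE_01354 and -5.53 (standard error 0.46) for the glucoamylase gene PDE_09417. It was smaller for PDE_05527, at -2.06 (standard error 0.21), and for the putative α-glucosidase gene PDE_04151, at -1.75 (standard error 0.28). Deletion of *creA* left 4 of the 5 called higher. Of the 5 genes 0 were called higher or lower in the Δ*creA-gpdA*(p)::*clrB* strain than in the wild-type strain under TMM, 2 were higher and 0 lower at an unadjusted p under 0.05, and 2 were called lower under library-size scaling.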

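With single libraries left out, the log2 fold change of PDE_01201 stayed between -7.45 and -6.84 and that of PDE_09417 between -5.69 and -5.44. The median of the 5 starch degradation genes was -5.53, far from the shift of all genes between scalings. From the decrease of these genes in the absence of AmyR, the paper concludes that AmyR is the main activator of amylase genes.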

Group 2 composed of 122 genes. The GO-term analysis of these genes displayed a significant enrichment in the molecular function categories of the structural constituent of ribosome (p = 2.6e-101) and rRNA binding (p = 1.8e-5). These results signify that AmyR may play an important role in the translation process (p = 1.8e-38). 

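The 122 genes of group 2, in which the paper found ribosomal genes enriched, had a median log2 fold change of -0.92 in the Δ*amyR* mutant. Of these genes 41 were called lower, 0 higher, and 112 were lower and 0 higher at an unadjusted p under 0.05. Under library-size scaling the median was -1.34. The enrichment itself was not analysed here.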

Groups 3 to 6, 8, and 9 showed no statistically significant results with cutoff (FDR<0.05) via GO-term analyses. Group 7 contained 67 genes, in which 20 genes were enriched in the carboxylic acid metabolic process (p = 9.02e-12).

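The 67 genes of group 7 had a median log2 fold change of -1.12 in the Δ*amyR* mutant, with 28 genes called lower, 0 higher, and 0 higher at an unadjusted p under 0.05. The median was -1.53 under library-size scaling, -0.86 without the first wild-type replicate and -1.32 without the third Δ*amyR* replicate.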

We also compared the RNA-Seq data for the 131 upregulated genes with that from the wild-type strain and Δ*amyR*, Δ*clrB*, Δ*creA*, and Δ*creA-gpdA*(p)::*clrB* mutants. The hierarchical clustering of these genes revealed four groups of genes with similar expression patterns (Fig 10B).

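The 84 genes of group 1 had a median log2 fold change of 1.29 in the Δ*clrB* mutant, with 39 called higher and 0 lower, and 0 lower at an unadjusted p under 0.05. The median in the Δ*creA* mutant was -0.49, with 1 gene called higher and 18 lower. For the Δ*creA-gpdA*(p)::*clrB* strain it was -0.67, with 4 genes called higher and 30 lower. Under library-size scaling the last 2 medians were -0.96 and -1.43. Without the second replicate of the deletion strain they were -0.78 and -1.06, respectively.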

Group 1 included 84 genes (S7 Table), which were induced in Δ*clrB* mutant but repressed in Δ*creA* mutant, particularly in Δ*creA-gpdA*(p)::*clrB* mutant. The GO enrichment analysis revealed the induced expressions of the subsets of genes involved in the cellular amino acid metabolic (p = 5.4e-10) and organic acid biosynthetic processes (p = 1.6e-5). 

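The 9 neighbouring genes PDE_01212 to PDE_01220 were all called higher in the Δ*amyR* mutant, with log2 fold changes from 1.68 for PDE_01219 to 2.59 for PDE_01217. Their log2 fold changes in the Δ*clrB* mutant ran from 1.07 to 1.52, and 2 of them, PDE_01212 and PDE_01214, were called higher. Both of those calls were lost in each fit that left out 1 library apart from the one without the second Δ*clrB* replicate, in which 7 of the 9 were called. The log2 fold changes in the Δ*creA* mutant lay between -0.50 and -0.09, 0 genes were called higher or lower, and 0 had an unadjusted p under 0.05. Of the 9 genes 1 was called lower in the Δ*creA-gpdA*(p)::*clrB* strain, and 8 were called lower there under library-size scaling.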

One gene cluster (from PDE_01212 to PDE_01220) encoding unclassified proteins was also involved in this dataset.

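The 22 genes of group 2 had a median log2 fold change of 3.44 in the Δ*creA* mutant and 4.08 in the Δ*creA-gpdA*(p)::*clrB* strain against the wild-type strain, with 21 and 22 genes called higher. Directly between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant the median was 0.75, or 0.47 under library-size scaling, and 8 genes were called higher.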

Group 2 consisted of 22 genes that were induced in Δ*creA* mutant (S7 Table), especially in Δ*creA-gpdA*(p)::*clrB* mutant. The GO function annotation of this subset genes revealed that the genes for hydrolase activity (p = 8.2e-12) constitute the largest group, including nine cellulase genes (i.e., PDE_07124, PDE_07945, PDE_05193, PDE_05633, PDE_09226, PDE_07929, PDE_00507, PDE_07928, and PDE_01261), five hemicellulase genes (i.e., PDE_06649, PDE_02101, PDE_09278, PDE_06023, and PDE_08094), β-glucosidase-encoding genes (i.e., PDE_00579 and *bgl2*), swollenin (i.e., PDE_02102), acetylesterase (i.e., PDE_05194), ABC multidrug transporter (i.e., PDE_07165), and formyltetrahydrofolate deformylase (i.e., PDE_07944). This group also contained cellodextrin transport-1-encoding genes (i.e., PDE_00607), a tetratricopeptide repeat protein (i.e., PDE_08095), and a hypothetical protein (i.e. PDE_06089).

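In the Δ*amyR* mutant the 9 cellulase genes were all called higher than in the wild-type strain, with log2 fold changes from 2.31 for PDE_01261 to 4.93 for PDE_05193. For *cbh1* the change was 3.57 (standard error 0.37, 3 of 3 libraries higher, adjusted p = 2.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its RPKM in the mutant was 8951 ± 2074 (mean ± SD of 3 libraries). For *eg2* it was 4.22 (standard error 0.28). Over all 18 predicted cellulase genes, 11 were called higher over all genes tested and 11 when adjusted over the list alone. PDE_09014 was called lower, at -1.52 (standard error 0.25), and the call of PDE_05445, at 1.24 (standard error 0.30), was lost without the first Δ*amyR* replicate, at 0.88, and under library-size scaling, at 0.83. PDE_06439, at 0.69 (standard error 0.29), was not called, nor was PDE_06768, at -0.88 (standard error 0.26), which was called lower with limma, under library-size scaling and without the first Δ*amyR* replicate, at -1.10. The 5 hemicellulase genes were called higher, from 1.44 for PDE_06649 to 3.11 for PDE_06023. *bgl2* changed by 1.99 (standard error 0.19), the swollenin gene PDE_02102 by 2.12 (standard error 0.31) and the acetylesterase gene PDE_05194 by 2.53 (standard error 0.44). PDE_07165 changed by 1.48 (standard error 0.32) and PDE_07944 by 2.11 (standard error 0.17), all called higher.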

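In the Δ*amyR* mutant PDE_00607 changed by 1.44 (standard error 0.21), PDE_08095 by 1.45 (standard error 0.17) and PDE_06089 by 1.56 (standard error 0.17) on the log2 scale, and all 3 were called higher. PDE_06089 changed by 0.98 (standard error 0.17, 3 of 3 libraries higher, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the Δ*creA* mutant. It was not called there, but was in 3 of the fits that left out 1 library, at 1.01 without the first and 1.03 without the second wild-type replicate. It was called higher in the Δ*creA-gpdA*(p)::*clrB* strain than in the Δ*creA* mutant, at 1.41 (standard error 0.17).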

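The median log2 fold change of the 16 genes of group 3 was 1.47 in the Δ*creA* mutant, with 14 called higher, and 1.94 in the Δ*creA-gpdA*(p)::*clrB* strain, with all 16 called higher. Directly between these strains it was 0.55, or 0.27 under library-size scaling, and 3 genes were called higher in the Δ*creA-gpdA*(p)::*clrB* strain.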

Group 3 comprised 16 genes that were induced in Δ*creA* mutant (S7 Table), particularly in Δ*creA-gpdA*(p)::*clrB* and Δ*amyR* mutants. This gene set was categorized using GO terms. The results illustrated that the genes involved in the carbohydrate metabolic process (p = 1.06e-6) were enriched, including hemicellulases-encoding genes (i.e., PDE_01302, PDE_09710, and PDE_05998), endoglucanase (PDE_09969), β-glucosidase (PDE_04251), α-mannosyltransferase (PDE_09901), and α-xylosidase (PDE_06944). 

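In the Δ*amyR* mutant all 7 genes were called higher, with log2 fold changes of 2.52 (standard error 0.26) for PDE_01302, 2.94 (standard error 0.26) for PDE_09710 and 1.86 (standard error 0.28) for PDE_05998. The change was 3.27 (standard error 0.32) for PDE_09969, 2.45 (standard error 0.25) for PDE_04251, 2.43 (standard error 0.29) for PDE_09901 and 1.62 (standard error 0.23) for PDE_06944. All 7 were called higher in the Δ*creA* mutant as well, and 5 of them under library-size scaling. The smallest of these changes was that of PDE_06944, at 1.00 (standard error 0.22, 3 of 3 libraries higher, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost without the third wild-type replicate, at 0.93, and without the first or second Δ*creA* replicate, at 0.98 and 0.99.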

More importantly, a putative cellulose degradation regulator (PDE_05883) was observed within this set. 

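PDE_05883 changed by -1.05 (standard error 0.17, 3 of 3 libraries lower, adjusted p = 7.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the Δ*clrB* mutant and was called lower, except without the second Δ*clrB* replicate, at -0.98. It rose by 1.59 (standard error 0.17) on the log2 scale in the Δ*creA* mutant, and in the Δ*amyR* mutant by 2.08 (standard error 0.17). Between the Δ*creA*-Δ*clrB* and Δ*creA* mutants it fell, with a log2 fold change of -3.37 (standard error 0.19).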

The transcriptional expression for PDE_05883 was ClrB-dependent and repressed by CreA and AmyR. Moreover, this expression showed an additive increase in Δ*creA-gpdA*(p)::*clrB* under cellulose conditions (RPKM: 6.9±0.8 in Δ*clrB*, 35.3±1.4 in Δ*creA*, 3.4±1.1 in *ΔcreA-ΔclrB*, 62.9±9.6 in Δ*creA-gpdA*(p)::*clrB*, and 51.4±3.8 in Δ*amyR* for PDE_05883 *versus* 16.1±0.6 in the wild-type strain). 

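The deposited RPKM of *clrB-2* (PDE_05883) averaged 16.1 ± 0.623 in the wild-type strain, 6.86 ± 0.838 in the Δ*clrB* mutant, 35.3 ± 1.39 in the Δ*creA* mutant and 3.44 ± 1.07 in the Δ*creA*-Δ*clrB* mutant (mean ± SD, n = 3). It averaged 62.9 ± 9.62 in the Δ*creA-gpdA*(p)::*clrB* strain and 51.4 ± 3.77 in the Δ*amyR* mutant. From the read counts, the log2 fold change between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant was 1.12 (standard error 0.16, 3 of 3 libraries higher, adjusted p = 8.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With libraries scaled to their total reads it was 0.83, under the threshold of 1.

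**Figure D2:**
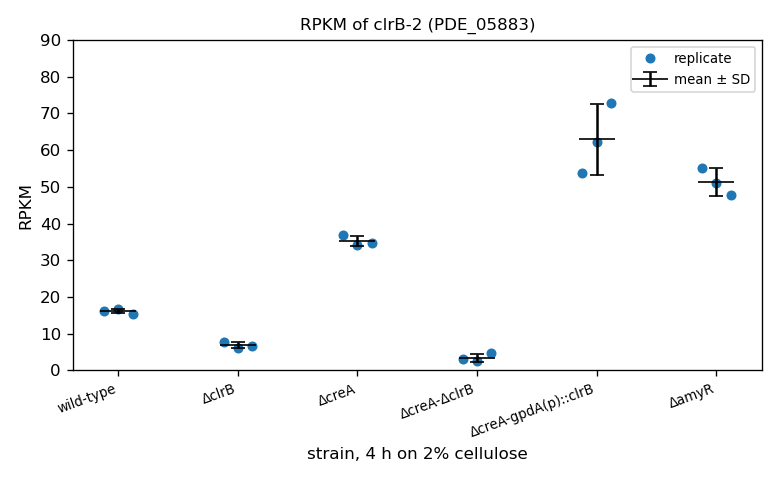
RPKM of *clrB-2* (PDE_05883) on the vertical axis in 6 strains after 4 hours on 2% cellulose. Each point is 1 replicate, and each bar and whisker give the mean and SD of 3 replicates. The Δ*creA*, Δ*creA-gpdA*(p)::*clrB* and Δ*amyR* libraries lie above the wild-type libraries, and the Δ*clrB* and Δ*creA*-Δ*clrB* libraries lie below them.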

The variations in the expression levels of PDE_05883 in these mutants were further identified via q-PCR experiments (Fig 10C). PDE_05883 encodes a conserved fungal Zn_2_Cys_6_ binuclear cluster domain with a significant amino acid homology with *N*. *crassa* cellulase essential regulator CLR-2 (NCU08042) for cellulose degradation. PDE_05883 shares 37% identity with CLR-2 in *N*. *crassa* (BioEdit, Expect = 5e-096) and a 45% identity with *P*. *oxalicum* ClrB (BioEdit, Expect = 5e-0163). Therefore, the gene of PDE_05883 was named as *clrB*-*2*, and the corresponding protein was called ClrB-2. The *P*. *oxalicum* closest homolog ClrB (BioEdit, Expect = e-131) of *N*. *crassa* CLR-2 was identified in this study. The function of ClrB involved in cellulose degradation was also extensively characterized in the preceding discussion. Nonetheless, only limited information has been reported about the molecular mechanism of this ClrB-2. In sum, the above findings provide an additional objective assessment of the role of AmyR in regulating cellulase expression. Likewise, the preceding analyses suggest that the combinatorial cross-regulation of ClrB, CreA, AmyR, and PDE_05883 defining a regulatory network of cellulase expression must be further characterized.

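Between the Δ*creA* mutant and the wild-type strain, the 4 genes PDE_02004, PDE_05599, PDE_08743 and PDE_09301 had a median log2 fold change of -0.08. There 0 of them were called higher or lower, and 0 had an unadjusted p under 0.05. Under library-size scaling the median was -0.55, close to the shift of all genes under that scaling, and it was -0.15 without the second Δ*creA* replicate. The Δ*creA-gpdA*(p)::*clrB* strain had all 4 called higher, with a median of 2.24.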

Group 4 consisted of four genes that were repressed in Δ*creA* mutant (S7 Table), but were significantly induced in Δ*creA-gpdA*(p)::*clrB* and Δ*amyR* mutants. These genes involved β-1, 6-glucanase-encoding genes (PDE_02004), succinate semialdehyde dehydrogenase (PDE_05599), 5-nitroimidazole antibiotic resistance protein (PDE_08743), and 4-aminobutyrate aminotransferase (PDE_09301).

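In the Δ*amyR* mutant PDE_02004 changed by 2.21 (standard error 0.45), PDE_05599 by 2.25 (standard error 0.27), PDE_08743 by 2.12 (standard error 0.22) and PDE_09301 by 2.16 (standard error 0.25) on the log2 scale, all called higher. The Δ*creA* mutant differed less, and there PDE_02004 changed by 0.81 (standard error 0.44) and PDE_09301 by -0.28 (standard error 0.24). Between the Δ*creA-gpdA*(p)::*clrB* strain and the Δ*creA* mutant PDE_05599 rose by 2.93 (standard error 0.28, 3 of 3 libraries higher, adjusted p = 8.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while PDE_02004, at 1.05 (standard error 0.44), was called only without the first Δ*creA-gpdA*(p)::*clrB* replicate, at 1.42, or with the replicate number as a block.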

### Direct interactions of the transcription factors ClrB, XlnR, CreA, and AmyR

The results of the transcriptome analyses, Northern blot, and q-PCR experiments specified above demonstrate that the core cellulolytic genes are tightly regulated by ClrB, CreA, AmyR, and XlnR transcription factors under inducing conditions. The fine-tuned regulation mechanisms allowed us to hypothesize that these central transcription factors may directly bind to the promoters of their core targets. This case was expected because the CreA and XlnR homologs in *T*. *reesei* [42] have been determined to be capable of binding to cellulase gene promoters, corresponding to *cbh1* in *P*. *oxalicum*. To support this hypothesis, GST-tagged ClrB (GST-ClrB), CreA (GST-CreA), and XlnR (GST-XlnR) binding domains were separately expressed in *Escherichia coli* and were purified. The nucleotide sequences of the putative target gene corresponded to 2 kb *cbh1* promoter fragment. The abilities of the recombinant proteins to bind to *cbh1* were assessed via electrophoretic mobility shift assay (EMSA). When the concentration of GST-ClrB, GST-CreA, or GST-XlnR fusion proteins increased, slower migrating shifted bands were evident (Fig 11A). However, no shifted band could be observed only with a high-concentration GST (negative control). These findings signify that ClrB, CreA, and XlnR could directly bind to *cbh1* promoter region, and the number of binding sites may be more than one.

**Fig 11:**
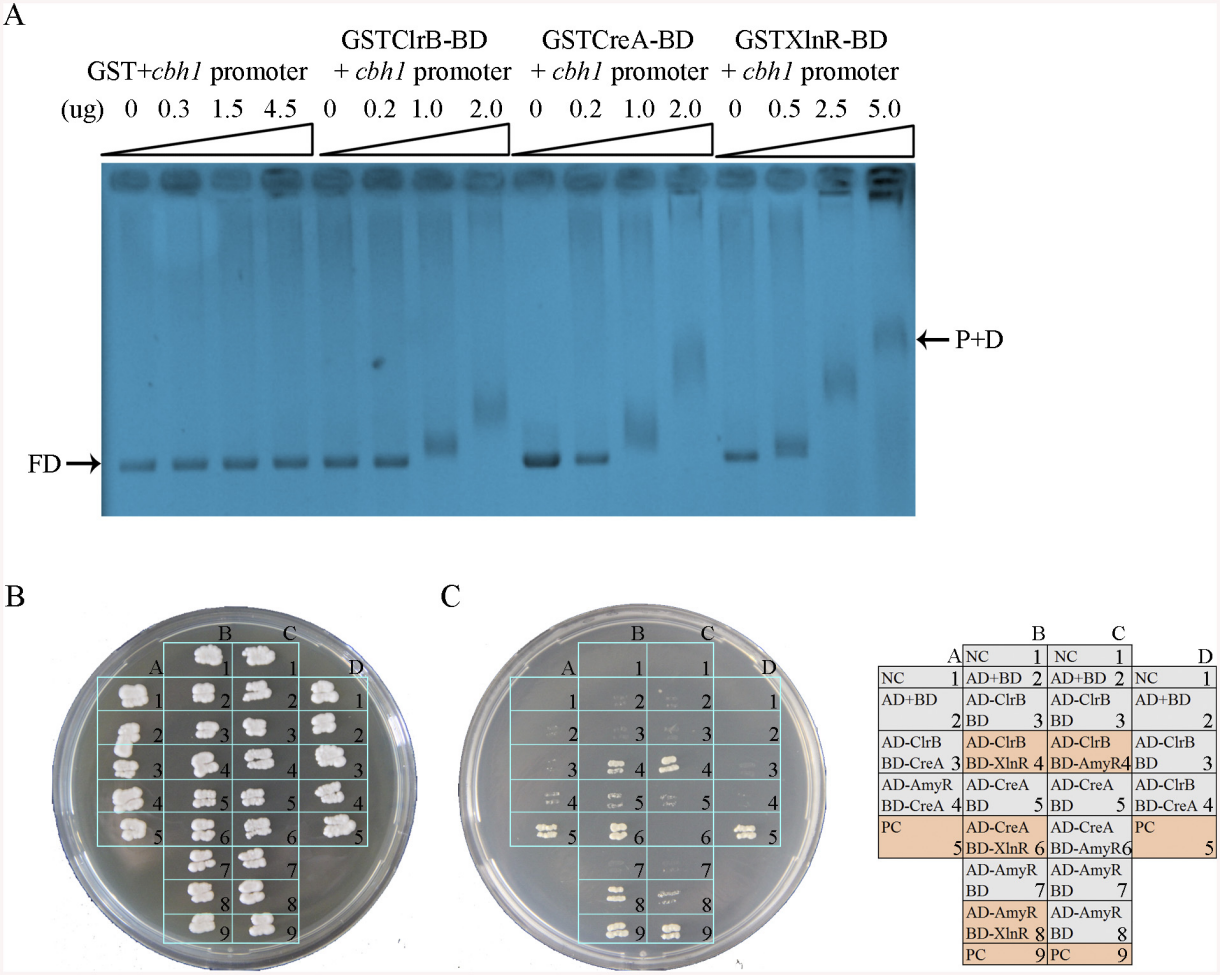
Electrophoretic mobility shift assay and protein interaction among ClrB, CreA, AmyR and XlnR. (A) Bandshifts showing GST-fusion ClrB-DNA-binding domain (GST ClrB-BD), GST-fusion CreA-DNA-binding domain (GST CreA-BD) and GST-fusion XlnR-DNA-binding domain (GST XlnR-BD) binding to *cbh1* promoter, compared to the GST negative control. FD, free DNA; P+D, protein-DNA complexes. (B) Yeast two-hybrid (Y2H) assay to detect interactions of ClrB with CreA, XlnR and AmyR on SD base medium including every essential amino acid. (C) Cells that contained positive direct interactions proteins for ClrB and XlnR (column, B4), CreA and XlnR (column, B6), AmyR and XlnR (column, B8) as well as ClrB and AmyR (column, C4) *in vitro* on quadruple dropout medium: SD/-Ade/-His/-Leu/-Trp. NC, negative control. PC, positive control.

An important question is whether the direct interactions associated with these regulators play important roles in regulating their target genes by assembling into active transcription complexes, in addition to their direct binding to DNA segments, as observed in *T*. *reesei* [42,43]. To investigate this possibility, the full-length open reading frames (ORFs) of the transcription factors ClrB, CreA, AmyR, and XlnR were PCR amplified using cDNA from *P*. *oxalicum* 114–2 as the templates. All amplicons were cloned into plasmid pGAD-T7 and separately obtained fusion proteins (i.e., AD-ClrB, AD-CreA, AD-XlnR, and AD-AmyR). Similarly, the full-length *creA*, *amyR*, and *xlnR* were cloned into the partner plasmid pGBK-T7 and resulted in BD-CreA, BD-AmyR, and BD-XlnR. Protein–protein interaction assay was performed. The results showed that the strains with interactions between ClrB and AmyR, XlnR and ClrB, XlnR and AmyR, and XlnR and CreA could grow on synthetic drop-out (SD) plates that lack Leu, Trp, and His (QDO, Clontech) (Fig 11B). Likewise, the results revealed that XlnR interacted directly with ClrB, CreA, and AmyR as well as with ClrB and AmyR *in vitro*.

## Discussion

Several conserved and essential transcription factors for cellulase and hemicellulase genes have been recently described in cellulolytic fungi; yet, the regulatory patterns of these factors have not been thoroughly analyzed [10,15–17,23]. In this study, a single-gene disruptant mutant library of the transcription regulators in *P*. *oxalicum* was constructed, and 20 transcription factors that play a pivotal role in the activation or inhibition of cellulose deconstruction were identified. Of these screened transcription factors, ClrB, CreA, XlnR, and AmyR were selected for further analyses. The cellulase expression regulated by additive cellulolytic effectors was observed. The results correspondingly provided comprehensive information for deciphering and redesigning a cellulase expression regulation network for rational engineering of cellulase hyper-producers.

### ClrB

In this study, a master transcription factor ClrB was exceptionally identified in *P*. *oxalicum* transcription factor mutant set screening. This key transcription factor positively regulated the cellulolytic gene expression, and its deletion strain exhibited dramatically reduced cellulase activities (Fig 1B). However, this factor was not strictly required for xylanase gene expression. The homology search of *P*. *oxalicum* ClrB within some fungal proteomes showed that the homologs of ClrB (i.e., Clr-2 in *N*.*crassa*, ClrB in *A*. *nidulans*, and ManR in *A*. *oryzae*) [16,17] were recently determined and were required to induce major cellulases, some major hemicellulases, and mannanolytic enzyme gene expression. The search of *T*. *reesei* protein databases via a Basic Local Alignment Search Tool using a ClrB/Clr-2 query revealed that a protein (Trire2: 26163) with low sequence identity existed. However, the homology search of *N*.*crassa* Clr-2 within *P*. *oxalicum* proteome illustrated that the protein sequences for ClrB (BioEdit, Expect = 5e-0163) and PDE_05883 (BioEdit, Expect = 5e-096) have 45% and 37% identity with Clr-2 sequence [17], respectively. These phenomena for two Clr-2 homologs in *P*. *oxalicum* proteome were not observed in *N*. *crassa* and *T*. *reesei* proteomes. This case suggests that differential-inducing mechanisms for cellulase expression may exist among cellulolytic fungi.

### XlnR

The homologs of regulator XlnR were the most conserved in cellulolytic fungi [10–12]. However, *P*. *oxalicum* XlnR does not have the same transcriptional inducing ability for cellulolytic and xylanolytic genes as in others [10–12]. Significant differences in these regulatory patterns for cellulase genes were observed in *P*. *oxalicum* Δ*xlnR* and *T*. *reesei* Δ*xyr1* mutants [10]. The lack of XlnR homolog in *T*. *reesei* eliminated cellulase expression, but not in *P*. *oxalicum* Δ*xlnR* mutant (Fig 2A and 2B). The deletion of *P*. *oxalicum xlnR* slightly reduced the transcript levels of some cellulases and abolished the major xylanase expression under induction conditions (Fig 2A), which were similar to that in *N*. *crassa* Δ*xlr-1* mutant [12]. These findings suggest that the transcriptional regulation of lignocellulose-degrading enzymes mediated by XlnR homologs may be highly conserved in various filamentous fungi, but may also have interesting differences.

### CreA

CreA/CRE1/CRE-1 is a wide-domain master regulator of carbon metabolism identified in filamentous fungi [7–9]. This regulator allows an organism to utilize a preferred carbon source but hinders it from metabolizing complex carbon sources, including cellulose [7–9]. In this study, the function of CreA homologs in repressing cellulolytic and xylanolytic gene expressions was conserved among cellulolytic fungi (Fig 2A and 2B). CreA homologs generally play an important role among cellulolytic fungi by linking CCR to developmental programs, including the conidia formation and hyphal morphology in *T*. *reesei* [23] and *P*. *oxalicum* (Fig 5B). This study determined that some transcription factors (i.e., PDE_07199, PDE_04095, and PDE_08372) are involved in both developmental programs and cellulase induction expression (Table 1). These regulators are conserved in cellulolytic fungi (Table 1). Therefore, the possible existence of an intimate crosstalk among certain developmental processes, such as sporulation and cellulase production pathways, is mediated by some regulators in ascomycete fungi.

### AmyR

By using RNA-seq data, we showed that expression of *amyR* was synergistically decreased in the Δ*creA*-*gpdA*(p)::*clrB* mutant. The lack of AmyR significantly induced cellulase expression and decreased the expression for amylase genes involved in starch degradation (Fig 9A–9C). As such, AmyR may control the balance between starch and cellulose utilization by inducing and/or repressing cellulolytic and amylolytic gene expressions in *P*. *oxalicum*, respectively. The multiple-sequence alignment analysis showed that *P*. *oxalicum* AmyR shares a weak homology with *N*. *crassa* COL26 (NCU07788, 23% sequence identity, E value = 2e-038 by BioEdit) [44] and *T*. *reesei* BglR (Trire2: 52368, 24% sequence identity, E value = 3e-031 by BioEdit) [18], but is highly homologous to *T*. *reesei*, a functionally uncharacterized Zn(II)_2_Cys_6_-type fungal-specific transcription factor (Trire2: 55105, 38% sequence identity, E value = 9e-095 by BioEdit). Interestingly, the regulatory functions of AmyR gene were distinct from those of *N*. *crassa* COL26 [44] and *T*. *reesei* BglR [18]. During its initial response to cellulose, *P*. *oxalicum* Δ*amyR* mutant exhibited induction and did not decrease the cellulolytic gene expression as in *N*. *crassa* Δ*col*-*26* mutant [44]. Moreover, *N*. *crassa* COL26 obviously repressed *cre-1* transcription to promote the relief of CCR [44], but the *creA* transcript abundance only slightly increased in *P*. *oxalicum* Δ*amyR* mutant. 

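In the Δ*amyR* mutant *creA* had 3690, 4687 and 3348 reads in the 3 libraries on cellulose. Its log2 fold change against the wild-type strain was 0.64 (standard error 0.16, 3 of 3 libraries higher, adjusted p = 0.0088 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called. With single libraries left out the change stayed between 0.53 and 0.76. All 3 Δ*amyR* libraries lay above all 3 wild-type libraries after TMM scaling, and with libraries scaled to their total reads the change was 0.23.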

*N*. *crassa* Δ*col*-*26* mutant exhibited a severe growth defect on glucose, but not in *P*. *oxalicum* Δ*amyR* mutant. Although both *T*. *reesei* BglR [18] and *P*. *oxalicum* AmyR mutants displayed an elevated cellulase expression under inducing conditions, they demonstrated distinct regulatory trends to β-glucosidase expression. This difference might be related to the functional studies of BglR in *T*. *reesei* mutant PC-3-7 containing *bgl2* mutation and other uncharacterized mutations [18]. Nevertheless, *T*. *reesei* 55105 (Trire2), which is much more homologous to *P*. *oxalicum* AmyR than *T*. *reesei* BglR (Trire2: 52368), may be a candidate regulator involved in cellulase expression regulation.

### Cascade regulation for cellulolytic genes

The cellulase expression in *P*. *oxalicum* is a highly coordinated process regulated by a suite of cellulolytic transcription factors (i.e., ClrB, CreA, XlnR, AmyR and ClrB-2) and other novel uncharacterized regulators. In this study, the cellulolytic regulators ClrB, XlnR, AmyR and ClrB-2 were significantly regulated at the transcriptional levels during their growth on glucose, but slightly at the early phase for under cellulose growth conditions (Figs 5A and 12A). The CreA tightly regulated the expression of *clrB*, *xlnR*, *amyR* and *clrB-2* in response to environmental carbon. These data suggested that CreA might have a cascade regulation because it repressed the activator genes for AmyR, ClrB, ClrB-2 and XlnR as well as the structural genes whose expression was upregulated by ClrB, XlnR and ClrB-2 (Fig 12A). This “double-lock” regulation of cellulolytic genes mediated by regulator homologues in cellulolytic fungi might be general, which could facilitate the fast conversion of carbon metabolism from favored carbon sources to cellulose and hemicellulose utilization. This cascade regulation mechanism mediated by *P*. *oxalicum* CreA was similar to the pathway described Cre1-mediated double repression of *xyr1* and *xyn1* in *H*. *jecorina* [10]. Some similar situations with regard to the repression of the transcription of *A*. *nidulans* ethanol and xylan regulons have been previously reported [45,46]. The deletion of *creA* resulted in the slightly decreased expression of *amyR* (Fig 10A), whose absence further led to the upregulation of cellulase genes (Fig 12A). Similarly, the overexpression of ClrB led to a decreased expression of *amyR*, whose expression level was synergistically downregulated in RE-10 mutant, but increased in *gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB* mutant (Fig 10A). These data implied that regulatory function of ClrB and CreA on *amyR* expression may be important for cascade regulation for cellulolytic genes under cellulose growth conditions.

**Fig 12:**
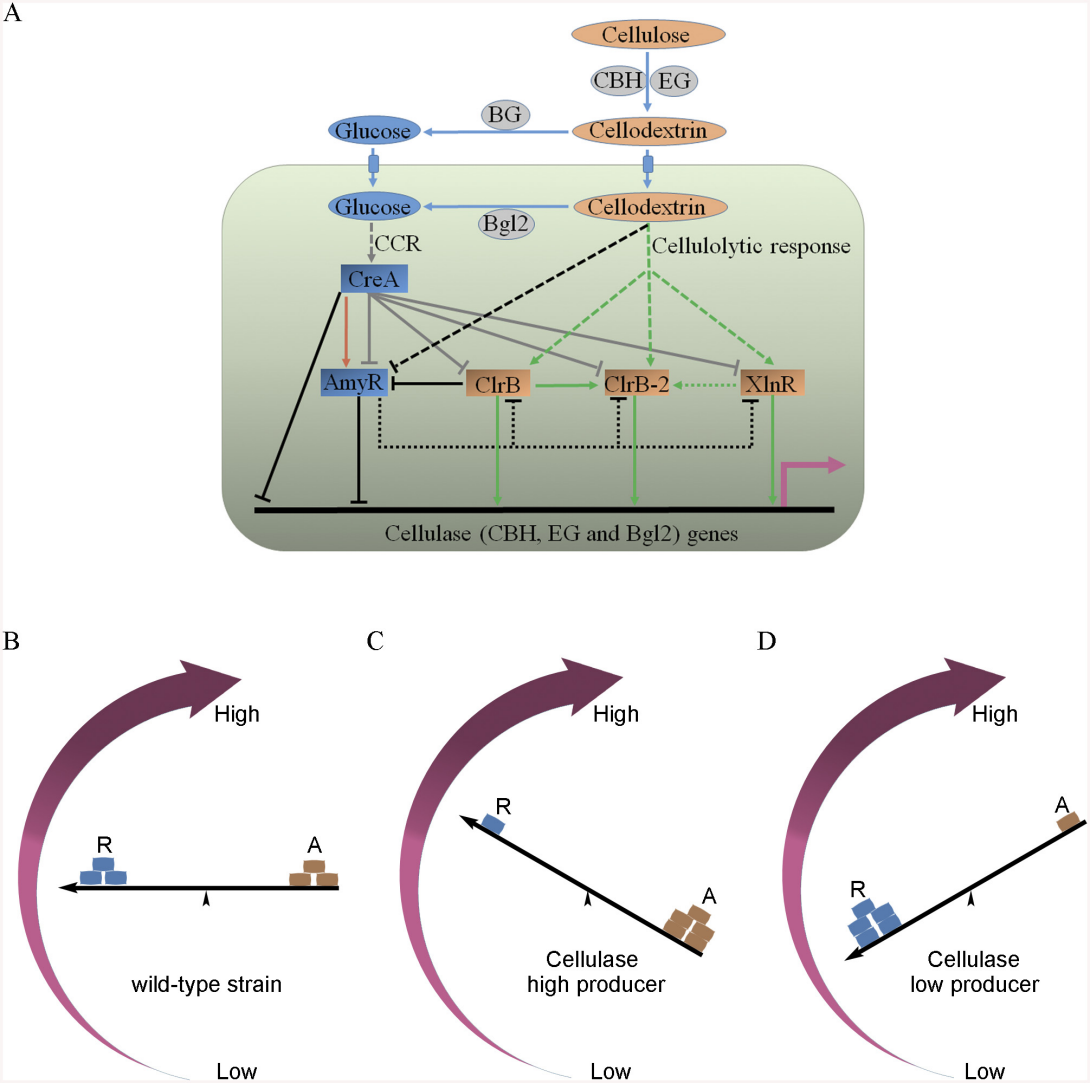
Model of regulation of cellulase expression by ClrB, CreA, AmyR, XlnR and ClrB-2 in *P*. *oxalicum*. (A) Under cellulose growth conditions, cellulolytic inducers (cellodextrins) were liberated from cellulose by cellulase. Lack of the major intracellular beta-glucosidase Bgl2 facilitates the accumulation of intracellular cellodextrins, which can trigger signaling cascades that include expression of cellulase genes repressed by CreA and AmyR and activated by ClrB, XlnR and ClrB-2. Cellulase gene expression was synergistically enhanced by simultaneous overexpression of ClrB and lack of CreA, and additively increased in Δ*amyR-gpdA*(p)::*clrB*, Δ*amyR*-Δ*creA* and *gpdA*(p)::*clrB*-*gpdA*(p)::*xlnR* mutants. However, transcriptional regulation for cellulolytic regulator genes is also an important and powerful part of the regulatory network of cellulase gene expression. In the early cellulolytic induction, ClrB functions to repress expression of *amyR*, whose expression level is downregulated in Δ*creA*-*gpdA*(p)::*clrB* mutant and further in Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB* mutant, and thus is activated by CreA (brown arrow) and reduced in Bgl2-deficient background. AmyR may also play a role in repressing *clrB*, *xlnR* and *clrB-2* expression on cellulose (dotted line). In addition, the novel cellulolytic regulator gene *clrB-2* expression is induced by ClrB and may be enhanced by XlnR. Moreover, transcriptional expression for ClrB, AmyR, XlnR and ClrB-2 genes is also repressed by CCR mediated by CreA in the presence of glucose (gray plunger). For each regulatory step, arrow means positive control, and plunger means negative control. (B) A “seesaw model” understanding the regulation of the cellulolytic system in transcription levels for the cellulase genes in the *P*. *oxalicum* wild-type strain. “R” means repressor, and “A” means activator. “←” means promoters for cellulase genes. (C) A “seesaw model” shows the transcription levels for cellulase genes increase by enhancing the positive regulation of activators or/and reducing the negative control of repressors (i.e. Δ*creA*, Δ*amyR*, *gpdA*(p)::*clrB*, *gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB*, *gpdA*(p)::*xlnR*, *gpdA*(p)::*xlnR*-*gpdA*(p)::*clrB*, Δ*creA*-*gpdA*(p)::*clrB*, RE-10, RE-27 and RE-29). A “seesaw model” in (D) shows the transcription levels for cellulase genes reduce by decreasing the positive regulation of activators or/and increasing the negative regulation of repressors (i.e. Δ*clrB*, Δ*xlnR*, Δ*clrB-*Δ*xlnR* and *gpdA*(p)::*creA*).

Another key finding of this study is that the transcriptional expression of ClrB-2, a novel regulator, is responsive to ClrB, XlnR, CreA and AmyR, which implied that ClrB-2 may mediate the cascade transcriptional regulation for cellulolytic genes by ClrB, XlnR, CreA and AmyR (Figs 5A, 10C and 12A). We did not systematically determine how cellulolytic genes could transform in *clrB*-*2* mutant yet. Nonetheless, the variable expression levels on cellulose in these regulator mutants suggest that ClrB-2 is one of the most interesting target in *P*. *oxalicum* cellulolytic regulatory networks. Whether ClrB, CreA, XlnR, and AmyR converge to exert their partial regulatory function via ClrB-2 on cellulolytic gene expression must be urgently elucidated.

### Synergistic and dose-controlled regulation by cellulolytic regulators

The synergistic and collective regulations of cellulase expression by cellulolytic regulators are still elusive and largely uncharacterized in cellulolytic fungi. Thus far, no research has systematically investigated whether or how the most central cellulolytic factors CreA and ClrB homologs perform the synergistic regulation of cellulase genes. In this study, Δ*creA*-*gpdA*(p)::*clrB* strain yielded strong synergistic effects on cellulase expression (Figs 1A–1E, 2A and 2B). This observation indicates that the full induction of cellulase genes requires not only an exclusive inducer-induction and activation by positive regulators, but also the release of negative transcription factors. In accordance to these synergistic regulatory mechanisms in *P*. *oxalicum*, we constructed significantly higher cellulase hyper-producer RE-27 and RE-29 than the triple-mutant RE-10 (Fig 8A and 8B). We believe that the RERN technology presented here will be a valuable contribution in transforming some non-industrial model species (e.g., *N*. *crassa* and *A*. *nidulans*) into more industrially relevant species.

A very interesting finding in this study is that the cellulase expression increased evidently accompany with the increase of the copy number and the efficiency of its promoter of *clrB* or *xlnR* gene (Fig 8A and 8B, and S3A–S3D Fig), indicating that a tunable cellulase expression may be controlled by the activator concentration under cellulose conditions. These data signify that the cellulase expression is not only dependent on the presence of the activators ClrB and XlnR, but also severely dependent on their dose effects of ClrB and XlnR transcriptional abundances.

The other issue that must be explored is how cross-correlations occur between the cellulolytic regulators. To evaluate the role of CreA in CreA-mediated repression of cellulase and hemicellulase gene expressions, we developed three possible hypotheses. a) Putative CreA binding sites overlap with the putative ClrB or XlnR binding sites, and CreA could preferentially bind to the sites and/or block their binding to target promoters by competition. A recent study identified the presence of putative cis-regulatory elements recognized by both XYR1 and CRE1 and spaced in XYR1- and CRE1-dependent cellulase gene promoters [42]. b) CreA could stably associate with ClrB or XlnR components to form a heterocomplex, thereby making ClrB and XlnR completely non-functional for the induction of cellulolytic and xylanolytic genes. In this study, CreA and XlnR were assumed to directly interact with each other according to the yeast two-hybrid assay (Fig 11B and 11C). c) The activity of transcription factor is influenced by intracellular protein post-translational modifications, such as phosphorylation. These modifications may influence the ability of the transcription factor to bind to its binding sites [47]. In sum, the findings presented above support our proposition that biological relevances may exist between CreA and ClrB as well as between CreA and XlnR, which tightly regulate the expression of cellulase and hemicellulase genes.

### Cellulase regulatory network sensitive to inducers in the intracellular environments

Beta-glucosidases are the conserved components required in cellulose deconstruction, the number of which significantly varies among the genomes of cellulolytic fungi [24,48,49]. The lack of *P*. *oxalicum* intracellular Bgl2 contributes to the increase of cellulase expression [27], but not in *T*. *reesei* [50] and *N*. *crassa* [51]. These findings have raised the question as to how Bgl2 mediates the carbon metabolism involved in signal cascades in relation to the regulation of cellulase gene expression, which may reflect the general trend of cellobiose/cellodextrins-induced cellulase expression in cellulolytic fungi [27,50,51]. Some β-glucosidases in *T*. *reesei* [50] and *N*. *crassa*. [51] have been observed to play important roles in balancing cellobiose production and metabolism in intra- and extra-cellular environments. Given the general phenomenon that cellobiose induces cellulase expression in cellulolytic fungi [27,50,51], *P*. *oxalicum* Δ*bgl2*-*gpdA*(p)::*clrB* mutant showed a strongly elevated cellulase expression (Fig 7A and 7B), which could be partially ascribed to the signal induction cascade mediated by cellobiose/cellodextrins from cellulose (Fig 12A). The robust induction of cellulase expression in Δ*bgl2*-Δ*creA* mutant was remarkably greater than that in each deletion mutant on cellulose (Fig 7A and 7B). This observation supports the premise that the CCR mediated by CreA increased when the major predicted intracellular β-glucosidase was absent under cellulose growth conditions. Although the lack of Cre-1 in *N*. *crassa* triple β-glucosidase mutant showed higher concentrations of secreted active cellulases than that in wild-type strain on cellobiose, it did not facilitate protein production and cellulase induction on cellulose [51]. In sum, ClrB positively regulated the transcriptional expression of *bgl2* (S5 Fig), but its deletion conversely enhanced the signal cascade activation regulation by ClrB and/or the repression regulation of CCR mediated by CreA (Figs 7A, 7B and 12A). In addition, we also determined that the cellulase expression in Δ*bgl2-*Δ*amyR* double mutant was further enhanced compared with each individual deletion strain (S10A Fig). These results revealed that the functional regulations for cellulase expression by these cellulolytic regulators may be sensitive to inducers in intracellular environments. This finding implies that the combination of intracellular cellodextrin induction and redesigned cellulolytic transcription factor regulation in *P*. *oxalicum* may be general for the full induction of cellulase expression on cellulose.

### Inducer-free cellulase expression in cellulolytic fungi

Many recent studies have attempted to robustly produce cellulases without inducers, but the molecular mechanism of cellulase induction under non-inducing conditions has remained elusive in diverse cellulolytic species [20,40]. Recently published data also showed that the misexpression of *N*. *crassa clr-2* through P*ccg*-1 [20] and P*tcu1*-driven expression of *xyr1* [40] was sufficient for inducer-free cellulase expression. However, the cellulolytic gene transcript between *P*. *oxalicum gpdA*(p)::*clrB* and wild-type strains had no obvious differences under non-inducing conditions. Such case was similar in the XlnR activator in the *gpdA*(p)::*xlnR* strain under CreA-mediated CCR, and *cbh1* transcription was still remarkably in low-level expression in the Δ*creA* mutant on a carbon-free medium, which indicates the full induction requirement of cellulase gene expression, as evident in *T*. *reesei* [25] or *N*. *crassa* [51]. However, the cellulolytic gene transcription levels were obviously upregulated in the Δ*creA*-*gpdA*(p)::*clrB* mutant under repressing conditions. These findings implied that the lack of CreA contributed to the activating function for ClrB on cellulolytic genes even in glucose. Notably, the Δ*bgl2*-*gpdA*(p)::*clrB* strain exhibited an induction transcription of core cellulase genes for several orders of magnitude increase than the wild-type strain that shifted to a carbon-free medium (Fig 7C and S7C Fig). No bulk of cellodextrins was apparently transported into the cell to induce cellulase gene expression when subjected to starvation, but the induction abilities of these core cellulase regulons in the Δ*bgl2*-*gpdA*(p)::*clrB* mutant under non-inducing conditions were comparable to under cellulose conditions (Fig 7C and S7C Fig). The *amyR* expression level had a 7.7-fold decrease, *clrB* had a 17.5-fold increase, and *clrB*-*2* had a 9.3-fold increase in the Δ*bgl2*-*gpdA*(p)::*clrB* mutant versus wild-type strain under carbon-free conditions (Fig 7D), which implied that AmyR, ClrB, and ClrB-2 were possibly tightly involved in cellulase expression regulatory during energy abstinence, as well as that under cellulose growth conditions. These were novel findings that indicated the “starvation response” for cellulase genes in *P*. *oxalicum* and other diverse cellulolytic fungi.

### Conclusion

Cellulase formation apparently occurred because of consistent respective regulators, including the characterized or novel transcription factors identified in *P*. *oxalicum* in this context. Cellulase synergistic and dose-controlled regulatory systems mediated by diverse cellulolytic effectors were observed in the system mutation of this study for *P*. *oxalicum* regulators. Using this model (Fig 12A), the accumulation of intracellular cellodextrins can trigger signaling cascades that include expression of cellulase genes repressed by CreA and AmyR and activated by ClrB and XlnR. However, our data also support that the transcriptional regulation for CreA, AmyR, ClrB and XlnR genes is a powerful part of the regulatory network of cellulase gene expression. In the early cellulolytic induction, ClrB functions to repress expression of *amyR*, whose expression level is activated by CreA and reduced in Bgl2-deficient background (Fig 12A). Moreover, transcriptional expression for ClrB, AmyR, XlnR and ClrB-2 genes is also significantly repressed by CCR mediated by CreA in the presence of glucose (Fig 12A). The data established ClrB as a focal point to regulate cellulase expression by integrating other regulators and the target genes of these regulators, which refined our understanding on transcriptional regulatory network as a “seesaw model” in which coordinated regulation of cellulolytic genes was established through activators and repressors counteraction (Fig 12B–12D). These observations also suggested the hypotheses that the rational design of cellulase or high-value protein super producers might be guided in the future for the combinatorial effects of diverse cellulolytic effectors.

## Materials and Methods

### *Penicillium oxalicum* strains, media, and growth conditions

All the strains used in this study are listed in the S9 Table and are grown on Vogel’s medium that contain 2% glucose (mass/volume percent), unless otherwise noted. The *P*. *oxalicum* wild-type strain 114–2 (CGMCC 5302) was used as parental strain throughout this study. Hygromycin B, pyrithiamine, phosphinothricin, and sulfonylurea were added to the media with final concentrations of 200, 300, 1.6, and 4 μg/mL used for transformant selection, respectively. Vogel’s 50x salts (1,000 mL) was used: 125 g Na_3_Citrate•2H_2_O, 250 g KH_2_PO_4_, 100 g NH_4_NO_3_, 10 g MgSO_4_•7H_2_O, 5 g CaCl_2_•2H_2_O, 0.25 mg biotin, and 5 ml trace element solution (5 g Citric acid•H_2_O, 5 g ZnSO4•7H_2_O, 1 g Fe(NH_4_)_2_(SO_4_)_2_•6H_2_O, 0.25 g CuSO_4_•5H_2_O, 0.05 g MnSO_4_•1H_2_O, 0.05 g H_3_BO_3_, and 0.05 g Na_2_MoO_4_•2H_2_O, which were dissolved in distilled water; the resulting total volume was 100 mL). The wheat bran medium (mass/volume percent) was composed of corn cob residue (2.0%), Avicel (0.6%), wheat bran (4.6%), soybean cake powder (1.0%), (NH_4_)_2_SO_4_ (0.2%), NaNO_3_ (0.28%), urea (0.1%), KH_2_PO_4_ (0.3%), and MgSO_4_ (0.05%). Vogel’s medium that contained 1 M sorbitol was used in all the transformation experiments. Vogel’s medium with 2% Avicel was used as a sole carbon source to induce cellulase expression for cellulase activity assays, q-PCR, Northern blot, or RNA-seq analyses. The fluid mediums of the *P*. *oxalicum* strains were all cultivated in Erlenmeyer flasks at 30°C in constant light and 200 rpm agitation rate. The cultivation was performed on plates by adding agar in the fluid medium as a solidifying agent at 30°C in constant light.

### Protoplast preparation and transformation

*P*. *oxalicum* protoplast prepared according to modified methods, as described by Gruber et al. [52]. Seven to eight PDA plates were prepared, and 50 μL of fresh spore solution was streaked out on every cellophane-covered PDA plate. The plates were incubated at 30°C for 11–12 hours. Three milliliters of this protoplasting solution [0.075 g lysing enzymes up to 25 mL solution A (1.2 M sorbitol and 0.1 M KH_2_PO_4_, and pH = 5.6] were pipetted into a sterile petri dish, and one cellophane disc with freshly grown mycelium was added. Subsequently, 3 mL of protoplasting solution was readded. The petri dish was incubated at 30°C for 150 min. The final protoplast suspension was filtered into a sterile 50 mL centrifuge tube through a lens cleaning tissue in a glass funnel. The suspension was centrifuged for 10 min at 2000 rpm and 4°C in a swing-out rotor. The supernatant was cautiously decanted, and the pellet was resuspended in 10 mL of solution B (1 M sorbitol, 50 mM CaCl_2_, 10 mM TrisHCl, and pH = 7.5). The suspension was recentrifuged for 10 min at 2000 rpm and 4°C, and then the supernatant was cautiously decanted and the protoplasts were resuspended in 0.5 mL of solution B. The protoplasts were stored in ice. The following components: 200 μL protoplast suspension, 10 μL DNA fragment, and 50 μL of solution C (25% PEG 6000, 50 mM CaCl_2_, 10 mM TrisHCl, and pH = 7.5), were added into a 10 mL centrifuge tube and were mixed gently, and then the mixture was incubated on ice for 20 min. Two milliliters of solution C (room temperature) were added to the transformation mixture, which was mixed gently. The mixture was incubated for 5 min at room temperature, and then 4 mL of solution B was added and was mixed gently. All the transformation mixture was added to 30 mL Vogel’s medium (55°C) that contained hygromycin B, pyrithiamine, phosphinothricin, or sulfonylurea, and was then mixed shortly and was poured onto the bottom of the Vogel’s medium. Transformants would be visible for 3–4 days for hygromycin B, pyrithiamine, or phosphinothricin, and for 6–8 days for sulfonylurea at 30°C.

### High throughput generation of 470 regulator deletion mutants

The *P*. *oxalicum* genome is available in DDBJ/EMBL/GenBank (under the accession number AGIH00000000) or at http://genome.jgi.doe.gov/Penox1/Penox1.home.html. Transcription factors were identified and annotated according to InterPro IDs in the Fungal Transcription Factor Database [53]. The transcription factor deletion strains, where each coding region of the transcription factor was substituted with a selective marker *ptra* gene [31], were constructed from the *P*. *oxalicum* strain Δ*pku70*::*hph* [33] as follows. Deletion cassettes conferring resistance to pyrithiamine hydrobromide were constructed according to the double-joint PCR strategy [32]. Primer pairs for (x)-F1+(x)-ptraR and (x)-ptraF+(x)-R1 (S1 Table) were designed using the Primer 5 software, and the pairs were used to amplify the upstream and downstream fragments for 1000–1500 bp on either side of the encoding regions for each single target gene. The *ptra* selectable marker cassette was PCR-amplified from the pME2892 plasmid [54] with the PtraF1+PtraR1 (S1 Table) primer pair and was PCR product-purified. The upstream and downstream fragments contained 25 bp homology to the *ptra* cassette sequence. The primer pair (x)-F2+(x)-R2 (S1 Table) was used to produce final deletion cassettes through double-joint fusion PCR [the program used to fuse the three fragments: 94°C 2 min for 10 cycles (94°C for 30 s, 58°C for 10 min, and 72°C for 3 min), 72°C 5 min] [32]. PCR experiments were performed in final volumes of 50|μL that contained 1 unit of Trans HIFI DNA polymerase, 0.2|mM dNTP, and 0.4|μM of each primer. The program used to amplify the fused knockout cassettes was as follows: one cycle of 94°C (120 s), 30 cycles of 94°C (30 s), 58°C (30 s), and 72°C (1 min for every 1 kb of amplified product), followed by a final 10|min at 72°C. All the PCRs were performed in a Bio-Rad DNA Engine Peltier Thermal Cycler.

Each knockout cassette was independently transformed into *P*. *oxalicum* strain Δ*pku70*::*hph* protoplasts [33]. The mature transformant conidia from the Vogel’s medium slant was streaked onto a Vogel’s medium plate that contained pyrithiamine hydrobromide. At least three Ptra-resistant colonies obtained from each assay were analyzed through diagnostic PCR to confirm the deletion using the primer pairs (x)-F1+ptraYZR or ptraYZF+(x)-R1 (S1 Table). Within the pair, the primer (x)-F1 or (x)-R1 (S1 Table) was located outside the transforming deletion fragment of the genome, and the primer ptraYZR or ptraYZF (S1 Table) was unique to the *ptra* sequence. These obtained strains constituted a stock of the *P*. *oxalicum* transcription factor deletion mutant.

### Gene complementation

The complementation cassette that conferred resistance to hygromycin B was used to transform into the corresponding mutant to identify that the interesting phenotype(s) observed for the transcription factor gene deletion mutants was indeed caused by the deletion of a relevant gene. The upstream and downstream fragments contained 25 bp homology to the *hph* cassette sequence. *clrB* and *amyR* wild-type allele complementation cassettes were obtained by amplifying the upstream fragments (encompassing the 1.5 kb promoter, the open reading frame, and 0.5 kb 3’ untranslated region) using the primer pairs clrB-F1+clrBHPH-R and AmyR-F1+AmyRHPH-R (S1 Table), respectively. The 1.5 kb downstream flanking segments of the 3’ untranslated region from the *P*. *oxalicum* genome DNA were amplified through the primer pairs clrBHPH-F+clrB-R1 and AmyRHPH-F+AmyR-R1 (S1 Table). The 1.8|kb *hph* gene fragment was amplified from the pSilent-1 plasmid [55] with the primers Hphs-F and Hphs-R (S1 Table). These three PCR fragments were ligated through Double-joint PCR and were amplified through the nest primer pairs clrB-F2+clrB-R2 and AmyR-F2+AmyR-R2 (S1 Table). The resulting *clrB* and *amyR* complementation cassettes were transformed into Δ*clrB*::*ptra* and Δ*amyR*::*ptra* mutants, and the complementation strains R*clrB* and R*amyR* of these cassettes were obtained, respectively.

### Construction of *gpdA*(p)::*clrB*, *gpdA*(p)::*creA*, *gpdA*(p)::*creA*-*gpdA*(p)::*clrB*, and *gpdA*(p)::*xlnR* mutants

The *clrB* promoter was replaced with the *gpdA* (glyceraldehyde-3-phosphate dehydrogenase) promoter from *A*. *nidulans* [37]. Moreover, 1,314 bp of the *gpdA* promoter was amplified from the plasmid pAN7-1 [56] using the primers PgpdA-F1 and PgpdA-R1 (S1 Table). Subsequently, 2,008 bp *ptra* selectable marker cassette was PCR-amplified with the primer pair PtraF1+PtraR1 (S1 Table) and was PCR product-purified. Furthermore, 3,148 bp of the *clrB* open reading frame and 3’ untranslated region were amplified with the primer pair clrB-Fa+clrB-Ra (S1 Table), and this fragment overlapped with the *gpdA* promoter and *ptra* fragment by 25|bp at the ends of this fragment. These 6375 bp PCR products were then ligated in the order of *gpdA*(p)::*clrB*-*ptra* by splicing through double-joint PCR with the nest primers PgpdA-F2 and PtraR1 (S1 Table).

A similar strategy was used to construct the *creA* overexpression cassette under the influence of the *P*. *oxalicum gpdA* promoter. Moreover, 1749 bp of the *gpdA* promoter was amplified from the *P*. *oxalicum* 114–2 genome DNA through the primers PGP-F1 and PGP-R (S1 Table). In addition, 1890 bp of the *hph* cassette was amplified from the plasmid pSilent-1 [55] with the primers Hphs-F and Hphs-R (S1 Table). Moreover, 1743 bp of the *creA* open reading frame and 3’ untranslated region was amplified using the primer pair GPcre-F+GPcre-R (S1 Table), and this fragment overlapped with the *gpdA* promoter and *hph* fragment by 25|bp at the ends of this fragment. These PCR products were then ligated in the order of *gpdA*(p)::*creA*-*hph* by splicing through double-joint PCR with the primers PGP-F2 and HPH-R1 (S1 Table). The resulting 5248 bp *gpdA*(p)::*creA*-*hph* overexpression cassette was transformed into *P*. *oxalicum* wild-type and *gpdA*(p)::*clrB*-*ptra* strain protoplasts, and the *gpdA*(p)::*creA* and *gpdA*(p)::*creA*-*gpdA*(p)::*clrB* mutants were obtained, respectively.

Similarly, the *xlnR* promoter was replaced with the *gpdA* promoter from *A*. *nidulans*. Moreover, 1314 bp of the *gpdA* promoter was amplified from the plasmid pAN7-1 [56] through the primer pair PgpdA-F1 and PgpdA-R1 (S1 Table). In addition, 1890 bp of the *hph* cassette was amplified from the plasmid pSilent-1 [55]. The *xlnR* open reading frames and 3’ untranslated region were amplified with the primer pair XlnR-Fa+XlnR-RH2 (S1 Table), and this fragment overlapped with the *gpdA* promoter and the *hph* fragment by 25|bp at the ends of this fragment. These PCR products were then ligated in the order of *gpdA*(p)-*xlnR*-*hph* by splicing through double-joint PCR with the primers PgpdA-F2 and Hphs-R1 (S1 Table). The resulting 6675 bp *gpdA*(p)::*xlnR*-*hph* overexpression cassette was transformed into *gpdA*(p)::*clrB* strain protoplasts.

The resulting *gpdA*(p)::*clrB*-*ptra*, *gpdA*(p)::*creA*-*hph*, and *gpdA*(p)::*xlnR*-*hph* overexpression cassettes were used to transform *P*. *oxalicum* wild-type strain protoplasts. The *gpdA*(p)::*creA*-*ptra*, *gpdA*(p)::*clrB-ptra*, and *gpdA*(p)::*xlnR*-*hph* overexpression mutants were selected on Vogel’s medium plate that contained hygromycin B or pyrithiamine hydrobromide.

### Construction of the Δ*creA*, Δ*creA-gpdA*(p)::*clrB*, and Δ*creA-*Δ*clrB* mutants

Double-joint PCR was performed to construct the *creA* knockout cassette, with the *hph* cassette flanked by 1.5 kb upstream (CreA-F1+Crehph-R) (S1 Table) and 1.5 kb downstream (Crehph-F+CreA-R1) (S1 Table) of the *creA* ORF. Moreover, 1.8 kb of the *hph* cassette was amplified from the plasmid pSilent-1 [55]. The Δ*creA*::*hph* final deletion cassette fragment was obtained through the primer pair (CreA-F2+CreA-R2) (S1 Table) with the three fragments above used as a PCR template. The Δ*creA*::*hph* cassettes were transformed into *P*. *oxalicum* wild-type, *gpdA*(p)::*clrB*-*ptra*, and Δ*clrB* strain protoplasts. The selection of the Δ*creA*, Δ*creA-gpdA*(p)::*clrB*, and Δ*creA-*Δ*clrB* transformants was consistent with the previous study.

### Construction of the Δ*xlnR*, Δ*xlnR*-Δ*clrB*, and *gpdA*(p)::*clrB*-*gpdA*(p)::*xlnR* mutants

The Δ*xlnR* cassettes conferred resistance to hygromycin B. The *hph* selectable marker cassette was PCR-amplified with the primers Hph-F1 and Hph-R1 (S1 Table) from the plasmid pAN7-1 [56]. The upstream and downstream flanking fragments were amplified with the primer pairs XlnR-F1+XyrHph-R and HphXyr-F+XlnR-R1 (S1 Table), which contained 25 bp homology to the *hph* cassette sequence. The primer pair XlnR-F2 and XlnR-R2 (S1 Table) was used to produce final deletion cassettes through a double-joint fusion PCR. The resulting Δ*xlnR*::*hph* knockout cassette was used to transform wild-type protoplasts, and the *P*. *oxalicum* Δ*xlnR* mutant was obtained. The Δ*xlnR*::*hph* knockout cassette was used to transform the Δ*clrB* protoplasts, and then the Δ*xlnR*-Δ*clrB* mutant was obtained. The above *gpdA*(p)::*xlnR*-*hph* overexpression cassette was used to transform the *gpdA*(p)::*clrB*-*ptra* strain protoplasts, and the *gpdA*(p)::*clrB*-*gpdA*(p)::*xlnR* mutant was constructed.

### Construction of the Δ*bgl2*-Δ*creA* and Δ*bgl2-gpdA*(p)::*clrB* mutants

The upstream and downstream fragments of *bgl2* ORF were amplified with the primer pairs Bgl2-F1+Bgl2hph-R and Bgl2hph-F+Bgl2-R1 (S1 Table). Moreover, 1.8 kb of the *hph* cassette was amplified from the plasmid pSilent-1 [55]. The final Δ*bgl2*::*hph* fragment was obtained through the primer pair Bgl2-F2+Bgl2-R2 (S1 Table), with the three fragments above used as a PCR template. The Δ*bgl2*::*hph* cassette was used to transform the protoplasts of the Δ*creA* and *gpdA*(p)::*clrB* mutants, and then the Δ*bgl2*-Δ*creA* and Δ*bgl2-gpdA*(p)::*clrB* mutants were obtained, respectively.

### Construction of *PDE_02864*(p)::*clrB*-*hph* and *gpdA*(p)::*clrB-PDE_02864*(p)::*clrB* mutants

*PDE_02864*(p)::*clrB*-*hph* overexpression cassettes that conferred resistance to hygromycin B was constructed. The *hph* selectable marker cassette was PCR-amplified with the primers Hphs-F and HPH-R1 from the plasmid pSilent-1 [55]. The *PDE_02864* promoter, and *clrB* open reading frame and 3’ untranslated region were amplified with the primer pairs DF1+DClrB-R and ClrB-F+ClrBHPH-R (S1 Table) from the *P*. *oxalicum* genome DNA, respectively. The primer pair DF2+HPH-R1 (S1 Table) was used to produce the final *PDE_02864*(p)::*clrB*-*hph* overexpression cassette via double-joint fusion PCR. The resulting *PDE_02864*(p)::*clrB*-*hph* overexpression cassette was used to transform the wild-type and *gpdA*(p)::*clrB* strain protoplasts, and then the *PDE_02864*(p)::*clrB*-*hph* and *gpdA*(p)::*clrB-PDE_02864*(p)::*clrB* mutants were obtained, respectively.

### Construction of the Δ*amyR*-*gpdA*(p)::*clrB*, Δ*amyR*-Δ*creA*, Δ*amyR*-Δ*bgl2*, Δ*amyR*-Δ*xlnR* mutants

The upstream and downstream flanking fragments of the *amyR* encoding region were amplified with the primer pairs PDE_03964-F1+amyRHph-R and amyRHph-F+PDE_03964-R1 (S1 Table), respectively. The final Δ*amyR*::*hph* fragment was obtained through the nest primer pair PDE_03964-F2+PDE_03964-R2 (S1 Table) with the three fragments (*amyR* flanking sequences and *hph* encoding cassette) used as templates via double-joint PCR. The Δ*amyR*::*hph* cassette was used to transform the *gpdA*(p)::*clrB*-*ptra* protoplasts, and the Δ*amyR*-*gpdA*(p)::*clrB* mutant was obtained. The Δ*amyR*::*ptra* (Δ*PDE_03964*::*ptra*, from TF knock-out cassette set) knockout cassette was used to transform the Δ*bgl2*::*hph*, Δ*creA*::*hph*, and Δ*xlnR*::*hph* mutants, and the Δ*amyR*-Δ*creA*, Δ*amyR*-Δ*bgl2*, Δ*amyR*-Δ*xlnR* mutants were obtained, respectively.

### Construction of the RE-30, RE-27 and RE-29 mutants

First, the Δ*amyR*::*sur* knockout cassette, and *PDE_02864*(p)::*clrB-sur* and *PDE_02864*(p)::*xlnR-sur* overexpression cassettes that conferred resistance to sulfonylurea were constructed. The *sur* selectable marker cassette was PCR-amplified with the primers Sur-F1 and Sur-R1 (S1 Table) from the plasmid pCB1536 [57]. The upstream and downstream flanking fragments for the Δ*amyR-sur* knockout cassette were amplified with the primer pairs PDE_03964-F1+amyRsur-R and amyRsur-F+PDE_03964-R1 (S1 Table), which contained 25 bp homology to the *sur* cassette sequence, respectively. The primer pair PDE_03964-F2+PDE_03964-R2 (S1 Table) was used to produce the final deletion cassette Δ*amyR-sur* through a double-joint fusion PCR. The resulting Δ*amyR-sur* knockout cassette was used to transform the RE-10 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*) protoplasts, and the *P*. *oxalicum* and RE-30 (Δ*amyR*-Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*) mutants were obtained. The *clrB* promoter was replaced with the *PDE_02864* (encoding 40S ribosomal protein S8) promoter from *P*. *oxalicum*. The *PDE_02864* promoter sequence was amplified with the primer pair DF1+DP-R. In addition, the *clrB* and *xlnR* open reading frames, and the 3’ untranslated regions were amplified with the primer pairs DClrB-F+ClrBsur-R and DXlnR-F+XlnRSur-R, respectively. The primer pair DF2+Sur-R1 (S1 Table) was used to produce the final *PDE_02864*(p)::*clrB*-*sur* and *PDE_02864*(p)::*xlnR-sur* overexpression cassettes via double-joint fusion PCR. The resulting *PDE_02864*(p)::*clrB-sur* and *PDE_02864*(p)::*xlnR-sur* overexpression cassettes were used to transform the RE-10 protoplasts, and then the RE-27 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB*) and RE-29 (Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*- *PDE_02864*(p)::*xlnR*) mutants were obtained.

### Southern blot analysis

Fungal genomic DNA was isolated, as described previously [58]. The Primer 5 software was used to identify the appropriate restriction enzymes for the Southern blot analysis of the gene replacement mutants. The fragments used for the probes were amplified with the primers presented in the S1 Table. A DIG-High Prime labeling kit was used to label the knockout cassette flank fragment probes. The homokaryons and integration patterns of the transforming cassettes in the genome were confirmed through Southern blot analysis, as described in the manipulations.

### Phenotypic observations

Colony morphology and conidiation were analyzed after inoculating the Vogel’s medium plates that contained 2% glucose, 2% xylan, 2% starch, or 1% cellulose as sole carbon source or potato dextrose agar (PDA) medium at 30°C for 5 days. The halo sizes that varied among the *P*. *oxalicum* strains were measured on cellulose or starch plates by adding Triton X-100 to a final concentration of 0.5%. Iodine solution (6 g of KI, 0.6 g of I_2_ in 100 mL of H_2_O) was used to indicate visualize starch-degrading colonies through the hydrolysis halo at room temperature for 10 min, which determined if the amylase expression was affected in the *P*. *oxalicum* strain. *P*. *oxalicum* hyphae and conidia were microscopically examined through lactophenol cotton blue staining (0.05 g cotton blue, 20 g phenol crystals, 40 mL glycerol, 20 mL lactic acid, and 20 mL distilled water).

### Enzyme activity and protein concentration assays

Cellulase was produced in a 500 mL flask that contained 100 mL of fluid medium through a two-step cultivation procedure. Strains were first grown at 30°C in 100 mL of medium that contained 2 g of glucose as a carbon source and were then regulated at pH 5.5 and 200 rpm for 20 hours. The cultures were collected through vacuum drum filtration during this second step, and 0.5 g vegetative mycelia was added to 100 mL of Vogel’s medium that contained 2% cellulose as carbon source or wheat bran medium at an initial pH of 5.5 at 30°C and 200 rpm. Culture supernatants (crude enzyme) were diluted with sodium acetate buffer solution (SABF, 0.2 M, pH 4.8). Enzymatic hydrolyses of the polysaccharides were also performed in SABF (0.2 M, pH 4.8). The filter paper enzyme (FPA), endoglucanase (CMCase), xylanase, and amylase activities of the culture supernatants (diluted samples) were assayed using a DNS reagent (10 g 3, 5-dinitrosalicylic acid, 20 g sodium hydroxide, 200 g sodium potassium tartrate, 2.0 g redistilled phenol, and 0.50 g sodium sulfite anhydrous per 1000 mL DNS reagent) against Whatman No. 1 filter paper, carboxymethylcellulose sodium salt (CMC-Na), xylan (from beechwood), and soluble starch. CMC-Na, xylan, or starch was dissolved in SABF to a final concentration of 1% (mass/volume percent, m/v %), and then the mixture was left overnight and was shaken well before using. The following components were added in a 2.0 mL reaction mixture: 0.5 mL diluted culture supernatants and 1.5 mL CMC-Na, xylan, or starch solution for CMCase, xylanase, or amylase activity assays, respectively; and 2.0 mL diluted culture supernatants and 50 mg Whatman No. 1 filter paper for FPA assay into 25 mL colorimetric tube. The mixture was mixed gently and the reaction mixture was incubated for FPA measurement in a 50°C water bath for 1 hour, for CMCase and xylanase activity measurements at 50°C for 30 min, and for amylase activity measurement at 40°C for 10 min. Three milliliters of DNS reagent were then added to stop the reaction. A blank tube (with boiled crude enzyme) was used as control to correct any reducing sugar present in the crude enzyme samples. The tubes were placed in boiling water for 10 min, 20 mL distilled water was added, 200 μL of reaction mixture was pipetted, and the absorbance was determined at 540 nm. The cellobiohydrolase (pNPCase) and β-glucosidase (pNPGase) activities were measured by using 4-Nitrophenyl β-D-cellobioside (pNPC) and 4-Nitrophenyl β-D-glucopyranoside (pNPG) as substrates, respectively. The pNPC or pNPG was dissolved in SABF to a final concentration of 1 mg/mL. Moreover, 50 μL of pNPC solution (containing 1 mg/mL D-Glucono-δ-lactone) or 50 μL of pNPG solution and 100 μL of diluted culture supernatants were mixed, and then the mixtures were incubated in a 50°C water bath for 30 min. The reaction was stopped by adding 0.15 mL of sodium carbonate solution (10%, m/v), then 200 μL of these reaction mixtures was pipetted, and the absorbance was measured at 420 nm. One unit of enzyme activity was defined as the amount of enzyme required to release 1 μmol of glycoside bonds of the substrate per minute under defined assay conditions. Independent triplicate cultures were sampled and analyzed.

The total protein was determined using a Bradford assay kit according to the instructions of the manufacturer.

### Total RNA extraction

Freshly harvested conidia of the wild-type strain or mutants were inoculated with 10^6^ conidia/mL into 100 mL Vogel’s medium that contained 2% glucose, and then grown for 22 hours at 30°C. Mycelia were harvested via vacuum filtration, and then washed with Vogel’s medium without a carbon source, followed by 2 h growth in 100 mL Vogel’s medium without a carbon source. Subsequently, mycelia were harvested via vacuum filtration, and then transferred into Vogel’s medium that contained 2% cellulose for 4, 8, 22, and 46 hours, with 2% glucose for 4 hours, or into a medium without any carbon source for 4 hours. Mycelia were harvested via vacuum filtration, and then immediately finely ground under liquid nitrogen, and then 1 mL of TRIzol reagent was added per 50–100 mg powder. The total RNA was isolated according to the instructions of the manufacturer.

### Northern blot analysis of cellulase gene expression

The total amount (2 μg) of mRNA loaded was normalized by using rRNA as a loading control. The probes used for the Northern blot analysis were the partial cDNAs of *cbh1* (PDE_07945), *eg2* (PDE_09226), and *xyn1* (PDE_08094) that were cloned from the *P*. *oxalicum* genome DNA via PCR with primer pairs (S1 Table). The probes were labeled using a DIG Northern Starter kit, and Northern blot analysis was performed according to the instructions of the manufacturer.

### Quantitative reverse transcription PCR (q-PCR)

Putative targets were validated through q-PCR. Each strain was cultured independently from the Northern blot and RNA-seq experiments. cDNA was synthesized from the total RNA by applying a reagent kit with a gDNA eraser according to the instructions of the manufacturer. The obtained cDNA was applied for quantitative reverse transcription-PCR experiments. All q-PCR amplification was performed in 20 μl total volume with 7.4 μl distilled water, 0.8 μl of each primer (10 mM), 10 μl SYBR Premix Ex TaqII, and 1 μl template cDNA through the following program [59]: 95°C for 2 min, 40 cycles at 95°C for 10 sec, and 30 s at 61°C. The fluorescence signal was measured at the end of each extension step at 80°C. A melting curve program with a temperature gradient of 0.1°C per second from 65°C to 95°C was performed. The corresponding primers are shown in the S1 Table. The quantity and copy number of each target gene were calculated using a standard curve. Six 10-fold serial dilutions of purified DNA template (0.5 kb–1.0 kb) were prepared for the target genes to determine the standard curve of each target gene. The correlation coefficient (R2) for each standard curve was verified to be 0.99 or greater. The transcriptional expression of transcription factor genes were measured by q-PCR, and their expression levels were normalized to wild-type. Gene expression levels for cellulase genes were measured by q-PCR using actin (PDE_01092) as a control and normalized to expression levels by actin values/10000. Three biological replicates were performed on the same 96-well plate by using cultures grown in parallel. Data processing and statistical analyses were performed using Microsoft Excel.

### RNA sequencing and transcription expression analysis

A cDNA library prepared from mRNA was organized according to standard protocols. Quality control was implemented using the Real-Time PCR Systems. All the cDNA libraries were sequenced on the Illumina platform. Sequenced reads were mapped against predicted transcripts from the *P*. *oxalicum* 114–2 genome using the SOAP2 software for short oligonucleotide alignment (http://soap.genomics.org.cn/soapaligner.html) [60]. Transcript abundance (Reads Per Kb per Million reads, RPKM) [61] was estimated with RPKM = [# of mapped reads]/([length of transcript]/1000)/([total reads]/10^6). The differential gene expression was analyzed using DESeq software package [62] and NOIseq v2.10 (http://www.bioconductor.org/packages/release/bioc/html/NOISeq.html) with |log2(fold change)|>1 and probability≥0.8 as thresholds [63]. The biological replicates used for RNA-seq were highly reproducible. These datasets (RPKM) were subjected to hierarchical cluster analysis using the software HCE3.5 (http://www.cs.umd.edu/hcil/hce/) to determine the groups of genes with similar expression patterns for a different group of regulons. The Blast2go software v3.0 was used for the gene ontology analyses (https://www.blast2go.com/) [64]. Secreted proteins were predicted using SignalP 4.1 (http://www.cbs.dtu.dk/services/SignalP/). Secondary metabolism gene clusters were identified using annotated proteins in *P*. *oxalicum* [24]. Protein sequence alignments were performed among the *P*. *oxalicum*, *T*. *reesei*, and *N*. *crassa* proteomes using the BioEdit Sequence Alignment Editor software (http://www.mbio.ncsu.edu/BioEdit/bioedit.html).

### Secretome analysis using label-free LC-MS/MS

Culture supernatants were collected after shifting to cellulose for 96 hours by filtrating using 0.22 μm PES membrane, and then the supernatants were desalted with 10 kDa molecular cut-off membrane, and were precipitated by acetone and trichloroacetic acid (20:1). The obtained protein powders were dissolved in denaturation buffer (0.5 M Tris-HCL, 2.75 mM EDTA, 6 M Guanadine-HCL), and were then reduced using 1 M DTT at 37°C for 1 hour. The following alkylation was performed using iodoacetamide for 2 hours away from light, and the samples were desalted and collected using a Microcon YM-10 Centrifugal Filter Unit. The obtained protein samples were digested thoroughly using trypsin for 12 hours, and these peptide mixtures were desalted with a ZipTip C18 column. These collected secretome samples were further separated on a C18-reversed phase column and then directly mounted on the electrospray ion source of a mass spectrometer. The peptides were subjected to nanoelectrospray ionization, followed by tandem mass spectrometry (MS/MS) in an LTQ Orbitrap Velos Pro coupled with high-performance liquid chromatography. Intact peptides were detected in the Orbitrap at 60000 resolution. Peptides were selected for MS/MS using a collision-induced dissociation operating mode with 35% normalized collision energy setting. Ion fragments were detected in the LTQ Orbitrap. A data-dependent procedure that alternated between one MS scan, followed by 10 MS/MS scans, was applied for the 10 most abundant precursor ions above the 5000 threshold ion count in the MS survey scan with the following Dynamic Exclusion settings: 2 repeat counts, 30 s repeat duration, and 120 s exclusion duration. An electrospray voltage of 2.2 kV was applied. For the MS scans, the m/z scan range was 350 Da to 1800 Da. Mass spectrometry data processing was performed using the Mass-Lynx software (version 4.1, Waters). LC-MS/MS analysis data were identified by searching the *P*. *oxalicum* protein database (http://genome.jgi.doe.gov/Penox1/Penox1.home.html).

### Electrophoretic mobility shift assay

The DNA-binding domain of ClrB (1–163 amino acids) was PCR-amplified from the *P*. *oxalicum* 114–2 genome DNA using the primers ClrB-RTF and ClrB-RTR (S1 Table). The resulting amplicon was digested using *Eco*RI and *Bam*HI, and then inserted into the expression vector pGEX-4T-1 at the GST downstream with corresponding restriction sites. The correct fusion plasmid was confirmed via nucleotide sequencing, and then transformed into *E*. *coli* BL21 (DE3). Parental and recombinant strains were cultured in a lysogeny broth medium and were induced by 0.05 mM isopropyl-β-D-thiogalactopyranoside (IPTG) at 30°C and 150 rpm for 8 hours to induce the GST alone and the GST-ClrB binding-domain production. Protein purification was performed by using Glutathione Sepharose 4B beads after cell ultrasonic decomposition according to the product manual. The protein concentration was then measured using a Bradford Kit according to the instructions of the manufacturer. A 2 kb promoter of PDE_07945 was then amplified from the *P*. *oxalicum* 114–2 genome DNA using the primers PDE_07945-F and PDE_07945-R (S1 Table), and then purified using a gel extraction kit according to the instructions of the manufacturer. The DNA concentration was determined using a UV-Vis Spectrophotometer Q5000. GST alone or GST-ClrB binding-domain was mixed in the binding buffer (containing 100 mM Tris-HCl, 100 mM KCl, 10 mM EDTA, 2.5 mM DTT, and 20% Ficoll-400, supplementing 1 μg Poly(dI-dC) to avoid unspecific binding) with purified DNA (20 ng) at room temperature for 10 min for electrophoretic mobility shift assay. The protein-DNA mix was then separated via gel electrophoresis, stained by ethidium bromide, and then visualized. The protein and DNA complex were retardant relative to free DNA. Binding reaction was performed by gradient increasing the protein content to avoid artificial results. GST alone was used as negative control.

### Yeast two-hybrid system (Y2H)

The Matchmaker GAL4 two-hybrid system 3 was used for yeast two-hybrid assays. Full-length ORFs of the transcription factors ClrB, CreA, AmyR, and XlnR were PCR-amplified using the *P*. *oxalicum* 114–2 cDNA as templates (with primers listed in S1 Table). All the amplicons were cloned into the plasmid pGAD-T7 with the corresponding restriction sites, leading to AD-ClrB, AD-CreA, AD-XlnR, and AD-AmyR. Similarly, the full-length *creA*, *amyR*, and *xlnR* were cloned into the partner plasmid pGBK-T7, which generated BD-CreA, BD-AmyR, and BD-XlnR, respectively. All the fused plasmids were confirmed via nucleotide sequencing. The plasmids pGAD-T7 or AD-X coupling with pGBK-T7 or BD-X in pair were co-transformed into *S*. *cerevisiae* AH109 and were cultivated on an SD medium without Trp and Leu for 3 days at 30°C. Protein–protein interaction assay was performed on SD plates without Leu, Trp, and His, and on YPD plates to avoid artificial results. pGBKT7-53/pGADT7-T and pGBKT7-Lam/pGADT7-T pairs were used as internal positive and negative controls, respectively. Moreover, AD-ClrB, AD-CreA, AD-xlnR, and AD-AmyR paired with an empty pGBK-T7 introduced into AH109 were used to eliminate false positive results.

The RNA-seq data have been deposited in NCBI's Gene Expression Omnibus with accession number GSE69298 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69298).

## Supporting Information

S1 Fig Genomic DNA from putative transformants was analyzed by Southern blot. Genomic DNA samples from putative transformants Δ*clrB* (A), Δ*amyR* (B), Δ*PDE_02584* (C), Δ*PDE_09881* (D), Δ*PDE_07134* (E), Δ*PDE_04095* (F), Δ*PDE_08372* (G), Δ*PDE_08462* (H), Δ*PDE_00988* (I), and Δ*PDE_03268* (J) mutants were analyzed by Southern blot.
(TIF) Click here for additional data file.

S2 Fig The three biological replicates for RNA-seq from wild-type and Δ*clrB* strains for RNA-seq data showed a high Pearson correlation. The three biological replicates for RNA-seq from wild-type strain when grown on medium containing no carbon (A), 2% glucose (B) or 2% cellulose (C) for 4 hours. (D) The three biological replicates for RNA-seq from Δ*clrB* strain when grown on cellulose for 4 hours.
(TIF) Click here for additional data file.

S3 Fig Enzyme activities of culture supernatants from mutants containing double overexpression of *clrB* on cellulose. The FPA (A), xylanase activity (B), pNPCase activity (C), and pNPGase activity (D) from *gpdA*(p)::*clrB*, *PDE_02864*(p)::*clrB* and *gpdA*(p)::*clrB*-*PDE_02864*(p)::*clrB* mutants versus the wild-type strain were separately evaluated when grown on cellulose in flasks.
(TIF) Click here for additional data file.

S4 Fig Phenotypic observation for Δ*creA*-Δ*clrB* mutant. The Δ*creA*-Δ*clrB* strain produced visible halo in the cellulose medium plate in contrast to the Δ*clrB* mutant when cultured for 9 days on 1% cellulose plate.
(TIF) Click here for additional data file.

S5 Fig Transcription expression of β-glucosidase genes in *P*. *oxalicum clrB* and/or *creA* mutants on cellulose. (TIF) Click here for additional data file.

S6 Fig The three biological replicates for RNA-seq from Δ*clrB*, Δ*creA*-Δ*clrB*, Δ*creA*-*gpdA*(p)::*clrB* and Δ*amyR* strains showed a high Pearson correlation. The three biological replicates for RNA-seq from Δ*clrB* (A), Δ*creA*-Δ*clrB* (B), Δ*creA*-*gpdA*(p)::*clrB* (C), and Δ*amyR* (D) mutants when grown on cellulose for 4 hours.
(TIF) Click here for additional data file.

S7 Fig Lack of Bgl2 and overexpression of ClrB or lack of CreA induced cellulase expression. (A, B) The transcription levels for endoglucanase gene (*eg*) and β-glucosidase genes (*bgl*) were determined in the mutants versus wild-type strain on cellulose by q-PCR. (C) The transcription levels for endoglucanase gene (*eg*) were determined in the mutants versus wild-type strain under carbon-free conditions for 4 hours by q-PCR.
(TIF) Click here for additional data file.

S8 Fig Lack of Bgl2 and overexpression of ClrB or lack of CreA synergistically enhanced pNPCase activity (A) and CMCase activity (B) under no carbon conditions. (TIF) Click here for additional data file.

S9 Fig Improvement of *P*. *oxalicum* cellulase production via reconstruction of expression regulation network (RERN). The FPA (A), pNPCase activity (B), pNPGase activity (C), xylanase activity (D) for the wild-type, triple-mutant RE-10 and quadruple-mutants RE-27 and RE-29 were separately evaluated when grown on cellulose in flasks. (E, F) SDS-PAGE of proteins from unconcentrated culture supernatants from wild-type, RE-10, RE-27 and RE-29 strains when cultured on glucose for 22 hours then shifted to cellulose medium or wheat bran media for 96 hours. Sixteen (E) and eight (F) microliters of supernatants were loaded, respectively.
(TIF) Click here for additional data file.

S10 Fig The effect on cellulase expression by lack of AmyR in Δ*bgl2* and RE-10 mutants, respectively. (A) q-PCR measurements of three *cbh* gene expression in Δ*amyR*-Δ*bgl2* mutant versus wild-type and each single mutation strains when grown on cellulose for 4 hours. Gene expression levels were normalized to values/10000 of actin gene expression as a control. (B) The transcription levels for *cbh1*, *clrB* and *xlnR* in the RE-10 (Δ*bgl2-*Δ*creA*-*gpdA*(p)::*clrB*) and RE-30 (Δ*amyR*-Δ*bgl2*-Δ*creA*-*gpdA*(p)::*clrB*) mutants versus wild-type strain under cellulose growth conditions by q-PCR. (C, D) The pNPCase activity and amylase activity for the RE-10 and RE-30 mutants were separately evaluated when grown on cellulose in flasks. Expression levels were normalized to the wild-type.
(TIF) Click here for additional data file.

S11 Fig Hierarchical clustering of RPKM for *amyR* regulon genes for 579 decreased expression on cellulose. (TIF) Click here for additional data file.

S1 Table Primers used in this study. (XLSX) Click here for additional data file.

S2 Table Gene list of the 103 genes showed decrease in Δ*clrB* as compared to wild-type on cellulose. (XLSX) Click here for additional data file.

S3 Table Gene list of the 121 genes showed increase in Δ*clrB* as compared to wild-type on cellulose. (XLSX) Click here for additional data file.

S4 Table Gene list of the 155 cellulose-regulon genes showed increase in wild-type on cellulose. (XLSX) Click here for additional data file.

S5 Table Gene list of the 117 cellulose-regulon genes showed decrease in wild-type on cellulose. (XLSX) Click here for additional data file.

S6 Table Identification and quantification of predicted secretory proteins in the supernatants from wild-type strain and Δ*clrB*, *gpdA*(p)::*clrB*, Δ*creA*, *gpdA*(p)::*creA*, and Δ*creA-gpdA*(p)::*clrB* mutants on cellulose for 96 hours. (XLSX) Click here for additional data file.

S7 Table Gene list of the 131 genes showed increase in Δ*amyR* as compared to wild-type on cellulose. (XLSX) Click here for additional data file.

S8 Table Gene list of the 579 genes showed decrease in Δ*amyR* as compared to wild-type on cellulose. (XLSX) Click here for additional data file.

S9 Table Strains used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

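RNA sequencing of *Penicillium oxalicum* was analysed in 24 samples, 3 biological replicates of each of 8 conditions. The wild-type strain was grown on glucose for 22 h, kept without carbon source for 2 h by the paper's methods, and then transferred for 4 h to medium without carbon source, with 2% glucose or with 2% cellulose. For the wild-type samples without carbon source the sample labels do not list the 2 h step; the paper's description was used. The Δ*clrB*, Δ*creA*, Δ*creA*-Δ*clrB*, Δ*creA-gpdA*(p)::*clrB* and Δ*amyR* strains were analysed after 4 h on 2% cellulose.

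The authors sequenced the libraries on an Illumina platform and mapped the reads with SOAP2 (version not stated) to the predicted transcripts of the *P. oxalicum* 114-2 genome. For each gene and sample the deposited table gives the count of uniquely mapped reads, without normalization. The deposited RPKM values were made by the authors by the formula in their methods, with the total of unique reads on genes in each sample as the base. The deposited coverage is the percent of each transcript's length covered by reads. Transcript lengths are those of the same table. The authors' filters are not stated, replicates were not pooled, and 0 per-sample columns were left unassigned to a sample. The authors tested differential expression with DESeq and NOISeq v2.10, at an absolute log2 fold change above 1 and a probability of at least 0.8.

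The samples held these numbers of unique reads on genes (mean ± SD, n = 3): 7815662 ± 379474 in wild-type without carbon source, 7981871 ± 292195 on glucose and 7649998 ± 111613 on cellulose, 7515861 ± 506755 in Δ*clrB*, 8098353 ± 371556 in Δ*creA*, 7842738 ± 126687 in Δ*creA*-Δ*clrB*, 8452897 ± 170331 in Δ*creA-gpdA*(p)::*clrB* and 8045161 ± 541695 in Δ*amyR*. The common dispersion was 0.0395, a coefficient of variation of 19.9% between replicates. Where every library of a group had at most 3 reads on a gene, a fold change against that group is given only as a bound, computed with the group set to 3 reads. The other group enters by its mean, and its sampling noise is left out of the bound.

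Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and tables were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Genes with an RPKM of at least 1 in at least 3 of the 24 samples were kept, 9176 in all. Libraries were scaled by TMM, and all 24 samples entered 1 quasi-likelihood model with 8 group means. A gene was called when its p adjusted by the Benjamini-Hochberg procedure was under 0.05 and its absolute log2 fold change above 1. The cellulose regulon is the set of genes called in the same direction on cellulose against no carbon source and against glucose. The interaction is the effect of deleting *clrB* in the Δ*creA* background minus that in the wild-type background. The plan for the interaction named limma on log2(RPKM + 1); since counts were at hand, edgeR was used as for the other comparisons, and limma is among the alternatives.

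Medians of gene groups in S4, S7 and S8 Tables are descriptions, since the paper clustered those groups on the same samples. For correlations between mutants compared with the same wild-type libraries, unchanged groups were simulated. Each method was tested on simulated data, in which 200 of 9176 genes were changed: edgeR called 194 of these and 4 unchanged genes, limma 192 and 0, and DESeq2 194 and 3. In these data all genes had the same dispersion, no gene with few reads was changed, and increases and decreases were balanced. Outlying replicates and a shift of most genes between libraries were not simulated. The numbers therefore do not show how the methods perform on the real libraries.

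Genes were chosen for naming by a rule. It covers every gene that the paper names by identifier or symbol in its Results on the RNA-seq data, *clrB*, *creA*, *amyR* and *xlnR*, and the 18 cellulase genes of Fig 2B. Some genes that the paper lists together are given only as members of their set. The rule adds the 3 largest increases and the 3 largest decreases, by fitted value, among the genes called whose 3 samples all lie on one side of the 3 of the other group. This was done for Δ*clrB*, Δ*creA* and Δ*amyR* against wild-type, for cellulose against no carbon source and for Δ*creA-gpdA*(p)::*clrB* against Δ*creA*, the comparisons of 2 groups listed with the rule. Where a group has at most 3 reads, the rank rests on fitted values alone. The run PDE_09192 to PDE_09202 was added after its values were seen.

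The alternatives were limma on log2(RPKM + 1) and on log2(RPKM + 0.1), no filter on low genes, median-ratio scaling, a fit of only the groups compared, the replicate number as a block, DESeq2 1.42.0 with a Wald test, the paper's criterion recomputed from RPKM, and each library left out in turn. The recomputed criterion, with zeros replaced by 0.5, called 103 of the 103 genes of S2 Table and 121 of the 121 genes of S3 Table. Scaling to library totals only, as in RPKM, was added after values were seen.

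Other splits of the samples were counted for each comparison. Gene ontology enrichment was not analysed here, because an annotation of all genes was not used. Genomic coordinates, secretome data, q-PCR and enzyme assays were not analysed here either. Counts of uniquely mapped reads leave out reads that match more than 1 transcript, and how many these were was not analysed here. One identifier of the paper, PDE_007257, matched no gene of the table.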

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

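Of the tests in this part, the comparison of reads on the deleted genes between libraries was chosen only after the result was seen, and so was scaling to library totals.

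The effect of deleting *clrB* differed between the wild-type and Δ*creA* backgrounds. A test of that difference itself, the interaction contrast with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, called 977 genes, of which 518 responded more negatively and 459 more positively in the Δ*creA* background. For *cbh1* (PDE_07945) the interaction was -4.79 (standard error 0.50) on the log2 scale (adjusted p = 3.0e-06 from the same test). Its log2 fold change on deletion of *clrB* was -1.99 in the wild-type background, lower in 3 of 3 libraries, and -6.78 in the Δ*creA* background, also lower in 3 of 3. Of the 9 cellulase genes of group 1 of S4 Table, 8 were called more negative, with a median of -3.20. The exception was PDE_05633, at -2.51 (adjusted p = 0.056 from the same test), which was called with limma on RPKM, with DESeq2 and without the first wild-type replicate, at -2.92, or the first Δ*clrB* replicate, at -2.97.

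The tables argue against some technical readings of the interaction. When the 12 libraries were split in other ways, 1 of 50 splits, the real one, gave as many genes. It gave 832 with only these groups fitted, and the next largest gave 263. These splits mixed libraries of all the strains compared. They therefore test whether the strains differ at all and cannot test the interaction itself. Reads too few to measure a fold change touch 22 of the genes, which have at most 3 reads in every library of a group. A mislabelled sample is argued against by the reads on *clrB* and *creA*: a library labelled with a deletion had at most 3 reads on the deleted gene, and a library without it had at least 185. A sample swapped within one strain would not be seen this way. The interaction of *cbh1* ran from -5.06 to -4.52 with single libraries left out. The balance of the 2 directions over all genes is another matter: under library-size scaling 355 genes were more negative and 722 more positive, so no preferred direction was shown.

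Of the technical explanations for the interaction, GC content was not tested. A biological reading that the design names may be that CreA holds down expression that depends on ClrB, so that there is more to lose when *creA* is absent. The 9 cellulase genes stood higher in Δ*creA* than in wild-type by a median of 4.79, but higher in Δ*creA*-Δ*clrB* than in Δ*clrB* by a median of 0.86. Gene by gene, the difference between these changes is the interaction itself. These values therefore restate the interaction and cannot test that reading. Over all genes the balance of directions followed the scaling, with 518 more negative and 459 more positive under TMM, and 355 and 722 under library-size scaling. The biological reading is a hypothesis from the libraries in which the interaction was found, and it was not tested on others. An interaction on the log2 scale also depends on that scale, and additive effects on the RPKM scale were not tested.

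A second result lies in a direct comparison for which the paper gives no count of genes, Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. It called 678 genes, 378 lower and 300 higher in the strain that carries the additional *clrB*. *clrB* itself (PDE_05999) changed by 2.33 (standard error 0.18, 3 of 3 libraries higher, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *amyR* by -2.37. Without the second Δ*creA-gpdA*(p)::*clrB* replicate the numbers were 297 and 223, the lowest over the fits that each left out 1 library, all of them within 1.5 times. The scaling changed the directions, to 778 lower and 155 higher under library totals.

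A larger share of reads on the 500 most abundant genes may account for part of that shift. The tables argue against the share of these genes as the whole cause. A larger share on genes outside the 500 was not tested and stays open. With the 500 most abundant genes left out of the totals, the median log2 ratio of the other genes moved from -0.27 to -0.16 (SD 0.0404 over the Δ*creA-gpdA*(p)::*clrB* replicates), beyond the limit of 0.1 set for the test. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, 477 with only these groups fitted against 0 in the next largest. With 3 libraries against 3 this share is never under 0.1, so the share alone decides nothing. The overexpression of *clrB* stays among the open biological explanations, as untested.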

How the results depend on the processing

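Scaling to library totals only, as in RPKM, was a setting chosen after the values were seen. Apart from the tests under that setting and the results listed at the end of this paragraph, none in this part was chosen after its result was seen. The other alternatives, the thresholds, the model and the rule for naming genes were set before the data were examined. The scaling of the counts (TMM) was not named there and was chosen before any fit was seen. A few results were added after values were seen: the comparison of Δ*creA*-Δ*clrB* with Δ*clrB*, the medians in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*, the sets of genes the paper names together, and the number of cellulase genes in the cellulose regulon.

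Of the 17 counts of genes past the threshold, all 17 stayed within 1.5 times their value with median-ratio scaling, with no filter on low genes, with a replicate block and with DESeq2. The replicate block rests on numbers that did not pair all libraries in any comparison checked. Same-numbered replicates correlated above 0.1 in at most 2 of 3 pairs in any of these. The highest correlation was 0.449, between the second replicates of Δ*creA-gpdA*(p)::*clrB* and Δ*creA*, so a link between single pairs stays open. The interaction was not among the comparisons checked. Under every setting run, leave-one-out included, 7 counts stayed within that limit. Over the alternatives other than leave-one-out, the genes higher in the cellulose regulon numbered 158 to 237 and those lower 128 to 261, against 225 and 179. The interaction of the *clrB* and *creA* deletions gave 832 to 1077 genes, against 977, and 739 to 1365 across the 12 fits that each left out one library. Its 2 directions did depend on the scaling: 518 genes were more negative and 459 more positive, but 355 and 722 under library-size scaling and 344 and 589 with limma on log2(RPKM + 1). Over the same alternatives, of the 18 cellulase genes, 9 to 11 were lower in Δ*clrB*, 10 to 11 higher in Δ*amyR* and 10 in the regulon. Of the 25 basal secretome genes, 14 to 15 were higher on cellulose than on glucose, and at most 16 with one library left out.

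The remaining 10 counts moved by over 1.5 times under at least 1 setting. For Δ*clrB* against wild-type, the 103 genes lower became 157 with limma on log2(RPKM + 1), 181 with limma on log2(RPKM + 0.1) and 165 under library-size scaling. The 156 genes higher became 95 with limma on log2(RPKM + 1), 87 with limma on log2(RPKM + 0.1) and 90 with only the groups compared. For cellulose against no carbon source, the 479 genes lower became 741 under library-size scaling. The 277 genes higher became 183 with limma on log2(RPKM + 1). For Δ*amyR* against wild-type, the 384 genes lower became 793 with limma on log2(RPKM + 1), 1044 with limma on log2(RPKM + 0.1), 1062 under library-size scaling and 612 under the paper's criterion. The 308 genes higher became 132 with limma on log2(RPKM + 1), 142 with limma on log2(RPKM + 0.1), 150 under library-size scaling and 132 under the paper's criterion. For Δ*creA* against wild-type, the 501 genes lower became 1081 with limma on log2(RPKM + 1), 1370 with limma on log2(RPKM + 0.1), 1385 under library-size scaling and 935 under the paper's criterion. The 590 genes higher became 308 with limma on log2(RPKM + 1), 327 with limma on log2(RPKM + 0.1), 331 under library-size scaling and 279 under the paper's criterion. For Δ*creA-gpdA*(p)::*clrB* against Δ*creA*, the 378 genes lower became 609 with limma on log2(RPKM + 1), 878 with limma on log2(RPKM + 0.1), 778 under library-size scaling and 249 with only the groups compared. The 300 genes higher became 119 with limma on log2(RPKM + 1), 128 with limma on log2(RPKM + 0.1), 155 under library-size scaling and 137 under the paper's criterion. The limma fits, library-size scaling and the paper's criterion all divide by library totals and share a shift toward lower genes, which follows from that construction. For what else sets these settings apart, the cause was not tested. With only the groups compared, fewer libraries estimate the spread between replicates.

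Scaling to library totals moved the median log2 fold change of all tested genes from near 0 to -0.43 in Δ*amyR*, -0.45 in Δ*creA*, -0.18 in Δ*clrB*, -0.43 in Δ*creA*-Δ*clrB*, -0.74 in Δ*creA-gpdA*(p)::*clrB* (each against wild-type), -0.27 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*, -0.18 on cellulose against no carbon source and 0.21 in the interaction. The group and gene values under that scaling include this shift.

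The group medians were also recomputed with log2(RPKM + 0.1), library-size scaling and median-ratio scaling. With median-ratio scaling all 35 moved by less than 1 SD of the replicates. With log2(RPKM + 0.1), 6 stayed within 1 SD, 23 moved further and 6 changed sign; with library-size scaling the numbers were 5, 24 and 6. Values are given in the order TMM, log2(RPKM + 0.1) and library-size scaling, with strains against wild-type unless another is named. Group 1 of S4 Table had 1.76, 1.29 and 1.30 in Δ*creA*; -0.41, -0.86 and -0.86 in Δ*creA*-Δ*clrB*; 1.92, 1.02 and 1.19 in Δ*creA-gpdA*(p)::*clrB*; 0.15, -0.15 and -0.13 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. Group 2 of S4 Table had 0.073, -0.40 and -0.40 in Δ*creA*; -0.71, -1.18 and -1.17 in Δ*creA*-Δ*clrB*; -1.28, -1.97 and -2.003 in Δ*creA-gpdA*(p)::*clrB*. Group 3 of S4 Table had 0.26, -0.19 and -0.21 in Δ*creA*; -0.85, -1.22 and -1.31 in Δ*creA*-Δ*clrB*; 0.18, -0.65 and -0.57 in Δ*creA-gpdA*(p)::*clrB*; -0.19 and, under library-size scaling, -0.41 in Δ*clrB*. Group 4 of S4 Table had 0.26, -0.21 and -0.21 in Δ*creA*; 1.83, 1.38 and 1.38 in Δ*creA*-Δ*clrB*; 0.32, -0.59 and -0.42 in Δ*creA-gpdA*(p)::*clrB*. Group 1 of S7 Table had -0.49, -0.99 and -0.96 in Δ*creA*; -0.67, -1.56 and -1.43 in Δ*creA-gpdA*(p)::*clrB*. Group 2 of S7 Table had 0.75, 0.45 and 0.47 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*; 3.44, 2.98 and 2.97 in Δ*creA*; 4.08, 3.30 and 3.33 in Δ*creA-gpdA*(p)::*clrB*. Group 3 of S7 Table had 1.47, 0.99 and 1.005 in Δ*creA*; 1.94, 1.13 and 1.19 in Δ*creA-gpdA*(p)::*clrB*. Group 4 of S7 Table had -0.078, -0.55 and -0.55 in Δ*creA*; 2.24, 1.43 and 1.48 in Δ*creA-gpdA*(p)::*clrB*. Group 1 of S8 Table had -1.02, -1.44 and -1.43 in Δ*amyR*; 1.15, 0.69 and 0.69 in Δ*creA*; 0.85, 0.044 and 0.11 in Δ*creA-gpdA*(p)::*clrB*. Group 2 of S8 Table had -0.92, -1.34 and -1.34 in Δ*amyR*; 1.37, 0.90 and 0.90 in Δ*creA*; 2.56, 1.80 and 1.81 in Δ*creA-gpdA*(p)::*clrB*. Group 7 of S8 Table had -1.12, -1.48 and -1.53 in Δ*amyR*. Library-size scaling differs from TMM only in the scaling, so that the changes under it come from the scaling.

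Of the 328 gene results, 282 kept their direction and side of the threshold with limma on log2(RPKM + 1), 282 with log2(RPKM + 0.1), 291 under library-size scaling, 325 with median-ratio scaling, 327 with no filter, 320 with only the groups compared and 323 with a replicate block. Weaker and stronger results numbered 17 and 11, 16 and 12, 13 and 7, 2 and 1, 1 and 0, 6 and 2, and 3 and 2 in the same order. The values that changed sign follow, each from its TMM value to those with log2(RPKM + 1), log2(RPKM + 0.1) and library-size scaling; 0 changed sign with median-ratio scaling, no filter, only the groups compared or the block. PDE_05999 went from 0.42 to -9.0e-06 and -9.0e-05 in Δ*amyR* against wild-type, where library-size scaling kept the sign, and from 0.39 to -0.073, -0.073 and -0.074 in Δ*creA* against wild-type. PDE_07928 went from 0.23 to -0.073, -0.073 and -0.056 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. PDE_01261 went from 0.19 to -0.10, -0.10 and -0.091 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. PDE_02886 went from 0.070 to -0.17, -0.18 and -0.096 in Δ*clrB* against wild-type. PDE_00698 went from 0.14 to -0.092, -0.093 and -0.023 in Δ*clrB* against wild-type, and from 0.16 to -0.018, -0.018 and -0.020 on cellulose against no carbon source. PDE_03711 went from 0.090 to -0.33, -0.33 and -0.32 in Δ*amyR* against wild-type. PDE_09267 went from 0.21 to -0.25, -0.25 and -0.26 in Δ*creA* against wild-type. PDE_06576 went from 0.044 to -0.25, -0.25 and -0.25 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. PDE_04857 went from 0.29 to -0.18, -0.18 and -0.18 in Δ*creA* against wild-type. PDE_08094 went from 0.034 to -0.17, -0.17 and -0.16 in Δ*clrB* against wild-type. PDE_07334 went from 0.24 to -0.22, -0.23 and -0.23 in Δ*creA* against wild-type. PDE_08037 went from 0.24 to -0.11, -0.11 and -0.045 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. PDE_03573 went from 0.082 to -0.11, -0.11 and -0.11 in Δ*clrB* against wild-type, and from 0.30 to -0.16, -0.16 and -0.16 in Δ*creA* against wild-type, and from 0.073 to -0.38, -0.38 and -0.37 in Δ*creA*-Δ*clrB* against wild-type. PDE_00400 went from 0.26 to -0.21, -0.21 and -0.21 in Δ*creA* against wild-type. For PDE_05999 in Δ*amyR* the cause was not tested; the other changes under library-size scaling come from the scaling, the only choice that differs there from TMM.

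Across the leave-one-out fits, 113 values of the counts stayed within 1.5 times and 4 did not; 199 group medians stayed within 1 SD, 7 moved further and 4 changed sign. Of the gene values, 1942 kept direction and side of the threshold, 35 became weaker, 26 stronger and 31 changed sign. Each range given runs over the 6 fits that each left out one library, with the library left out at either end; fewer samples are the construction, and why a given library matters was not tested. The numbers in brackets are replicates. For Δ*clrB* against wild-type, the range was 63 (Δ*clrB* 3) to 151 (Δ*clrB* 2) genes lower and 72 (wild-type 3) to 231 (Δ*clrB* 2) genes higher. Group 2 of S4 Table ranged over -0.25 (Δ*creA* 2) to 0.11 (Δ*creA* 3) in Δ*creA*; -0.90 (Δ*creA*-Δ*clrB* 1) to -0.18 (wild-type 1) in Δ*creA*-Δ*clrB*; -1.54 (Δ*creA-gpdA*(p)::*clrB* 1) to -1.14 (wild-type 1) in Δ*creA-gpdA*(p)::*clrB*. Group 3 of S4 Table ranged over 0.19 (Δ*creA* 2) to 0.36 (wild-type 2) in Δ*creA*; -1.001 (Δ*creA*-Δ*clrB* 1) to -0.65 (Δ*creA*-Δ*clrB* 2) in Δ*creA*-Δ*clrB*; -0.0065 (Δ*creA-gpdA*(p)::*clrB* 3) to 0.24 (wild-type 2) in Δ*creA-gpdA*(p)::*clrB*. Group 1 of S4 Table ranged over -0.024 (Δ*creA-gpdA*(p)::*clrB* 3) to 0.29 (Δ*creA-gpdA*(p)::*clrB* 2) in Δ*creA-gpdA*(p)::*clrB* against Δ*creA*. Group 1 of S8 Table ranged over -1.10 (Δ*amyR* 3) to -0.97 (Δ*amyR* 2) in Δ*amyR*. Group 7 of S8 Table ranged over -1.32 (Δ*amyR* 3) to -0.86 (wild-type 1) in Δ*amyR*. In Δ*clrB* against wild-type, PDE_02886 ranged over -0.14 (Δ*clrB* 1) to 0.32 (Δ*clrB* 3); PDE_03711 over -0.21 (Δ*clrB* 1) to 0.046 (Δ*clrB* 2); PDE_00016 over -0.056 (Δ*clrB* 2) to 0.42 (Δ*clrB* 1); PDE_08094 over -0.14 (wild-type 3) to 0.25 (Δ*clrB* 1); PDE_02514 over -0.73 (Δ*clrB* 2) to 0.030 (Δ*clrB* 3); PDE_06306 over -0.12 (wild-type 3) to 0.029 (wild-type 1); PDE_03573 over -0.012 (Δ*clrB* 2) to 0.20 (Δ*clrB* 1); PDE_08036 over -0.14 (Δ*clrB* 3) to 0.12 (Δ*clrB* 1). In Δ*amyR* against wild-type, PDE_02886 ranged over -0.13 (Δ*amyR* 1) to 0.093 (Δ*amyR* 3); PDE_00698 over -0.27 (Δ*amyR* 1) to 0.15 (Δ*amyR* 3); PDE_03711 over -0.070 (Δ*amyR* 1) to 0.20 (Δ*amyR* 2). In Δ*creA-gpdA*(p)::*clrB* against Δ*creA*, PDE_06576 ranged over -0.051 (Δ*creA-gpdA*(p)::*clrB* 2) to 0.19 (Δ*creA-gpdA*(p)::*clrB* 1); PDE_08037 over -0.084 (Δ*creA-gpdA*(p)::*clrB* 3) to 0.48 (Δ*creA-gpdA*(p)::*clrB* 1). In Δ*creA*-Δ*clrB* against wild-type, PDE_03573 ranged over -0.047 (Δ*creA*-Δ*clrB* 3) to 0.17 (Δ*creA*-Δ*clrB* 2). In Δ*creA* against wild-type, PDE_01218 ranged over -0.48 (Δ*creA* 2) to 0.12 (Δ*creA* 1); PDE_01220 over -0.64 (Δ*creA* 2) to 0.013 (Δ*creA* 1).

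Other settings were not run. The test of ribosome and oxidoreductase terms among the called genes, with its alternatives, needs an annotation of all tested genes, and none was analysed here. The paper's criterion, which compares 2 groups, was not run for the interaction, and for the group medians only the pseudocount, the scalings and leave-one-out apply. Depth limits the fold changes of the genes with at most 3 reads in every library of a group, for which only lower bounds are given. By the mean of the other group, sampling noise aside, their change is at least that large, but its size is open. Depth also limits the interaction for 22 of its 977 genes, in which at least 1 of the 4 groups lies at that level.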

Differences from the paper's values

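Scaling to library totals, used in this part, was a setting chosen after seeing the values. The comparison of Δ*creA*-Δ*clrB* with Δ*clrB* was also added after values were seen. So were the medians in Δ*creA-gpdA*(p)::*clrB* against Δ*creA* and the sets of genes the paper names together. No other test in this part was chosen only after its result was seen.

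Genes lower in the cellulose regulon numbered 179, and 117 in the paper (S5 Table). Among the alternatives set before the data were examined, these came within 1.5 times the paper's value: 175 with a replicate block and 128 with the paper's criterion recomputed from RPKM. These did not: 197 with limma on log2(RPKM + 1), 221 with limma on log2(RPKM + 0.1), 184 with no filter on low genes, 184 with median-ratio scaling, 223 with only the groups compared and 185 with DESeq2. With libraries scaled to their totals, chosen after seeing the values, there were 261.

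Genes higher in the Δ*amyR* mutant numbered 308, and 131 in the paper. Among the alternatives set before the data were examined, these came within 1.5 times the paper's value: 132 with limma on log2(RPKM + 1), 142 with limma on log2(RPKM + 0.1) and 132 with the paper's criterion recomputed from RPKM. These did not: 309 with no filter on low genes, 310 with median-ratio scaling, 339 with only the groups compared, 301 with a replicate block and 321 with DESeq2. Scaling to library totals, chosen after seeing the values, gave 150, also within 1.5 times.

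For genes lower in the Δ*amyR* mutant the number was 384, and 579 in the paper. Among the alternatives set before the data were examined, these came within 1.5 times the paper's value: 793 with limma on log2(RPKM + 1), 425 with only the groups compared and 612 with the paper's criterion recomputed from RPKM. These did not: 1044 with limma on log2(RPKM + 0.1), 383 with no filter on low genes, 375 with median-ratio scaling, 380 with a replicate block and 384 with DESeq2. Scaling to library totals, chosen after seeing the values, gave 1062, which is over 1.5 times the paper's value.

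The genes behind the counts differ as well. Of the paper's 103 genes lower in Δ*clrB* (S2 Table), those called in the same direction numbered 68 here, 68 with median-ratio scaling, 73 with DESeq2, 90 with limma on log2(RPKM + 1), 87 under library-size scaling and 103 under the paper's criterion. Of its 121 genes higher in Δ*clrB* (S3 Table), they numbered 83 here, 84 with median-ratio scaling, 102 with DESeq2, 74 with limma on log2(RPKM + 1), 81 under library-size scaling and 121 under the paper's criterion. For its 117 genes lower in the regulon (S5 Table), the numbers were 67 here, 70 with median-ratio scaling, 72 with DESeq2, 94 with limma on log2(RPKM + 1), 106 under library-size scaling and 117 under the paper's criterion. For its 579 genes lower in Δ*amyR* (S8 Table), they were 241 here, 235 with median-ratio scaling, 244 with DESeq2, 538 with limma on log2(RPKM + 1), 563 under library-size scaling and 579 under the paper's criterion. Library-size scaling was chosen after seeing the values.

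The paper lists PDE_02101 and PDE_06649 among the hemicellulase genes reduced without ClrB. Here PDE_02101 changed by -0.92 (standard error 0.22) and was not called; it was called with limma on log2(RPKM + 1) (-1.13), with limma on log2(RPKM + 0.1) (-1.13), with library-size scaling (-1.10), with the paper's criterion (-1.10), without wild-type replicate 3 (-1.08) and without Δ*clrB* replicate 2 (-1.23). PDE_06649 changed by -0.92 (standard error 0.34) and was called only with limma on log2(RPKM + 1) (-1.22), with limma on log2(RPKM + 0.1) (-1.22) and with the paper's criterion (-1.07). The paper counts the α-amylase gene PDE_01201 as downregulated in Δ*clrB*; its change of -1.13 (standard error 0.39) failed the adjustment (adjusted p = 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called with limma on log2(RPKM + 1) (-1.37), with limma on log2(RPKM + 0.1) (-1.38), with library-size scaling (-1.29), with a replicate block (-1.18), with the paper's criterion (-1.29) and without Δ*clrB* replicate 2 (-1.45). The paper describes PDE_00753 as repressed by CreA and induced by ClrB. Its changes of 0.61 in Δ*creA* and -0.79 in Δ*clrB* were called under none of the settings run. Under TMM both went in the paper's direction and missed only the threshold of 1. Their adjusted p was 0.012 and 0.010 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In every list of settings in this part, library-size scaling was chosen after seeing the values.

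The paper states that no xylanase gene is among those higher in Δ*clrB*. The putative xylanase gene PDE_04478 was called higher, at 1.16 (standard error 0.24), though not under library-size scaling (0.97) and not without the third wild-type replicate (1.04). Its mean RPKM values also give a change under the threshold of 1 that the paper's criterion uses, so the difference from the paper follows the scaling.

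The paper places PDE_06576 and PDE_04857 among genes repressed by CreA. In Δ*creA* against wild-type they changed by 0.70 (standard error 0.23) and 0.29 (standard error 0.22) and were called under none of the settings run, and PDE_04857 was -0.18 under library-size scaling. Under TMM PDE_06576 missed only the threshold of 1, with an adjusted p of 0.030, while that of PDE_04857 was 0.36 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It describes the cellulase genes of group 1 as alike in Δ*creA*-Δ*clrB* and Δ*clrB*; 4 of the 9 were called higher in Δ*creA*-Δ*clrB*, with changes up to 3.73. It describes most genes of group 1 as induced synergistically in Δ*creA-gpdA*(p)::*clrB*. Synergy itself was not tested, since the overexpression of *clrB* alone was not analysed here. Between that strain and Δ*creA*, 12 of the 91 genes were called higher and 3 lower, with a median of 0.15 (-0.13 under library-size scaling). Among its cellulase genes, 1 of the 9 was called higher, with a median of 0.66. Of the β-glucosidase and transporter genes named with them, *bgl2*, at 1.05 (standard error 0.19), and PDE_00607, at 1.11 (standard error 0.21), were called higher. Both calls were lost with limma, under library-size scaling and without the second Δ*creA-gpdA*(p)::*clrB* replicate (0.95 and 0.96), and that of *bgl2* also without the third (0.93). PDE_00507, at 0.96, was called without Δ*creA-gpdA*(p)::*clrB* replicate 1 (1.09); PDE_04251, at 0.77, was called without Δ*creA-gpdA*(p)::*clrB* replicate 1 (1.04); and PDE_04857, at 0.95, was called without Δ*creA* replicate 2 (1.01) and without Δ*creA-gpdA*(p)::*clrB* replicate 1 (1.16).

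The paper describes group 2 of S4 Table as repressed in Δ*creA* and group 3 as partly repressed there. The medians were 0.07 and 0.26; they were -0.40 and -0.21 under library-size scaling and -0.40 and -0.19 with log2(RPKM + 0.1), where the median of all genes under library-size scaling was -0.45. Group 2 was also negative without the second Δ*creA* replicate, at -0.25, and without the second wild-type replicate, at -0.13. Group 3 was described as cumulatively repressed in Δ*creA*-Δ*clrB*, and of its genes PDE_06306 changed by -0.71 and was called with limma on log2(RPKM + 1) (-1.16), with limma on log2(RPKM + 0.1) (-1.16) and with library-size scaling (-1.16), while PDE_00400 changed by -0.88 and was called with limma on log2(RPKM + 1) (-1.38), with limma on log2(RPKM + 0.1) (-1.38), with library-size scaling (-1.34) and without Δ*creA*-Δ*clrB* replicate 1 (-1.13).

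The paper puts the genes PDE_01212 to PDE_01220 in a set of S7 Table that it describes as induced in Δ*clrB* and repressed in Δ*creA*. In Δ*creA* 0 of the 9 were called lower, and 0 at an unadjusted p under 0.05. PDE_01213 was called lower there with limma on log2(RPKM + 1) (-1.06) and with limma on log2(RPKM + 0.1) (-1.06), and PDE_01215 with limma on log2(RPKM + 1) (-1.05) and with limma on log2(RPKM + 0.1) (-1.06). In Δ*clrB* 2 of the 9, PDE_01212 and PDE_01214, were called higher, 0 to 7 in the fits that each left out 1 library (the most without the second Δ*clrB* replicate), and 9 at an unadjusted p under 0.05. PDE_01213, at 1.49, was called higher there with limma on log2(RPKM + 1) (1.28), with limma on log2(RPKM + 0.1) (1.29), with library-size scaling (1.30), with median-ratio scaling (1.49), with only the groups compared (1.49), with DESeq2 (1.49), with the paper's criterion (1.30) and without Δ*clrB* replicate 2 (1.70). PDE_01215, at 1.36, was called with only the groups compared (1.36), with DESeq2 (1.36), with the paper's criterion (1.17) and without Δ*clrB* replicate 2 (1.56). PDE_01217, at 1.39, was called with DESeq2 (1.39) and with the paper's criterion (1.19). PDE_01218, at 1.18, was called with DESeq2 (1.18) and without Δ*clrB* replicate 2 (1.40). PDE_01219, at 1.07, was called with DESeq2 (1.07) and without Δ*clrB* replicate 2 (1.24). PDE_01220, at 1.26, was called with DESeq2 (1.26), with the paper's criterion (1.06) and without Δ*clrB* replicate 2 (1.49).

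Group 4 of S7 Table is described as repressed in Δ*creA*. Its median there was -0.08, or -0.55 under library-size scaling, and PDE_02004 rose by 0.81 (standard error 0.44). For group 2 of S7 Table the paper describes induction in Δ*creA*; PDE_06089 changed by 0.98 and was called without wild-type replicate 1 (1.01), without wild-type replicate 2 (1.03) and without Δ*creA* replicate 3 (1.03). It describes further induction in Δ*creA-gpdA*(p)::*clrB* for group 3; PDE_09901 changed by 0.88 against Δ*creA* and was called without Δ*creA-gpdA*(p)::*clrB* replicate 1 (1.14). In the paper's model CreA activates *amyR* early in cellulose induction; in Δ*creA* against wild-type *amyR* changed by -0.29 (standard error 0.19) relative to the bulk of the genes and was called under none of the settings run. All 3 Δ*creA* libraries did lie below all 3 wild-type libraries, and scaled to library totals, as in RPKM, the difference was larger, from 211 ± 2.26 to 124 ± 5.76 (mean ± SD). From q-PCR on other cultures, the paper reports *amyR* as increased in Δ*clrB*. In the RNA-seq libraries no increase was seen there. The change was -0.34 (standard error 0.19), with all 3 Δ*clrB* libraries below all 3 wild-type libraries and without a call.

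The paper gives the genes of S8 Table as downregulated in Δ*amyR* and, where it clusters them, as upregulated; their medians in Δ*amyR* were negative in the groups analysed: -1.02 in group 1, -0.92 in group 2 and -1.12 in group 7.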

Other observations

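Of the tests in this part, the one for genes missing from the DNA was chosen only after the result was seen. The limit on the spread of replicates in the test of abundant genes was also set then. Scaling to library totals and the comparison of Δ*creA*-Δ*clrB* with Δ*clrB* were likewise chosen after values were seen.

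When libraries were scaled to their total reads, most genes appeared lower in Δ*amyR* and in Δ*creA* than in wild-type, and lower in Δ*creA-gpdA*(p)::*clrB* than in Δ*creA*. The 500 genes with the highest mean count took 57.0% of the reads in Δ*amyR*, 59.1% in Δ*creA* and 62.9% in Δ*creA-gpdA*(p)::*clrB*, against 48.0% in wild-type on cellulose. If that larger share were the whole cause, leaving these genes out of the totals would bring the median log2 ratio of the other genes to within 0.1 of 0. It moved from -0.41 to -0.17 in Δ*amyR* (SD 0.0409) and from -0.27 to -0.16 in Δ*creA-gpdA*(p)::*clrB* against Δ*creA* (SD 0.0404). For these comparisons the share of the 500 genes may explain part of the shift but is argued against as the whole cause. Genes outside the 500 stayed in the totals, so a larger share on some of them is not argued against. In Δ*creA* it moved from -0.42 to -0.11 (SD 0.0100), and single replicates lay between -0.11 and -0.09, on either side of the limit. There the larger share cannot be told apart from a further cause, because single replicates fall on either side of the limit.

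Gene length is argued against as the source of the shift in Δ*amyR*: the longest genes and the shortest, equal parts of the list, differed by 0.0226 in median log2 ratio, where a length bias would need a difference as large as the shift of -0.41. GC content and contamination were not tested. A biological explanation, a true decrease of many transcripts relative to the total RNA, stays open, since read counts without an added standard do not show absolute amounts.

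The log2 ratios of Δ*clrB* and of Δ*amyR* against the same wild-type libraries correlated across 9176 genes with r = 0.380. Shared control libraries alone would give more than that: simulated unchanged groups gave 0.469 to 0.525 in 100 simulations. With different wild-type libraries as the control of each mutant, r ran from 0.211 to 0.379, and simulated unchanged groups gave -0.0390 to 0.0381. Shared wild-type libraries are therefore argued against as the whole cause of the correlation. A response common to both deletions may be part of it, as a hypothesis, and a difference in handling between wild-type and mutant cultures stays open and untested.

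The same calculation for the other pairs of mutants gave r = 0.847 for Δ*creA* with Δ*creA-gpdA*(p)::*clrB* (0.796 to 0.820 with different wild-type libraries), -0.270 for Δ*clrB* with Δ*creA* (-0.359 to -0.249), -0.0940 for Δ*creA* with Δ*amyR* (-0.162 to -0.102) and -0.00813 for Δ*creA-gpdA*(p)::*clrB* with Δ*amyR* (-0.0764 to -0.00234). The simulated values are those given for Δ*clrB* with Δ*amyR*, 0.469 to 0.525 with shared and -0.0390 to 0.0381 with different libraries.

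A run of 11 genes with consecutive identifiers, PDE_09192 to PDE_09202, was singled out after its values were seen, and the paper does not report it. In Δ*creA* against wild-type, 9 of the 11 were called lower, and 11 under library-size scaling, with a median log2 fold change of -5.26. Of them 2 have at most 3 reads in every Δ*creA* library, and with these at their bound the median was -5.26. The number called lower was 9 in Δ*creA*-Δ*clrB* against Δ*clrB* and 9 in Δ*creA-gpdA*(p)::*clrB* against wild-type. In Δ*clrB* 0 were called in either direction, with 5 higher at an unadjusted p under 0.05, and in Δ*amyR* 1 was called higher, or 0 in some of the fits that each left out 1 library. In wild-type, 7 were called lower on cellulose than without carbon source, while 10 were called higher and 1 lower on cellulose than on glucose, the latter 0 in some of those fits. PDE_09192 had 12063 to 19571 reads in the wild-type libraries on cellulose and 6 to 18 in the Δ*creA* libraries.

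Genes missing from the DNA of the strains that lack *creA* could give this pattern. If so, reads on them would be at the level of the deleted genes, but 6 of the 11 genes had more than 3 reads in every library of the 3 strains, and PDE_09195 had at least 2015 in each Δ*creA* library. For those 6 genes apart from PDE_09192 the explanation is argued against, and for the other 5 it stays open. PDE_09192 had 6 to 18 reads in the Δ*creA* libraries but 12063 to 19571 in wild-type on cellulose, far more than the deleted genes. The level of 3 reads therefore does not decide the question for PDE_09192. No coordinates were used here, so that the genes are neighbours rests on their identifiers. A dependence of the run on CreA may be a biological explanation, as a hypothesis from the libraries in which it was found. By the paper's account *creA* was deleted separately in the Δ*clrB* and *gpdA*(p)::*clrB* strains; other differences between the strains were not tested.

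How often other splits of the same libraries gave as many genes was counted for each comparison with only its groups fitted. Of the 10 splits of 6 libraries, 1, the real one, gave as many genes in each of these: Δ*clrB* against wild-type (188 genes, next largest 5), cellulose against no carbon source (833 genes, next largest 0), Δ*amyR* against wild-type (764 genes, next largest 0), Δ*creA* against wild-type (1185 genes, next largest 0). The same held for the lists: 10 of the 18 cellulase genes lower in Δ*clrB*, 11 of them higher in Δ*amyR* and 15 of the 25 basal secretome genes higher on cellulose than on glucose, each against 0 in the next largest split. With 3 libraries against 3 the share is never under 0.1, so these splits alone decide nothing. For the cellulose regulon, 1 of 50 splits, the real one, gave as many genes, 460 against 114. These splits mixed libraries of all 3 media, so they test whether the media differ at all and cannot test the regulon itself.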
